# Dynamics of lineage commitment revealed by single-cell transcriptomics of differentiating embryonic stem cells

**DOI:** 10.1038/s41467-017-01076-4

**Published:** 2017-10-23

**Authors:** Stefan Semrau, Johanna E. Goldmann, Magali Soumillon, Tarjei S. Mikkelsen, Rudolf Jaenisch, Alexander van Oudenaarden

## Abstract

Gene expression heterogeneity in the pluripotent state of mouse embryonic stem cells (mESCs) has been increasingly well-characterized. In contrast, exit from pluripotency and lineage commitment have not been studied systematically at the single-cell level. Here we measure the gene expression dynamics of retinoic acid driven mESC differentiation from pluripotency to lineage commitment, using an unbiased single-cell transcriptomics approach. We find that the exit from pluripotency marks the start of a lineage transition as well as a transient phase of increased susceptibility to lineage specifying signals. Our study reveals several transcriptional signatures of this phase, including a sharp increase of gene expression variability and sequential expression of two classes of transcriptional regulators. In summary, we provide a comprehensive analysis of the exit from pluripotency and lineage commitment at the single cell level, a potential stepping stone to improved lineage manipulation through timing of differentiation cues.

## Abstract (web summary)

Commitment to different fates by differentiating pluripotent cells depends upon integration of external and internal signals. Here the authors analyse the entry of mouse embryonic stem cells into retinoic acid-mediated differentiation using single cell transcriptomics with high temporal resolution.

## Introduction

In vitro differentiation is a key technology to enable the use of embryonic and induced pluripotent stem cells as disease models and for therapeutic applications^1, 2^. Existing directed differentiation protocols, which have been gleaned from in vivo development, are laborious and produce heterogeneous cell populations^3^. Protocol optimization typically requires costly and time-consuming trial-and-error experiments. To be able to design more efficient and specific differentiation regimens in a systematic way it will be necessary to gain a better understanding of the decision-making process that underlies the generation of cell type diversity^4^.

Lineage decision-making is fundamentally a single-cell process^5^ and the response to lineage specifying signals depends on the state of the individual cell. A substantial body of work has revealed lineage biases related to, for example, cell cycle phase or pre-existing subpopulations in the pluripotent state^4, 6–8^. The commitment of pluripotent cells to a particular lineage, on the other hand, has not yet been studied systematically at the single-cell level. We consider a cell to be committed, if its state cannot be reverted by removal of the lineage specifying signal.

Here we set out to characterize the single-cell gene expression dynamics of differentiation, from exit from pluripotency to lineage commitment. Using single-cell transcriptomics we find that retinoic acid drives the differentiation of mouse embryonic stem cells to neuroectoderm—and extraembryonic endoderm—like cells. Between 24 h and 48 h of retinoic acid exposure, cells exit from pluripotency and their gene expression profiles gradually diverge. By pseudotime ordering we reveal a transient post-implantation epiblast-like state. We also study the influence of the external signaling environment and identify a phase of high susceptibility to MAPK/Erk signaling around the exit from pluripotency. We employ a minimal gene regulatory network model to recapitulate the dynamics of the lineage response to signaling inputs. Finally, we identify two classes of transcription factors which have likely distinct roles in the lineage decision-making process.

## Results

### Retinoic acid driven lineage transition

Mouse embryonic stem cells (mESCs) are a well-characterized model system to study in vitro differentiation. Here, we focused on mESC differentiation driven by all-trans retinoic acid (RA), which is widely used in in vitro differentiation assays^9^ and has important functions in embryonic development^10^. E14 mESCs were grown feeder free in 2i medium^11^ plus LIF (2i/L) for several passages to minimize heterogeneity before differentiation in the basal medium (N2B27 medium) and RA (Fig. 1a). Within 96 h the cells underwent a profound change in morphology from tight, round, homogeneous colonies to strongly adherent, morphologically heterogeneous cells (Fig. 1a). To characterize the differentiation process at the population level we first measured gene expression by bulk RNA-seq at 10 time points during 96 h of continuous RA exposure (Supplementary Fig. 1). 

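Bulk RNA-seq was performed on mESCs of the E14 line, a mouse embryonic stem cell line held in the pluripotent state in 2i/L, and on whole cultures of these cells after 6 h to 96 h in N2B27 medium with 0.25 µM RA. RNA was converted to 3′-end libraries with unique molecular identifiers (UMIs), random tags by which each captured molecule is counted once. The authors aligned the reads to mouse RefSeq mRNA sequences with bwa and deposited the number of UMIs per gene and library, without normalization. Each of the 10 time points was sequenced from 1 culture, so differences along the time course have no replicate check, and no test was run on them. At 0 h only, a second mESC library allows a comparison. The 10 libraries of the time course held between 1652522 and 2459483 UMIs, with a median of 1979418, and the second mESC library held 2297379. Counts were divided by the total of their library and scaled to the same library size (CPM). The table lists 23481 genes, of which 18705 had at least 1 count in the 25 bulk libraries of the study. For 2 genes, Gkn2 and the ribosomal RNA precursor Rn45s, 3 values were damaged (text in place of a count), and both genes were left out unless stated. Marker set expression is the mean over the genes of a set of the CPM relative to Gapdh, the reference gene of Supplementary Fig. 1c. Exact Poisson 95% intervals are given for counts of single libraries, and these cover counting error only.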

Genes that are absent in the pluripotent state but upregulated during differentiation can reveal the identity of differentiated cell types. To find such genes we clustered all genes by their temporal gene expression profiles using k-means clustering (Methods, Supplementary Fig. 1a). By testing for reproducibility through repeated clustering (stability analysis^12^, see Methods) we determined that there were 6 robust gene clusters. 

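The clustering was repeated on the 17480 genes with at least 1 count in the time course, by k-means with 1 minus the Pearson correlation between temporal profiles as the distance and 6 clusters. In order of their peak, the clusters held 3399, 2556, 1883, 2085, 4000 and 3557 genes, and their median profiles were highest at 6 h, 24 h, 48 h, 60 h, 72 h and 96 h. Clusters 5 and 6, the ones that rose most steadily with time (Spearman correlation of the median profile with time 0.93 and 0.85), held 43.2% of the genes. Stability was measured as the Jaccard similarity between each cluster and its best match in 20 bootstrapped samples of genes. With 6 clusters the lowest similarity of any cluster was 0.62 and the mean 0.75. The lowest similarity was 0.93 with 4 clusters, 0.74 with 5, 0.70 with 7 and 0.55 with 8. These values also depended on the choice of genes. Among the 13310 genes with at least 10 counts summed over the time course, the lowest similarity was 0.96 with 4 clusters and 0.62 with 5. It was 0.91 with 6, 0.62 with 7 and 0.65 with 8. Of the numbers tried, 4 clusters were thus the most stable with either choice of genes.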

The two clusters that showed a continuous increase in expression over the time course (clusters 5 and 6 in Supplementary Fig. 1a), were enriched with genes that have functions in development and differentiation (Supplementary Fig. 1b). In particular, established neuroectoderm and extraembryonic endoderm (XEN) markers belonged to these clusters. 

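All 11 XEN markers (Sparc, Col4a1, Col4a2, Lama1, Lamb1, Lamc1, Dab2, Gata4, Gata6, Sox17 and Pdgfra) fell in cluster 6. Of 12 ectoderm markers, 8 fell in the rising clusters: Prtg, Mdk, Fabp5, Cd24a, Sox11, Meis1 and Crabp1 in cluster 5 and Nes in cluster 6. Among the others, Pax6 was placed in cluster 4 and Hoxb2 and Sox1 in cluster 3. None of 12 pluripotency markers and 1 of 7 post-implantation epiblast markers, Fgf5, was in a rising cluster. Grouping the genes into 5 clusters raised the ectoderm tally to 9 and the epiblast tally to 2, and left the XEN tally at 11, and clustering only genes with at least 10 counts lowered the ectoderm tally to 7. Relative to Gapdh, the XEN set had a mean of 0.00677 and 0.00444 in the mESC libraries, 0.0117 at 48 h, 0.0917 at 72 h and 0.313 at 96 h, a log2 change of 5.53 between 0 h and 96 h. Using Actb as the reference gene in place of Gapdh gave 4.96, and averaging log2 values gave 6.23. The ectoderm set rose from 0.00482 and 0.00398 to a highest value of 0.0758 at 60 h and fell to 0.04 at 96 h. These changes exceed the difference between the mESC libraries. Dab2, on chromosome 15 of GRCm38 from 6299788 to 6440712, rose from 3.06 CPM (7 UMIs) at 0 h to 908 CPM (1771 UMIs) at 96 h. Sparc, on chromosome 11 from 55394500 to 55423183, rose from 220 to 6201 CPM. Among ectoderm markers, Hoxb2 had 1.31 CPM at 0 h, 637 at 36 h and 77.9 at 96 h. Sox11, without a UMI in the first mESC library but detected in the second, reached 38.4 CPM at 96 h.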

Mesodermal markers, on the other hand, were not up-regulated. 

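Most mesoderm markers stayed close to the limit of detection in the time course. The mean over T, Mixl1, Eomes, Tbx6, Hand1 and Twist1 was 0.729 and 0.871 CPM in the mESC libraries, 0 at 24 h, 2.09 CPM at 72 h and 1.62 CPM at 96 h. T had 1 and 5 UMIs in the mESC libraries and none from 12 h on, and Eomes had 7 and 6 UMIs at 0 h and 5 at 96 h. Tbx6 was not detected in any library, and Mixl1 had at most 2 UMIs in a library of the time course. Hand1 went from 0 to 4 UMIs between 0 h and 96 h. Twist1, with 2 and 1 UMIs in the mESC libraries, had 22 at 72 h and 10 at 96 h, and together with Hand1 it makes up the 2 of the 5 detected genes that fell in rising clusters. The log2 change of the set relative to Gapdh between 0 h and 96 h was 1.23, and it was 0.43 when log2 values were averaged. In the sorted cells at 96 h, Twist1 was the only mesoderm marker with enough counts for a test. It was higher in ectoderm-like cells than in mESCs (log2 fold change 3.99, standard error 0.78, adjusted p = 0.00403 by edgeR's quasi-likelihood test, n = 2 libraries each), which did not hold without the first ectoderm-like library (adjusted p = 0.0755). In the SCRB-seq clusters at 96 h it had 29 UMIs in ectoderm-like and 2 in XEN-like cells. Twist1 counts thus lay mainly in ectoderm-like cells, and this single gene does not by itself show mesoderm.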

(Supplementary Fig. 1c, d). This observation is in agreement with earlier reports showing that RA induces neuroectodermal and XEN lineages while suppressing mesodermal gene expression^10, 13, 14^.

**Fig. 1:**
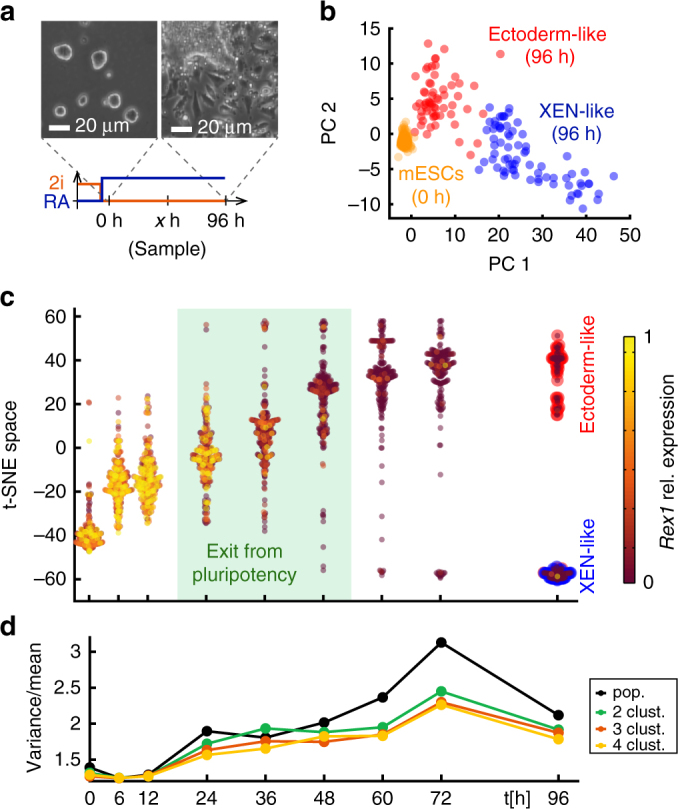
Single-cell RNA-seq revealed an RA driven lineage transition of mESCs towards ectoderm- and XEN-like cells. **a** Scheme of the differentiation protocol with phase contrast images of cells growing in 2i/L (0 h) and after 96 h of exposure to 0.25 µM RA in N2B27 medium. **b** Principal component analysis of single-cell expression profiles of mESCs and cells after 96 h of RA exposure. Principal components were calculated across all cells and time points. Cells were placed in the space of the first two principal components (PC 1 and PC 2). Each data point corresponds to a single cell. Two robust clusters identified by k-means clustering and stability analysis are shown in red (ectoderm) and blue (XEN), respectively. mESCs are shown in orange. **c** t-SNE mapping of single-cell expression profiles. The single-cell RNA-seq data (SCRB-seq) for all cells and time points were mapped on a one-dimensional t-SNE space, which preserved local similarity between expression profiles, while reducing dimensionality. Each data point corresponds to a single cell. Data points for individual time points are shown in violin plots to reflect relative frequency along the t-SNE axis. The color of each data point indicates *Rex1* expression (relative to maximum expression across all cells). For the 96 h time point, two robust clusters (found by k-means clustering and stability analysis) are indicated with red or blue edges, respectively. **d** Single-cell gene expression variability quantified as the variance over the mean (Fano factor). The Fano factor was calculated either for the whole population or subpopulations of cells defined by k-means clustering using 2,3 or 4 clusters. Clustering was carried out repeatedly and the Fano factors obtained for separate clusterings were averaged

We next set out to identify the final cell types present after 96 h of RA exposure. The up-regulation of both ectodermal and XEN markers seemed to indicate that cells adopted these two fates. Since population level measurements are not able to resolve population heterogeneity, we turned to the recently developed Single Cell RNA Barcoding and Sequencing method^15^ (SCRB-seq, Supplementary Fig. 2). 

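In SCRB-seq, single cells were sorted into the wells of 384-well plates, and the RNA of each well was tagged with a well barcode and UMIs before the wells of a plate were pooled. The authors aligned and counted the reads as for the bulk libraries and deposited the number of UMIs per gene and well, without normalization. At each of 9 time points from 0 h to 96 h 1 culture was sampled, so cells of a time point are not replicates of the condition, no test across conditions was run, and intervals cover counting error only. The table holds 3456 wells, 384 for each time point. Wells with more than 2000 UMIs were kept, between 137 cells at 96 h and 335 at 6 h. Their median depth was 4204.5 UMIs per cell, and lay between 3559.5 at 24 h and 5069 at 6 h. UMI counts of a cell were divided by its total and multiplied by the median total of the 0 h cells, 3938.5. Values of groups of cells are given as UMIs per 10000 UMIs with exact Poisson 95% intervals. Since single cells were sorted into wells, no doublet caller of the kind used for droplets was run. Wells with more than 1 cell were not tested for. Spike-in RNA is not part of the values analysed here.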

We quantified the transcriptional profiles of over 2000 single cells, sampled at 9 time points during differentiation, typically spaced 12 h apart. To visualize the heterogeneity of gene expression profiles and find subpopulations that emerge during differentiation, we used principal component analysis (PCA) and k-means clustering of the cells (Fig. 1b, Supplementary Fig. 3a, b). Repeated k-means clustering of the cells (stability analysis^12^, see Methods) indicated that the population was homogeneous at 0 h and two robust clusters were present at the end of the differentiation time course (96 h). 

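Clustering was repeated with the 829 variable genes, 1 minus the Pearson correlation between cells as the distance, and 50 random starts. At 96 h it gave clusters of 64 and 73 cells, with a median of 4122 and 3977 UMIs per cell. Their Jaccard similarity to the best match in 100 bootstrapped samples was 0.88 for both. The smaller cluster held 46.7% of the cells (95% Clopper-Pearson interval 38.1% to 55.4%). Its share was 60.6% on log2 values, with 108 of 137 cells in the same cluster as before, and 64.3% of the 70 cells with more than 4000 UMIs. On values standardized to each gene's mean and the moving average of its coefficient of variation (CV), a setting added after the data had been seen, the share was 65.0% and the lower similarity was 0.54. At 0 h, 2 clusters of 70 and 212 cells, with a median of 3392.5 and 4074 UMIs per cell, had similarities from 0.88 to 0.95 over 50 bootstrapped samples. The clusters of 0 h cells differed most in Malat1, with means of 20.3 and 37.9, and Dppa5a, with 22.4 and 14.6 normalized UMIs. On log2 values the similarities at 0 h were 0.64 to 0.81, and on standardized values 0.46 to 0.63, against 0.91 to 0.95 and 0.51 to 0.77 at 96 h. In simulated cells without groups, all drawn from the same Poisson means, the method gave similarities of 0.41 and 0.5. Such cells hold no gradual differences, so this cannot tell separate groups at 0 h from a gradient cut in 2.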

To reveal the identity of the two observed clusters, we turned to the composition of the first two principal components. 

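Of the variable genes, 318 belonged to gene clusters 5 and 6 of the bulk time course and entered the principal component analysis. The first component held 4.83% and the second 1.34% of the variance of the standardized values. Sparc had the largest loading on the first, 0.386, followed by other extracellular matrix genes of the XEN set, Col4a1 with 0.372, Lama1 with 0.355 and Lamb1 with 0.336. Dab2 ranked 8th with 0.158. On the second component Ccnd2 ranked 1st with 0.223, Prtg 3rd with 0.207, Crabp1 6th with 0.176, Fabp5 24th with 0.116 and Cd24a 28th with 0.104. Mdk was not among the variable genes. Of the 25 highest loadings, 4 of the first component and 2 of the second were thus among Sparc, Col4a1, Lama1 and Dab2 or among Prtg, Mdk, Fabp5 and Cd24a. With all 829 variable genes in place of the 318, Sparc and the XEN genes led the second component, and neither tally kept a gene. With each gene standardized by its own SD, Cd24a ranked 18th on the second component and the tallies were 4 and 3.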

The first principal component (PC 1) was primarily composed of established markers for the XEN lineage (*Sparc*, *Col4a1*, *Lama1*, *Dab2*), while PC 2 comprised markers of neuro-ectodermal development (*Prtg*, *Mdk*, *Fabp5*, *Cd24*) (Supplementary Fig. 3a, b). Accordingly, we identified one cluster as XEN-like and the other one as as ectoderm-like (Fig. 1b). 

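All 11 XEN markers had a higher mean in the cluster of 64 cells, and 10 of 12 ectoderm markers a higher mean in the cluster of 73 cells. This naming is by markers set in advance, and 12 of these markers were among the genes that defined the clusters. Sparc had 48.4 UMIs per 10000 in the XEN-like and 20.7 in the ectoderm-like cells, and Pdgfra differed by 1.37 times. Prtg was 2.4 times, Cd24a 2.53 times and Fabp5 3.29 times as high in the ectoderm-like cells. Pax6 had 4 and 6 UMIs in all, too few for a difference. Among genes with at least 50 UMIs, the 10 with the largest fold in the XEN-like cluster included Gm6083, Ehd1, Dusp9, Appbp2 and P4ha2, the XEN markers Lamc1 and Gata6 and the pluripotency markers Dppa5a and Klf4, and those in the ectoderm-like cluster were Fbn2, Sox11, Mest, Grb10, Col18a1, Zdbf2, Copg2, Grlf1, Gpc3 and Ednrb. The marker tallies for the XEN set were the same under every alternative set of cells, genes, scale and seed tried, and that for the ectoderm set rose to 11 under 4 of them. From the markers that make up the principal components, the paper concludes that the clusters are XEN-like and ectoderm-like cells.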

Hierarchical clustering supported our interpretation of the PCA results (Supplementary Fig. 3c). In particular, we observed that genes from gene cluster 5 (Supplementary Fig. 1a), which includes ectoderm markers, were more broadly expressed in the ectoderm-like cells. By contrast, genes from cluster 6, which includes XEN markers, were largely restricted to XEN-like cells.

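The 3988 genes of gene cluster 5 found in the SCRB-seq table made up 22.8% of the UMIs of ectoderm-like cells and 19.3% of those of XEN-like cells at 96 h. Of these genes, 39.2% had the higher level in XEN-like cells. For the 156 of them that were variable genes, the share of UMIs was 0.684% in ectoderm-like and 0.323% in XEN-like cells, though such genes took part in defining the cells' clusters.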

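The 3554 genes of gene cluster 6 made up 21.7% of the UMIs of XEN-like and 18.0% of those of ectoderm-like cells, and 56.6% of them had the higher level in XEN-like cells. The 162 variable ones among them held 3.05% of the UMIs in XEN-like and 2.04% in ectoderm-like cells.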

To confirm the existence of two cell types by an independent method, we next sought to find surface markers that would allow us to identify and purify the cell types. *Cd24*, which is among the genes with the highest loadings in PC2, is an established marker for neuroectodermal lineages^16^. *Pdgfra* is the earliest known marker of the primitive endoderm lineage in vivo^17^. Antibody staining of these two markers showed two well-separated subpopulations at 96 h (Supplementary Fig. 4a): an ectoderm-like subpopulation (CD24 + /PDGFRA-) and a XEN-like subpopulation (CD24−/PDGFRA + ). The frequencies of these two subpopulations were robust across multiple biological replicates (Supplementary Fig. 4b) and in accordance with the single-cell RNA-seq results. 

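Sorted and cultured cells were profiled by bulk RNA-seq in the same way as the time course. After 96 h of RA exposure, CD24-positive, PDGFRA-negative (ectoderm-like) and PDGFRA-positive, CD24-negative (XEN-like) cells were sorted, with 2 libraries each. The replated cells were profiled with 1 library each, ectoderm-like cells at passage 5 and XEN-like cells after 3 weeks of culture. Sorted ectoderm-like libraries held 1799301 and 1547817 UMIs, sorted XEN-like libraries 1969024 and 1097157, the ectoderm-like culture 1868001 and the XEN-like culture 1449710. Sorted cells and mESCs, with 2 libraries each, were compared by edgeR's quasi-likelihood test on the deposited counts, with TMM normalization, a filter on low counts and 1 estimate of the spread for the 3 groups. A permutation of 2 libraries against 2 cannot give a p below 0.333, so significance rests on the spread that the model shares between genes. The cultures have no replicate check, so counts and CPM are given for them without a test.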

We then purified ectoderm-like and XEN-like cells after 96 h of RA exposure and cultured them in the same medium (N2B27 supplemented with EGF and FGF2). 

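Among genes with at least 50 UMIs in the larger library, those with the largest ratio of the XEN-like to the ectoderm-like culture included Tff1, with 82016 against 64 UMIs, Psca, with 7171 against 6, and Sprr2a2, with 5418 against 5. Gsta1 and Lgals4 had 6651 and 5158 UMIs, against 3 and 1 in the ectoderm-like culture. Tff1 lies on chromosome 17 of GRCm38 from 31161395 to 31165277, and genes that mark the XEN-like culture, Tff1 among them, stand at a median of 0.0771% of the culture's level in the other bulk libraries, so that the low counts were not read as expression and no fold is given for these genes. In the other direction Col3a1 had 2712 UMIs in the ectoderm-like and 6 in the XEN-like culture, Postn 1924 and 4, Dcn 1440 and 3, Ptn 1155 and 1, and Col1a1 946 and 1, and these low counts were likewise not read as expression. The pluripotency set had a mean of 59.8 CPM in the XEN-like and 21.2 CPM in the ectoderm-like culture.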

After continued culture, the two subpopulations showed markedly different morphologies (Supplementary Fig. 4c) and distinct gene expression patterns, as measured by bulk RNA-seq (Supplementary Fig. 4d, f). 

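In the ectoderm-like culture the mean of the 12 ectoderm markers was 138 CPM, against 130 CPM in the XEN-like culture, a difference without a replicate check. Relative to Gapdh the means were 0.0924 and 0.0618, and relative to Actb 0.0315 and 0.0409, so that the direction depended on the reference gene. Averaging log2(CPM + 1) over the markers, which needs no reference gene and gives abundant genes less weight, gave 5.05 and 3.77. By that measure the ectoderm-like culture was higher. Expression profiles of tissues in vivo were not analysed here.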

Ectoderm-like cells expressed neuro-ectodermal and neural crest markers and were similar in their expression profile to neural progenitor cells and neural crest cells in vivo. XEN-like cells expressed primitive endoderm markers and resembled an embryo-derived XEN cell line and yolk sac tissue. 

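The mean of the 11 XEN markers was 918 CPM in the XEN-like culture and 203 CPM in the ectoderm-like culture, and 0.438 and 0.136 relative to Gapdh. The XEN cell line and the yolk sac profiles were not analysed here. From the sorted and cultured cells together, the paper proposes that the clusters correspond to stable cell types with counterparts in vivo.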

Taken together, these results provide evidence that the observed cell clusters corresponded to stable neuroectoderm-like and XEN-like cell types with likely in vivo correlates.

### Exit from pluripotency between 24 h and 48 h of RA exposure

Having established the identity of the differentiated cell types we next sought to study the exit from pluripotency in detail. At the population level, we detected a gene expression response to differentiation conditions within only 6 h, as well as a second wave of gene expression changes between 24 h and 36 h (Supplementary Fig. 1e). 

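The global change was computed as the L2 norm of the difference between the profiles of consecutive time points, divided by the norm of the 0 h profile. Without Rn45s, the gene with damaged values, the change was 0.111 from 0 h to 6 h, 0.105 from 6 h to 12 h, 0.127 from 12 h to 24 h and 0.123 from 24 h to 36 h. The later steps were 0.151 from 36 h to 48 h, 0.133 to 60 h, 0.11 to 72 h, 0.0676 to 84 h and 0.115 to 96 h. The distance between the mESC libraries was 0.234 by the same measure, larger than any of these steps, and 0.179 on log2 values, where the steps lay between 0.144 and 0.193. On the linear scale no step was thus larger than the difference between replicates at 0 h, and on log2 values only that from 36 h to 48 h was. The step from 24 h to 36 h was 0.885 times the mean of its neighbours. The treatment of Rn45s moved this ratio most. With its damaged values read as rounded numbers whose decimal point had been lost, a setting chosen after seeing the data, the step from 24 h to 36 h became 0.401, the largest of the 9, and 1.91 times the mean of its neighbours. Rn45s then made up 92.5% of the squared difference of that step and 89.2% of that from 0 h to 6 h, where the change became 0.283. Among the other genes, Ftl1 contributed 19.7% and Rps14 17.9% of the squared difference from 24 h to 36 h, and Dppa5a contributed 13.7% from 36 h to 48 h.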

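Further on, the paper names Tbx3 as a direct and Gbx2 as a likely direct target of RA. Tbx3 had 109 and 131 CPM in the mESC libraries and 131 at 6 h, and Gbx2 7.87 and 13.5 against 6.36 (13 UMIs), so that neither was seen to rise by 6 h in the bulk counts. In the SCRB-seq cells Gbx2 rose from 0.0212 UMIs per 10000 (4 UMIs, 95% interval 0.00578 to 0.0544) at 0 h to 0.362 (94 UMIs, 0.293 to 0.444) at 6 h and Stra8 from 0.0478 (0.0218 to 0.0907) to 0.189 (0.14 to 0.25), while Tbx3 went from 1.99 to 1.45. Other known targets were set in advance, of which Stra8, Cyp26a1, Hoxb1 and Rarb are given. Stra8, on chromosome 6 of GRCm38 from 34920163 to 34939344, had 21.0 CPM (95% interval 15.5 to 27.8) in the first and 5.22 CPM in the second mESC library, 38.1 CPM (30.2 to 47.6) at 6 h, 260 at 12 h and 578 at 24 h. Cyp26a1, on chromosome 19 from 37697798 to 37701536, went from 0.875 and 0.871 CPM to 1.47 at 6 h, 5.29 at 12 h and 40.9 at 24 h. Hoxb1 had 1 UMI in each mESC library and 20 at 24 h, and Rarb had none at 0 h, 4 at 6 h and 9 at 24 h. At 6 h Stra8 was thus above both mESC libraries by more than the counting error, but its rise from the first library, 1.82 times, was smaller than the difference between the mESC libraries. For Cyp26a1, Hoxb1 and Rarb the counts at 6 h were too low to show a change.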

While the immediate response was a direct effect of the switch to RA containing media, as evident from the upregulation of direct RA targets, we hypothesized that the second wave of changes indicated the exit from pluripotency. In support of this hypothesis we found that pluripotency markers were strongly down-regulated between 24 h and 48 h (Supplementary Fig. 1c, d). 

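Between 24 h and 48 h, 11 of the 12 pluripotency markers fell by at least 26.3%, and Sox2 fell by 2.4%. Zfp42 (Rex1), on chromosome 8 of GRCm38 from 43295063 to 43306980, had 1109 and 789 CPM in the mESC libraries, 949 at 6 h, 494 at 24 h and 117 at 48 h, a fall of 76.4% in that interval. Pou5f1, on chromosome 17 from 35506018 to 35510772, had 265 and 292 CPM at 0 h, 233 at 24 h and 56.5 at 48 h, a fall of 75.8%. The falls of Nr0b1 and Fgf4 were the largest, 92.9% and 92.6%, followed by 84.1% for Esrrb, and that of Nanog was 26.3%. Several genes had already fallen before 24 h, with a decrease from 0 h to 24 h of 91.8% for Klf2, 90.8% for Dppa3, 84.8% for Tfcp2l1 and 72.9% for Esrrb. Over the same 24 h Pou5f1 decreased by 11.9%, and Nanog rose in these 3′-end counts, with a log2 change of 1.23, unlike in the SMART-seq2 values given below. For the whole set, the mean relative to Gapdh was 0.297 and 0.38 in the mESC libraries, 0.185 at 24 h, 0.0824 at 48 h and 0.0647 at 96 h. The log2 change of the set between 0 h and 96 h, −2.2, became −3.02 when log2 values were averaged. The paper takes the fall of these markers as support for its hypothesis that the second wave of changes marks the exit from pluripotency.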

Cell morphology and cell cycle phase lengths (Supplementary Fig. 5a–c) also changed significantly during the same time interval, in agreement with the observed expression dynamics. As a functional assay we used replating of the cells at clonal density in 2i/L medium. 90% of the cells could not grow in this selective medium anymore by 36 h of RA exposure (Supplementary Fig. 5d). Taken together, our population level gene expression measurements and functional assays suggested that cells exited pluripotency between 24 h and 48 h of RA exposure.

### Gradual divergence of gene expression profiles

To visualize gene expression dynamics around the exit from pluripotency at the single–cell level we used t-distributed stochastic neighbor embedding^18^ (t-SNE) of our SCRB-seq data set. t-SNE maps gene expression profiles to a low-dimensional space and places similar expression profiles in proximity to each other. Here we used t-SNE to map the expression profiles of individual cells throughout the time course on a single axis (Fig. 1c). We assessed the pluripotency status of individual cells by the expression level of the established pluripotency marker *Rex1* ^19^. t-SNE showed that gene expression changed homogeneously throughout the population for the first 12 h of RA exposure, which was likely a direct effect of the RA containing medium. At this stage *Rex1* expression was high throughout the population. 

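Zfp42 had 4.44 UMIs per 10000 (95% interval 4.14 to 4.75) at 0 h, 6.33 at 6 h and 6.97 (6.6 to 7.35) at 12 h. The share of cells with at least 1 UMI of the gene was 69.9% at 0 h, 89.9% at 6 h and 87.4% at 12 h. With each cell thinned to 2000 UMIs, 51.1%, 32.8% and 30.5% of the cells were without a UMI, where a Poisson distribution of the same mean would leave 45.3%, 31.7% and 26.0%. As the mean over cells scaled to the same total, the level at 12 h was 1.68 times that at 0 h, and 1.7 times after thinning.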

The subsequent steep increase in single-cell variability of gene expression at 24 h (Fig. 1d) indicated that gene expression profiles started to become more heterogeneous during the exit from pluripotency. 

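The Fano factor (variance over mean) was computed for each variable gene with the cells thinned to 2000 UMIs and averaged over the genes with a UMI. It was 1.33 at 0 h, 1.27 at 6 h and 1.28 at 12 h, and then rose to 1.95 at 24 h. Later values were 1.78 at 36 h, 2.05 at 48 h, 2.33 at 60 h, 3.04 at 72 h and 2.03 at 96 h. The median over genes rose from 1 at 12 h to 1.56 at 24 h, was 1 again at 36 h, and then 1.26 at 48 h, 1.39 at 60 h, 1.98 at 72 h and 1.66 at 96 h. From 12 h to 24 h the 5 genes that rose most carried 10.9% of the increase of the mean. The ratio of 24 h to 12 h, 1.53, moved most with the depth, to 1.27 in cells thinned to 1000 UMIs, and was 1.52 without the 5 genes of highest Fano factor. With 1 culture per time point, the differences have no replicate check. The 24 h cells also had the fewest genes with more than 1 UMI, a mean of 697.4 per cell against 892.8 at 12 h. A trait of the 24 h wells therefore cannot be told apart from a change in the cells.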

Simultaneously, *Rex1* expression started to decline in a subset of cells, confirming the exit from pluripotency at the single-cell level. 

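At 24 h Zfp42 was at 4.81 UMIs per 10000 (4.47 to 5.17), below its 12 h level of 6.97 (6.6 to 7.35). The interval at 24 h overlapped that at 0 h (4.14 to 4.75). Zfp42 then fell to 1.51 at 36 h, 0.6 at 48 h and 0.0963 at 96 h. In thinned cells, 54.8% were without a UMI at 24 h, where a Poisson distribution of the same mean would leave 43.3%. The Fano factor of Zfp42 in these cells was 1.36 at 0 h, 1.3 at 12 h, 1.76 at 24 h and 1.23 at 36 h. At 12 h, 24 h and 36 h that of Mki67 was 1.12, 1.52 and 1.05 and that of Sox2 1.17, 1.87 and 1.15. No such peak was seen for Pou5f1 (1.17, 1.1 and 1.05) and Nanog (1.51, 1.3 and 1.77). A trait of the 24 h wells was thus not separated from a loss of Zfp42 in some cells. Without thinning, 64.8% of cells had a UMI of Zfp42 at 24 h and 41.3% at 36 h. Pou5f1 was highest at 24 h with 3.26 and fell to 0.55 at 48 h. Nanog had 3.37 UMIs per 10000 at 0 h, 7.51 at 36 h and 3.21 at 96 h. In the SMART-seq2 values of other cells, given below, Nanog fell by 24 h instead, so its course differed between assays. From the decline of Rex1 in part of the cells at the time when variability rises, the paper concludes that the exit from pluripotency is seen at the level of single cells.

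**Figure D1:**
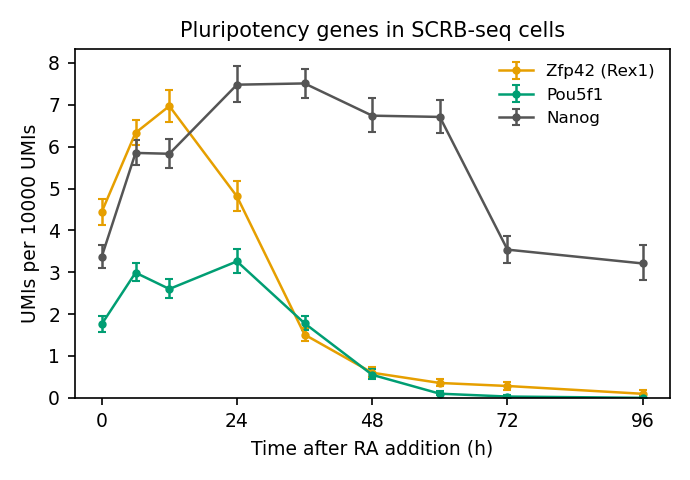
Zfp42 (Rex1), Pou5f1 and Nanog in SCRB-seq cells, as UMIs per 10000 UMIs of all cells of a time point (vertical axis) against hours of RA exposure (horizontal axis). Bars are exact Poisson 95% intervals for counting error, and Zfp42 falls from 6.97 at 12 h to 0.0963 at 96 h.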

To pinpoint the time when distinguishable cell types first appeared during the differentiation time course, we calculated gene expression variability for individual cell clusters formed by k-means clustering (Fig. 1d), instead of the whole population. Starting at 48 h, within-cluster variability using 2 clusters was reduced compared to population variability, signifying the emergence of the two cell types. 

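Cells of each time point were split by k-means into 2 clusters, and the Fano factor within the clusters was divided by that of the whole time point. The ratio was 0.995 at 0 h, 0.969 at 6 h, 0.974 at 12 h, 0.905 at 24 h, 0.898 at 36 h, 0.95 at 48 h, 1.04 at 60 h, 1.02 at 72 h and 0.905 at 96 h. Random groups of the same sizes had a Fano factor of 1.81 at 24 h and 1.82 at 36 h, against 1.76 and 1.6 within the clusters. At 48 h and 96 h they had 2.07 and 1.92, against 1.95 and 1.84. At 60 h and 72 h they had 2.26 and 2.62, against 2.42 and 3.09. When the clusters were made on a random part of the variable genes and the Fano factor was taken over the remaining ones, the ratio was 0.995 at 0 h, 1.01 at 6 h, 1.07 at 12 h, 0.929 at 24 h, 1.34 at 36 h, 0.961 at 48 h, 0.867 at 60 h, 0.856 at 72 h and 0.948 at 96 h.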

Clustering into 3 or 4 clusters did not reduce the variability much further. 

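With 3 clusters the ratio to the whole time point was 0.876 at 24 h, 1.15 at 36 h, 0.906 at 60 h, 0.964 at 72 h and 0.878 at 96 h. With 4 clusters it was 0.86 at 24 h, 1.05 at 36 h, 0.875 at 48 h, 0.846 at 60 h and 0.88 at 96 h.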

Taken together, t-SNE mapping and variability analysis showed that cells exited pluripotency and started to diverge in gene expression between 24 h and 48 h of RA exposure.

To further quantify the divergence of gene expression profiles we classified cells based on their similarity (Pearson correlation) with the average profiles of either mESCs at 0 h or the two differentiated cell types at 96 h (Fig. 2a–c). 

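Every cell was compared by Pearson correlation over the variable genes with 3 average profiles, those of the 0 h cells and of the XEN-like and the ectoderm-like cluster at 96 h, and placed in the class of the highest correlation. The 3 profiles were themselves correlated, mESC with ectoderm-like at 0.82, mESC with XEN-like at 0.35 and ectoderm-like with XEN-like at 0.66. At 24 h 99.7% of cells were mESC-like, at 36 h 99.1% and at 48 h 79.4% (Clopper-Pearson interval 74.2% to 84.0%). Of the 48 h cells 19.1% (14.7% to 24.3%) were ectoderm-like and 1.44% (0.395% to 3.66%) XEN-like. The mESC-like share fell to 36.3% at 60 h, 10.2% at 72 h and 0% at 96 h, where 51.8% were ectoderm-like and 48.2% (39.6% to 56.9%) XEN-like. A class read from a correlation is a range and not a cell type, and 16.2% of cells at 48 h, 27.5% at 60 h, 12.8% at 72 h and 4.38% at 96 h lay within 0.02 of the boundary between 2 classes. Of the 5% of cells with the most UMIs at each time point, 7 were from 96 h, and 42.9% of these were XEN-like, against 48.5% of the other 96 h cells. The correlation over all detected genes moved the mESC-like share at 24 h and at 48 h most, to 14.5% and 9.75%. In that setting 70.0% and 55.6% of the cells at these times lay within 0.02 of the boundary. At 0 h 79.1% did so, and 83.3% of the 0 h cells were mESC-like. On log2 values the mESC-like share at 48 h was 82.3%, and on standardized values, a setting added after the data had been seen, it was 31.4%, with 51.6% ectoderm-like and 17.0% XEN-like cells and 41.9% of cells near the boundary. These values moved the XEN-like share most, at 48 h and at 96 h, where it was 66.4%.

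**Figure D2:**
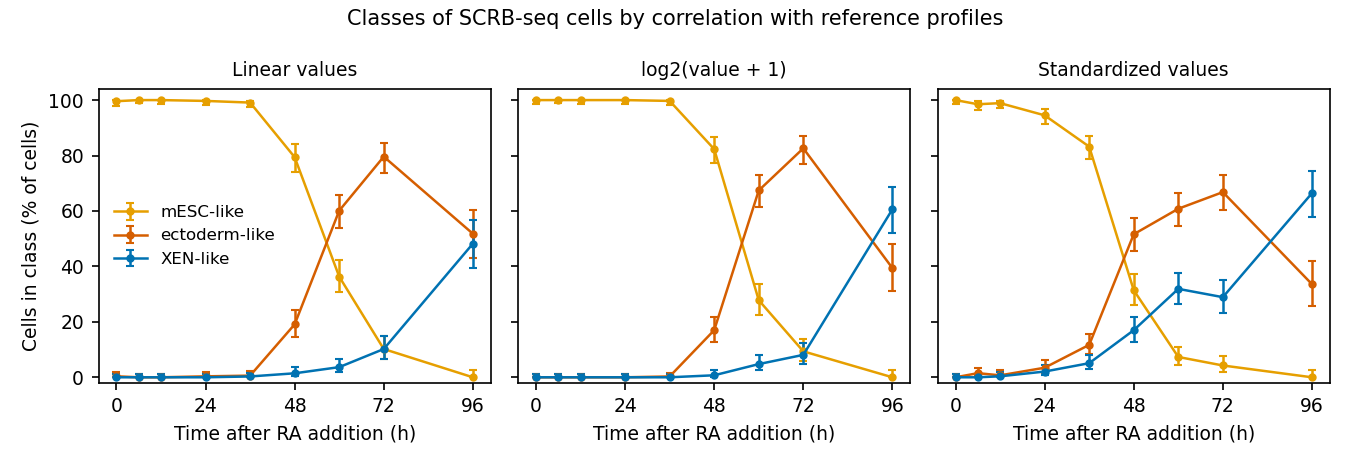
Percent of SCRB-seq cells (vertical axis) in the mESC-like, ectoderm-like and XEN-like class against hours of RA exposure (horizontal axis), with the correlation taken on linear, log2 and standardized values of the variable genes. Bars are 95% Clopper-Pearson intervals, and at 48 h the mESC-like share is 79.4%, 82.3% and 31.4% in the 3 panels.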

Cells which were more similar to a differentiated cell type than to mESCs first appeared between 24 h and 48 h of RA exposure, which matched the dynamics visible in the t-SNE map (Fig. 1c). 

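The average profiles of mESC-like and ectoderm-like cells were correlated at 0.91 at 48 h, 0.96 at 60 h and 0.88 at 72 h, across the variable genes on linear values. On standardized values, a setting chosen after seeing the data, which also changes the classes, the correlations were 0.34, 0.14 and 0.11. Those of mESC-like and XEN-like cells were correlated at 0.5 at 60 h and 0.5 at 72 h, and those of ectoderm-like and XEN-like cells at 0.45 at 60 h and 0.53 at 72 h. At 48 h only 4 cells were XEN-like, too few for a profile. Along the first principal component, XEN-like cells had a mean of 8.08 at 60 h, 16.37 at 72 h and 25.27 at 96 h, and ectoderm-like cells one of 0.53, 1.15 and 9.63. Along the second, ectoderm-like cells had a mean of 0.83 at 48 h, 1.9 at 60 h, 4.48 at 72 h and 5.79 at 96 h. Since the classes are set by the same genes, part of their separation follows from their definition.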

Importantly, average expression profiles of the three classes were similar around the exit from pluripotency and only diverged more quickly afterwards (Fig. 2d). These observations suggested that the cells adopted the final cell fates only gradually, potentially via distinct transitory states.

**Fig. 2:**
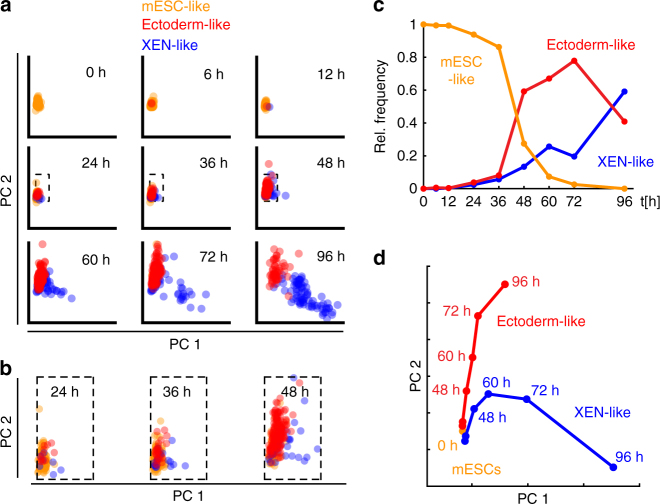
mESCs showed gradual adoption and divergence of lineage specific expression profiles. **a** Principal component analysis of single-cell expression profiles. Principal components were calculated across all cells and time points. Cells measured at the indicated periods of RA exposure were placed in the space of the first two principal components. Each data point corresponds to a single cell. Cells were classified as mESC-like (orange), ectoderm-like (red) and XEN-like (blue). Classification was based on Pearson correlation between expression profiles of individual cells and mean expression profiles of mESCs at 0 h or ectoderm-like and XEN-like cells after 96 h of RA exposure. An individual cell is identified with the cell type with which it is most strongly correlated. **b** Same data as in **a** for three select time points (24 h, 36 h and 48 h), zoomed in on the areas indicated by dashed rectangles in **a**. **c** Relative frequencies of cells classified as mESC-like, ectoderm- or XEN-like in the same way as in **a**. **d** Average movement of ectoderm- and XEN-like cells in the principal component space during RA differentiation. The positions of cells of the same type were averaged at the indicated time points

### Initial differentiation into post-implantation epiblast

We next wanted to zoom in further on the initial lineage decision, right after the exit from pluripotency, to reveal potential intermediate cell states. To achieve this goal, we had to remove possible obfuscating effects related to the asynchrony of differentiation. The transient coexistence of all three classes of cells (Fig. 2c) and the heterogeneous expression of *Rex1* (Fig. 1c) around the exit from pluripotency had indicated that differentiation was indeed asynchronous. Confounding effects due to asynchronous differentiation can be mitigated with the help of pseudo-temporal ordering of cells^20^. Here we defined a pseudo-time based on the Pearson correlation with mESCs or the differentiated cell types at 96 h (Fig. 3a, b). This pseudo-time thus reflects the progress of differentiation of an individual cell along the ectoderm- or XEN-like lineage. Pseudo-temporal ordering reduced the co-existence of cell types to a small period in pseudo-time (Fig. 3c) and was thereby able to clarify expression dynamics. Furthermore, it revealed that pluripotency factors were down-regulated already before the branch point, where differentiated cell types could first be distinguished (Fig. 3d, e). 

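Cells were ordered by the difference between their correlation with the mESC profile and the mean of their correlations with the other profiles, from high to low, and averaged over windows of 50 cells. The branch point was taken as the first of the 48 windows with fewer mESC-like than differentiated cells, which was window 35. The 1700 cells before it included 18 that were not mESC-like, and after it came 461 ectoderm-like, 105 XEN-like and 182 mESC-like cells. With these 1700 cells split at the middle of the order, the 12 pluripotency markers together had 66.3 UMIs per 10000 (65.7 to 66.9) in the earlier 850 cells and 42.8 in the later ones, a ratio of 0.646. In the last window before the branch point they had 20.5 (18.8 to 22.4), and Zfp42 went from 5.74 in the first window to 0.4 in the last. Leaving out the highest gene of the set, Dppa5a, moved this ratio most, to 0.763. The order follows the same variable genes as the classes, and 2 of the 12 markers were among these.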

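Pou3f1, on chromosome 4 of GRCm38 from 124656807 to 124660655, had 0.0835 UMIs per 10000 (61 UMIs) in the earlier 850 cells and 0.212 (92 UMIs, 95% interval 0.171 to 0.26) in the later 850 cells before the branch point, a difference larger than the counting error. After it Pou3f1 had 0.0844 in ectoderm-like and 0.116 in XEN-like cells. By time point, it was not detected at 0 h and 24 h and was highest at 48 h with 0.475. Fgf5, on chromosome 5 from 98254184 to 98277030, had 0.0438 in both groups of cells before the branch point, with 32 and 19 UMIs. The order followed time only loosely there, with a median time of 12 h in window 2 and again in window 27, so both groups mix time points. By time point Fgf5 had 0.0478 at 0 h, 0.0491 at 36 h, 0.0312 at 48 h and 0.105 at 60 h, with overlapping intervals. Summed over the 7 post-implantation epiblast markers, of which Dnmt3a and Dnmt3b gave most UMIs, the level was 2.76 (2.64 to 2.88) in the earlier and 2.58 (2.43 to 2.74) in the later cells. With correlations over all detected genes in the order, the ratio of later to earlier cells for this set became 1.61 in place of 0.935. In the bulk time course the mean of the set relative to Gapdh was 0.00182 and 0.00105 in the mESC libraries, 0.00695 at 24 h, 0.00563 at 36 h and 0.00362 at 48 h. In SMART-seq2, Pou3f1 was above 1 normalized RPKM in 3 of 82 cells at 0 h and 38 of 82 at 48 h.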

During the same time, markers of post-implantation epiblast^21^ (e.g. *Pou3f1*, *Fgf5*) were up-regulated. This intermediate period might represent a phase of homogeneous lineage priming or subtle population heterogeneity that we cannot resolve given the technical noise of our single-cell RNA-seq method. 

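In ectoderm-like cells after the branch point, the 12 ectoderm markers together had 31.1 UMIs per 10000, against 3.67 in the earlier and 9.52 in the later 850 cells before it and 13.6 in XEN-like cells. Pax6, on chromosome 2 of GRCm38 from 105668900 to 105697364, went from 0.0931 in the earlier and 0.191 in the later cells to 0.87 in ectoderm-like and 0.29 in XEN-like cells. Sox11, on chromosome 12 from 27334264 to 27342574, had 0.181, 0.383, 1.57 and 0.503 in the same order, and Nes, on chromosome 3 from 87971078 to 87980451, 0.108, 0.145, 0.617 and 0.29.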

After the branch point, several neuroectodermal markers (like *Pax6*, *Sox11* or *Nes*) were up-regulated in the ectoderm-like branch. Established XEN markers (e.g. *Gata6*, *Dab2*), on the other hand, were restricted to the XEN-like branch, as to be expected.

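The 11 XEN markers together had 2.33 and 3.91 UMIs per 10000 in the earlier and the later cells before the branch point, 24.6 in ectoderm-like and 161 in XEN-like cells after it. Gata6 had 0.0712 and 0.26 before the branch point, 0.642 in ectoderm-like and 3.09 in XEN-like cells. Dab2 had 0.0178 and 0.0622, then 1.21 in ectoderm-like and 5.14 in XEN-like cells. The XEN set was 6.55 times as high in XEN-like as in ectoderm-like cells, and 5.51 times with classes from all detected genes. For the period before the branch point, the paper proposes either priming of all cells alike or differences between cells that lie below the noise of the method.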

**Fig. 3:**
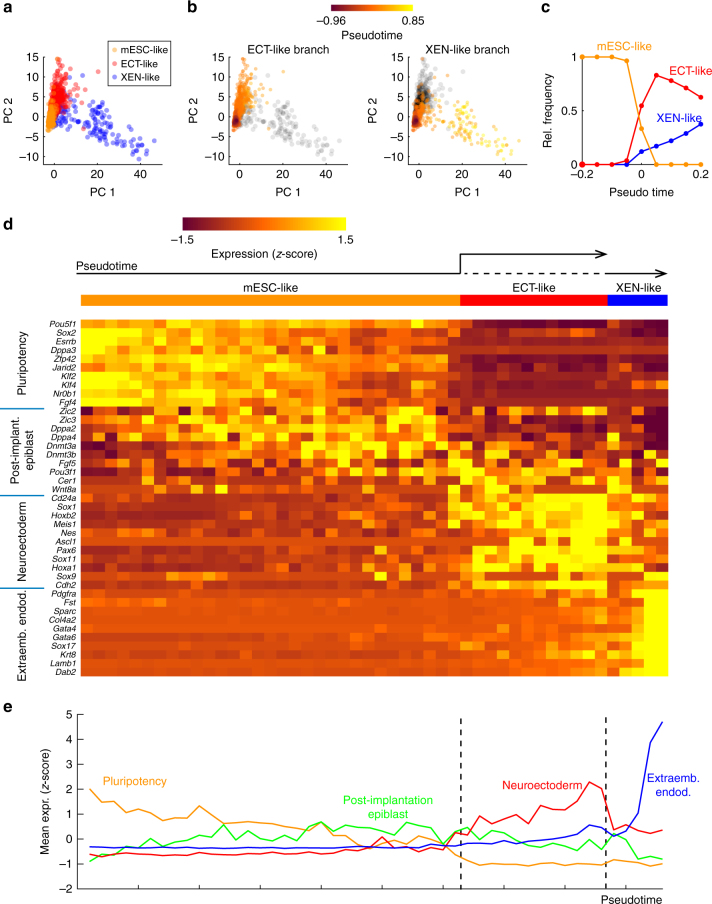
Pseudo-temporal ordering of SCRB-seq data revealed gene expression dynamics around the exit from pluripotency. **a** Classification of all cells measured during the differentiation time course. Cells were classified according to the correlation of their expression profiles with the average expression of mESCs at 0 h or ectoderm- or XEN-like cells at 96 h. Cells were placed in the space of the first two principal components (PC1 and PC2). **b** Pseudo-time of cells in the ectoderm-like branch (mESC-like cells and ectoderm-like cells, left) or the XEN-like branch (mESC-like cells and XEN-like cells, right). Pseudo-time τ, which is indicated by color, is defined as τ = R_pluri_ −0.5*(R_ect_ + R_xen_) where R_pluri_, R_ect_ and R_xen_ are the Pearson correlations of an individual expression profile with the average expression of mESCs, ectoderm-like cells at 96 h and XEN-like cells at 96 h, respectively. **c** Relative frequencies of the three classes of cells with respect to pseudo-time. **d** Expression of a panel of marker genes for pluripotency, post-implantation epiblast^70^, neuroectoderm and primitive endoderm with respect to pseudo-time. Cells were ordered by increasing pseudo-time and expression was averaged over 50 consecutive cells. Expression is presented as gene-wise z-score to accentuate temporal differences. **e** Average expression of the 4 sets of marker genes shown in **d**: pluripotency factors, post-implantation epiblast markers, neuroectoderm markers and extraembryonic endoderm markers

Gene expression dynamics in pseudo-time seemed to suggest a transient state in which the cells resembled the post-implantation epiblast. To further clarify the relationship of RA differentiation with in vivo development we used PCA to compare our data set to RNA-seq measurements of pre- and peri-implantation tissues^21^ (Fig. 4a and Supplementary Fig. 6). This analysis revealed that mESCs were most similar to pre-implantation epiblast (E4.5), as has been shown previously^22^. During differentiation the cells first moved closer to the E5.5 epiblast around 48 h before separating into two subpopulations (Fig. 4a). At 96 h, the XEN-like subpopulation was closest to E4.5 primitive endoderm. The occurrence of these XEN-like cells is thus likely due to a trans-differentiation from E4.5 or even E5.5 epiblast–like cells. The initial lineage decision in our system is therefore between continued differentiation along the epiblast lineage and trans-differentiation to a primitive endoderm-like state.

**Fig. 4:**
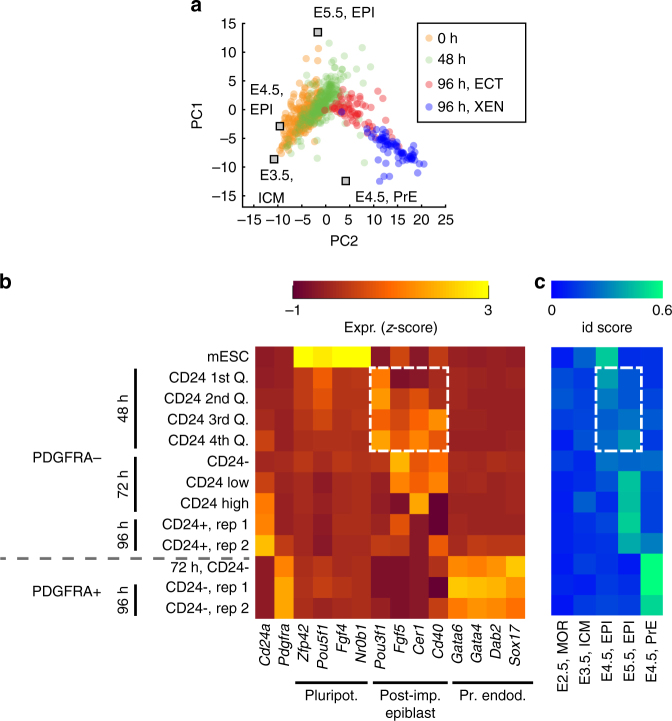
Differentiation with RA differed from the pathway observed in in vivo development. **a** Principal component analysis of a panel of pre- / peri-implantation tissues^21^. The SCRB-seq gene expression profiles obtained during RA differentiation were placed in the space of the first two principal components. Each data point represents an individual cell. Data points are colored according to duration of RA exposure and cell type (at 96 h). ICM: inner cell mass, EPI: epiblast, PrE: primitive endoderm. **b** Expression of pluripotency, post-implantation epiblast and primitive endoderm marker genes in subpopulations defined by CD24 and PDGFRA expression. Cells were sorted on PDGFRA and CD24 antibody staining by FACS before RNA extraction at the indicated periods of RA exposure (48 h, 72 h and 96 h) and bulk RNA-seq. At 48 h, PDGFRA- cells were sorted by quartiles of CD24 expression, at 72 h cells were sorted by PDGFRA expression and terciles of CD24 expression. Expression of post-implantation epiblast markers at 48 h is highlighted with a dashed white box. **c** Identity of bulk RNA-seq samples as determined by the KeyGenes algorithm^23^. A panel of pre- / peri-implantation tissues^21^ was used as the training set. A high identity (id) score corresponds to a high confidence about tissue identity. (MOR: morula, ICM: inner cell mass, EPI: epiblast, PrE: primitive endoderm). The identity scores for the epiblast tissues at 48 h are highlighted by a white dashed box

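For the sorted subpopulations, cells at 48 h were divided into 4 quartiles of CD24 signal among PDGFRA-negative cells, and cells at 72 h into 3 terciles of CD24 among PDGFRA-negative cells and the PDGFRA-positive cells. Each gate was sequenced as 1 bulk library, so these comparisons have no replicate check, and ratios are given with exact 95% intervals from the counts. The 8 libraries held between 1063830 and 1583805 UMIs, with a median of 1331779.5, the fewest in quartile 3 and the most in quartile 4. At 96 h the gates are the sorted ectoderm-like and XEN-like cells, with 2 libraries each, whose UMIs were summed here. Scaling by total UMIs was checked against scaling to Gapdh and against TMM factors. The flow cytometry signals themselves were not analysed here.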

To confirm the single-cell RNA-seq results with an independent method we sorted cells based on PDGFRA and CD24 expression at 48 h, 72 h and 96 h and profiled the expression of the sorted subpopulations by bulk RNA-seq (Fig. 4b). At 48 h only few cells expressed PDGFRA but the majority expressed CD24. 

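The 7 post-implantation epiblast markers Pou3f1, Fgf5, Cer1, Cd40, Dnmt3a, Dnmt3b and Wnt8a together had 172, 140, 87 and 150 UMIs in CD24 quartiles 1 to 4 at 48 h. Relative to the library totals, quartile 4 had 0.823 times the level of quartile 1 (95% interval 0.657 to 1.03), quartile 2 0.869 times (0.69 to 1.09) and quartile 3 0.711 times (0.543 to 0.925). Pou3f1 had 12 UMIs in quartile 4 and 9 in quartile 1, a ratio of 1.26 (0.487 to 3.38), and Fgf5 and Cer1 had 2 UMIs each in quartile 4 and none in quartile 1, so that an increase of these genes was not detectable at this depth. Dnmt3a, on chromosome 12 of GRCm38 from 3806007 to 3914443, was lower in quartile 4 (ratio 0.68, 0.489 to 0.941), and Dnmt3b, on chromosome 2 from 153649450 to 153687730, had a ratio of 0.914. Scaling to Gapdh moved the ratio of the set to 0.664. The geometric mean of CPM + 1 over the genes, in which Dnmt3a and Dnmt3b weigh less, was 1.22 times as high in quartile 4 as in quartile 1, an alternative added after seeing the data. Genes higher in quartile 4 than in quartile 1 were led by Ccnd2 (7.91 times, 3.79 to 19.1) and Cd24a (6.54 times, 4.42 to 10), and genes lower by L1td1 (8.47 times, 6.03 to 12.2) and Tdgf1 (8.12 times). The pluripotency set had 0.644 times the level of quartile 1 in quartile 4 (0.624 to 0.664), and Zfp42 0.384 times (0.297 to 0.493).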

Most importantly, in PDGFRA negative cells the expression of post-implantation epiblast markers increased with CD24 expression. 

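Pou3f1 had 6 UMIs in the sorted ectoderm-like libraries at 96 h together and 1 in the XEN-like libraries, and its level in CD24 quartile 4 at 48 h was 4.23 times (1.47 to 13.7) that of ectoderm-like cells. The set of 7 markers was 1.58 times (1.27 to 1.96) as high in quartile 4 at 48 h as in ectoderm-like cells at 96 h and 2.34 times (1.83 to 3) as high as in XEN-like cells. Of the more abundant members, Dnmt3b was 2.19 times as high as in ectoderm-like cells and Dnmt3a 1.08 times (0.793 to 1.46).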

By 96 h the expression of post-implantation epiblast markers had largely disappeared. XEN markers, on the other hand, were expressed exclusively in PDGFRA positive cells at 72 h and 96 h. 

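At 72 h, the 11 XEN markers together were 8.05 times (7.65 to 8.47) as high in PDGFRA-positive cells as in the 3 CD24 terciles of PDGFRA-negative cells, from 3.33 times for Col4a1 to 14.4 times (9.71 to 22.1) for Pdgfra. Scaling by TMM factors moved the ratio of the set to 9.11, and scaling to Gapdh to 7.34. The PDGFRA-negative libraries held XEN marker transcripts at a lower level, with a median over the markers of 13.6%, 8.29% and 5.71% of the PDGFRA-positive level in terciles 1, 2 and 3. At 96 h, the set was 9.34 times (9.03 to 9.67) as high in sorted XEN-like as in sorted ectoderm-like cells, from 5.59 times for Sox17 to 17.2 times for Lama1. The ectoderm-like libraries differed in this respect: the set was 3.67 times (3.4 to 3.96) as high in the second as in the first, from 1.41 times for Lamc1 to 11 times for Pdgfra. Among all genes with at least 50 UMIs at 72 h, Srgn (121 times, 61.4 to 282) and Cryab (78.2 times) were among those highest in PDGFRA-positive cells against tercile 3, and Crabp2 (97.1 times, 64.5 to 153) and Id3 (67 times) among those lowest. From these gates and a comparison with embryonic tissues, which was not analysed here, the paper concludes that cells either went on along the epiblast lineage or became XEN-like.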

To determine cell identities in the bulk expression data set in an unbiased way we used the KeyGenes algorithm^23^ together with pre- and peri-implantation tissues^21^ as training set (Fig. 4c). KeyGenes identified mESCs as E4.5 epiblast, in agreement with our PCA (Fig. 4a) and previous results^22^. Notably, at 48 h PDGFRA negative/CD24 low cells were classified as E4.5 epiblast, while PDGFRA negative/CD24 high cells were identified as E5.5 epiblast. CD24 thus indicated the adoption of a post-implantation epiblast-like state, in agreement with previous findings^24^. PDGFRA positive cells, on the other hand, were consistently identified as E4.5 primitive endoderm. Bulk RNA-seq of sorted subpopulations and KeyGenes analysis thus confirmed that cells either continued to differentiate along the epiblast lineage or adopted a XEN-like cell type.

### Regulation by the external signaling environment

Having characterized the gene expression dynamics of the exit from pluripotency and the subsequent lineage transition, we next wanted to identify effectors of the lineage decision. Notably, mESCs lost their ability to differentiate into a XEN-like lineage when they were cultured, prior to differentiation, in serum and LIF conditions (without feeders) instead of 2i/L (Supplementary Fig. 7a, b). The ability of RA to drive ectodermal differentiation seemed unaffected under these conditions, as reported before^25^. Since culture conditions had such a strong impact on the developmental potential of mESCs we wanted to explore the contribution of specific signaling pathways on the cellular decision. We differentiated mESCs with RA in the presence of a MEK inhibitor (MEKi, PD0325901), which abrogates MAPK/Erk signaling; a GSK3 inhibitor, which effectively stimulates Wnt signaling (GSK3i, CHIR99021), LIF, which activates the JAK/Stat pathway or an FGF receptor inhibitor (FGFRi, PD173074). (Supplementary Fig. 7c–h). The first 2 of these molecules are components of the defined 2i medium and are known to prevent differentiation while stabilizing the pluripotent state. The presence of GSK3i or LIF led to an overall reduction of differentiated cells (Supplementary Fig. 7c), consistent with their role in stabilizing pluripotency. Addition of MEKi alone, however, led to a specific reduction of the XEN-like subpopulation (Supplementary Fig. 7c–e), in agreement with previous results^26, 27^. This effect was unlikely due to interference with RA signaling since increasing RA concentration did not reverse the effect (Supplementary Fig. 7f). In contrast to the MEK inhibitor, the FGF receptor inhibitor not only suppressed the XEN-like population but also greatly reduced the ectoderm-like population (Supplementary Fig. 7g, h). This observation is in agreement with earlier studies that reported a requirement for FGF signaling in mESC differentiation^28^ and lineage segregation in the early mouse blastocyst^29^. Taken together these experiments clearly demonstrate that RA driven XEN-specification requires the same signaling pathways as other differentiation regimens and XEN-specification in vivo, despite the pleiotropic nature of RA.

### Phase of high susceptibility to external signal inputs

We next wanted to establish when mESCs are sensitive to RA signaling and how long the signal would have to be applied to drive a complete lineage transition. Having observed that gene expression responds to differentiation conditions within 6 h (Supplementary Fig. 1e), we hypothesized that a short pulse of RA might be sufficient to induce XEN specification. To test this hypothesis we applied a precisely defined pulse of RA by first exposing the cells to RA for a defined period of time and then switching to a highly potent pan-RA receptor antagonist^30^ (Fig. 5a). These experiments showed that, contrary to our expectation, RA had to be applied for at least 24 h for XEN-like cells to appear. Longer pulses resulted in a gradual increase of the XEN-like fraction. A 36 h long pulse of RA resulted in 20% XEN-like cells at the 96 h time point, roughly half of what we found after uninterrupted RA exposure (Fig. 5a). This indicated that even after 36 h of RA exposure and significant down-regulation of the pluripotency network XEN specification continued to depend on RA-signaling. Timed abrogation of MAPK/Erk signaling by MEKi resulted in a similar response as an RA pulse (Fig. 5b). At least 24 h of uninterrupted MAPK/Erk signaling was necessary for XEN-like cells to occur. Longer durations of MAPK/Erk signaling resulted in an increase in the XEN-like subpopulation. This effect plateaued after 48 h, which suggested that XEN-like cells then became independent of MAPK/Erk signaling and thus stably committed. We also wanted to establish when cells lost their ability to respond to RA signaling. To this end we first differentiated the cells in basal (N2B27) medium and started RA exposure after a defined time period (Fig. 5c). When RA exposure was delayed by up to 12 h, we did not observe any difference in the lineage distribution at the 96 h time point. For longer delays of RA exposure, we found that the fraction of XEN-like cells declined. This observation demonstrated that the cells quickly lost their susceptibility to RA after the exit from pluripotency. Taken together, these signaling experiments revealed a short transient phase after the exit from pluripotency, during which cells were maximally susceptible to external signaling cues to inform their lineage decision.

**Fig. 5:**
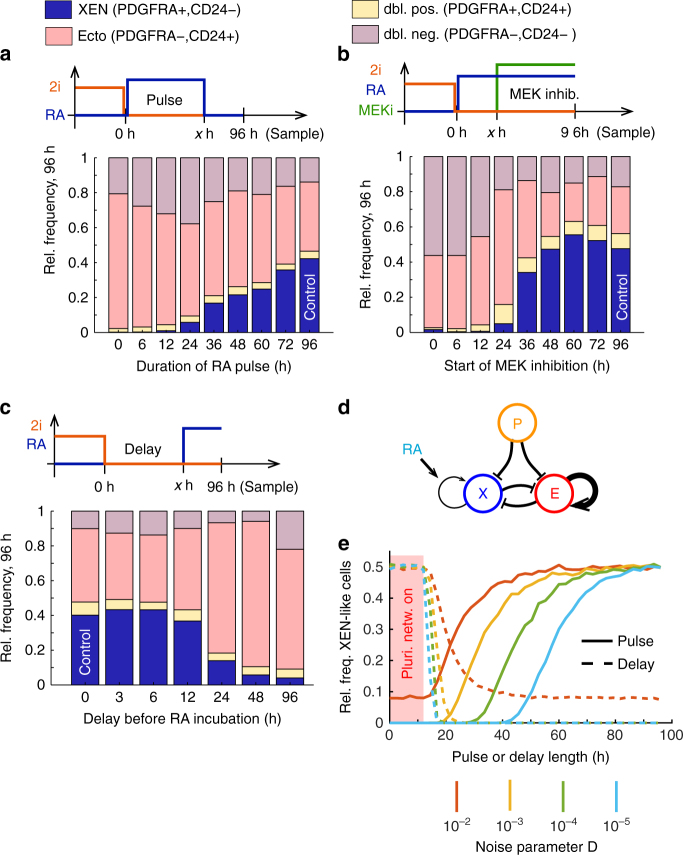
Susceptibility to signaling inputs was highly dynamic around the exit from pluripotency. **a**–**c** Fractions of cells classified as XEN-like, ectoderm-like, double positive and double negative after 96 h, based on CD24 and PDGFRA expression. Expression of the two markers was measured by antibody staining and flow cytometry. **a** Cells were pulsed with 0.25 µM RA for x h (pulse) and subsequently differentiated in basal medium (N2B27) complemented with an RA receptor antagonist. **b** Cells were incubated with 0.25 µM RA for x h (pulse) after which 0.5 µM PD0325901 (MEK inhibitor) was added for the remainder of the time course. **c** Cells were first incubated with basal medium (N2B27) for x h (delay) and then exposed to 0.25 µM RA for the remainder of the time course. **d** Schematic representation of a minimal gene regulatory network that can model a lineage decision^32^. Pointy arrows indicate (auto-)activation; blunted arrows indicate repression. E and X represent expression of ectoderm-like and XEN-like transcriptional programs, respectively. P stands for the pluripotency network. RA increases the auto-activation of the XEN program. **e** Results of the stochastic simulations of the network shown in **d**. The relative frequency of XEN-like cells after 96 h is shown vs. the length of an RA pulse (solid lines) or the length of the delay before RA exposure is started (dashed lines). In all cases the pluripotency network was turned off after 12 h. Simulations were run with different amounts of gene expression noise (D: noise power / time, see Methods). See Supplementary Fig. 8b for exemplary trajectories

### A minimal gene regulatory network of lineage bias

Interestingly, our experiments revealed a difference in the lineage response dynamics between the RA pulse and RA delay. While cells abruptly lost their ability to become XEN-like after only 12 h in N2B27 (Fig. 5c), the RA pulse had to be applied for at least 24 h to cause XEN-specification and longer pulses elicited a gradually increasing response (Fig. 5a). This asymmetry could be related to the fact that N2B27 on its own drives differentiation towards the neuroectoderm lineage^31^. Correspondingly, we consistently found that the majority of cells became ectoderm-like when there was no RA present (Fig. 5a–c). To explore the role of an intrinsic epiblast or ectoderm bias we developed a simple phenomenological model based on a minimal gene regulatory network (GRN)^27, 32^. Briefly, the GRN is comprised of two lineage-specific, auto-activating expression programs that mutually repress each other (Fig. 5d, Supplementary Fig. 8a). This GRN can produce two stable attractors that correspond to two differentiated cell types. Here, we added repression of both lineages by the pluripotency network to model the pluripotent state. Consistent with our data, we assumed that the pluripotency program is turned off after 12 h. To model the ectoderm bias we assumed that auto-activation of the ectoderm program was stronger than auto-activation of the XEN program in the absence of RA. In the presence of RA auto-activation of both programs was taken to be equal. Due to the great importance of gene expression noise in lineage decision-making^5, 4^, we also incorporated noise in our model (Methods). Stochastic simulations of the 3-state GRN reproduced the asymmetry between RA pulses and delays (Fig. 5e). The frequency of XEN-like cells decreased sharply when the delay in RA signaling was extended beyond the exit from pluripotency. The RA pulse, on the other hand, had to be applied for a longer period of time to cause XEN-specification and the response was more gradual. This behavior can be explained by the fact that in the absence of RA cells are quickly drawn to the ectoderm attractor after the exit from pluripotency. When RA is added after a delay, the cells are already in the proximity of the ectoderm attractor and cannot escape it anymore, which causes the lack of XEN cells. Notably, the asymmetry between the response curves was reduced by gene expression noise. Noise allowed the cells to switch between the basins of attraction of the two attractors (Supplementary Fig. 8b), thereby equalizing the intrinsic difference between the two attractors. Taken together, our stochastic simulations showed that an intrinsic ectoderm bias can explain the difference in the response dynamics between an RA signal delay and an RA pulse.

### Two classes of transcriptional regulators

Having revealed a highly dynamic susceptibility to signaling cues, we were wondering if the expression of transcriptional regulators was equally dynamic. To that end we focused on transcriptional regulators that show lineage specific expression when the two lineages can be first discerned robustly, around 48 h (see Methods for the list of GO terms used to define transcriptional regulators). Since these regulators were typically lowly expressed, they were not well-represented in the SCRB-seq data set. Therefore, we collected another single-cell RNA-seq data set using SMART-seq2^33^ at four early RA differentiation time points (0 h, 12 h, 24 h and 48 h). 

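SMART-seq2 profiles full-length transcripts of single cells, which recovers more genes per cell than counting 3′ ends, but without UMIs. The authors aligned the reads with Tophat, quantified them with Cuffquant and Cuffnorm and deposited the RPKM of each gene and cell. The deposited values hold 82 cells at 0 h, 86 at 12 h, 89 at 24 h and 82 at 48 h, from 1 culture per time point, so that comparisons between time points have no replicate check. RPKM values keep no record of depth, which is therefore unknown here, and the intervals below for shares of cells cover the sampling of cells only. The median number of genes above 0 was 7683 at 0 h, 7916 at 12 h, 8371 at 24 h and 7881.5 at 48 h. The median total of a cell lay between 670201 RPKM at 24 h and 773326 RPKM at 0 h, and each cell was scaled to the latter. Of 22811 genes, those with a repeated name, 4 entries, had been left out, and between 0.127% and 0.14% of the values at a time point were text with a decimal comma, all below 1, and were read as 0. A single cell at 48 h had 1881 genes above 0, against 3285 in the next lowest, and was kept. As in the paper, a gene was taken as expressed above 1 and as robustly expressed above 5 normalized RPKM. The list of 50 regulators was not analysed here, apart from the 4 factors named in the text, Gbx2, Tbx3, Pax6 and Gata6.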

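Of the 82 cells at 48 h, the 10 with the highest Pdgfra were taken as XEN-like and, of the others, the 29 with the highest Cd24a as ectoderm-like, which are the paper's numbers of cells, and 43 remained. The lowest Pdgfra value among the XEN-like cells was 11.1 normalized RPKM and the highest outside them 1.04. Since Pdgfra was above 5 normalized RPKM in 7 of 86 cells at 12 h, against 10 of 82 at 48 h, this gap does not by itself show a separate group. For Cd24a the lowest value among ectoderm-like cells was 98.0 and the highest among the remaining cells 90.0. Thresholds at the 99th percentile of the 12 h cells gave 3 XEN-like and 31 ectoderm-like cells, and at the 95th percentile 6 and 36. Of 11 XEN markers, 10 had a higher mean in XEN-like than in ectoderm-like cells, for example Gata4, on chromosome 14 of GRCm38 from 63198922 to 63271692, with 24.9 against 0.633 normalized RPKM, and none of 12 ectoderm markers did. In each set 1 of the tallied genes, Pdgfra or Cd24a, is the one by which the cells were chosen.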

We first identified XEN-like and ectoderm-like cells at the 48 h time point (Supplementary Fig. 9a). The remaining cells were likely mostly undifferentiated cells as several pluripotency factors were differentially expressed in this population (Supplementary Fig. 9b). 

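Of 12 pluripotency markers, 8 had their highest mean in the 43 remaining cells, and 10 were higher there than in ectoderm-like cells. Dppa3 had a mean of 60.1 normalized RPKM in the remaining cells, 3.03 in XEN-like and 2.34 in ectoderm-like cells, means that rest on 3 of 43, 1 of 10 and 1 of 29 cells above 1, with a median of 0 in each class. Nanog had 37.5, 31.1 and 32.0 in the same order. The exceptions were Pou5f1, with 40.8, 62.0 and 19.8, Sox2, Tfcp2l1 and Nr0b1. The shallow cell was among the remaining ones. With 10 XEN-like cells of 1 culture, no test between the classes was run.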

In the cells classified as XEN- or ectoderm-like we found 50 transcriptional regulators to be differentially expressed between the two lineages (Fig. 6a, Supplementary Fig. 9b). 22 of those genes (dubbed “early”) were present already in mESCs. These early regulators were broadly co-expressed in individual cells at the beginning of the time course (Fig. 6b and Supplementary Fig. 9c). 

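Of the named regulators, Gbx2, on chromosome 1 of GRCm38 from 89927956 to 89931179, was above 5 normalized RPKM in 76 of 82 cells at 0 h (92.7%, Clopper-Pearson interval 84.8% to 97.3%). Tbx3, on chromosome 5 from 119670669 to 119684724, was above 5 in 81 of the 82 cells (98.8%, 93.4% to 100%). At this threshold 7075 of all genes reached at least 50% of the 0 h cells. A threshold of 10 moved Gbx2 to 90.2%. The mean of Gbx2 at 48 h was 89.1 in ectoderm-like and 21.7 in XEN-like cells, and that of Tbx3 20.6 and 23.0.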

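At 0 h Gbx2 and Tbx3 were both above 1 normalized RPKM in 76 of 82 cells, which is the share of Gbx2 alone, since Tbx3 was above 1 in all 82. Their Pearson correlation across these cells was −0.1 and Spearman's rho −0.01.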

Compared to canonical pluripotency factors, early regulators showed a smaller level of co-expression with each other in the pluripotent state, in particular if they belonged to different lineages (Fig. 6b, c). 

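Among the 66 pairs of the 12 pluripotency markers, the share of 0 h cells with both genes above 1 had a median of 93.9% and lay between 43.9% and 100%, and it was above 80% in 55 pairs. Gbx2 shared expression with 11 of the 12 pluripotency markers in more than 80% of cells, with a median of 92.7%, and so did Tbx3, with a median of 100%. For the single pair of an ectoderm and a XEN regulator that could be formed here, the share thus lay within the range of the pluripotency pairs.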

Individual mESCs thus expressed varying ratios of XEN and ectoderm specific early regulators. Over time, co-expression of XEN and ectoderm specific early regulators declined but they never became completely mutually exclusive (Supplementary Fig. 9c). Hence, we speculated that other transcriptional regulators might be up-regulated in lineage biased cells and take over lineage specification from the early regulators. Indeed, 28 of the identified differentially expressed regulators (dubbed “late”) were, by definition, not significantly expressed at the beginning of the time course (Fig. 6a, Supplementary Fig. 9b). These late regulators were overall positively correlated with early regulators of the same lineage and anti-correlated with regulators of the opposing lineage (Fig. 6d and Supplementary Fig. 9c). This correlation pattern suggested that early regulators might have a role in lineage biasing, whereas late factors could be involved in lineage commitment.

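Gbx2 and Tbx3 were both above 1 in 65.1% of cells at 12 h, 67.4% at 24 h and 26.8% at 48 h (22 of 82 cells, 17.6% to 37.8%). Independent expression at the shares seen would give 63.2%, 68.7% and 26.3%. At 48 h 37 cells expressed Gbx2 only, 8 Tbx3 only and 15 neither. Leaving out the 5% of cells with the most genes moved the share at 48 h to 23.4%. The mean of Tbx3 fell from 42.3 at 0 h to 15.3 at 48 h, and that of Gbx2 went from 51.0 to 67.3.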

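Pax6 was above 5 normalized RPKM in 5 of 82 cells at 0 h (6.1%, 2.01% to 13.7%) and Gata6 in none, which with 82 cells allows a share of up to 4.4%. At a threshold of 10 the share for Pax6 was 4.88%. Their means rose from 1.43 to 21.9 for Pax6 and from 0.00744 to 5.87 for Gata6 between 0 h and 48 h. In the 48 h classes Pax6 had a mean of 37.2 in ectoderm-like and 14.1 in XEN-like cells. Gata6 had a mean of 9.60 in ectoderm-like and 6.53 in XEN-like cells, and was above 1 in 7 of 29 and 1 of 10 cells.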

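Across the 82 cells at 48 h, the Pearson correlation was 0.07 for Gbx2 with Pax6 (Spearman's rho 0.13) and 0.11 for Tbx3 with Gata6 (rho 0.08), the pairs of the same lineage. For pairs of opposing lineages it was 0.03 for Gbx2 with Gata6 (rho 0.18), −0.15 for Tbx3 with Pax6 (rho 0.01) and −0.08 for Pax6 with Gata6 (rho 0). Without the 2 cells farthest from the median of the first gene of the pair, the values were 0.09, 0.18, −0.03, −0.12 and −0.05. On log2 values of all cells the Pearson correlations were 0.2, 0.14, 0.19, −0.09 and −0.02 in the same order. No p is given, since the cells come from 1 culture. From the correlations over its whole list, the paper proposes that early regulators bias cells towards a lineage and late ones commit them to it.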

**Fig. 6:**
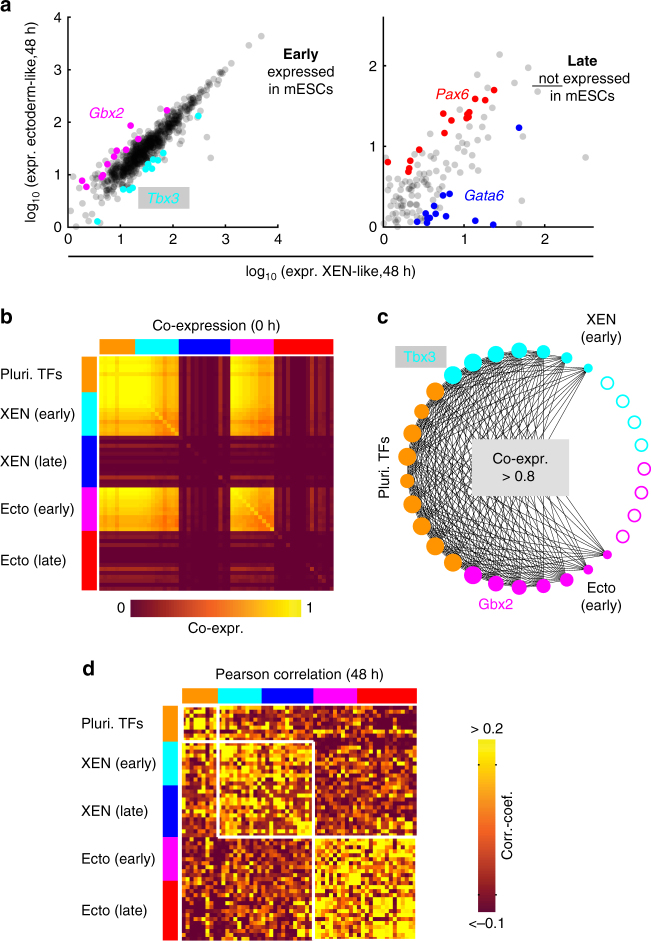
Distinct co-expression and correlation patterns identified two classes of lineage specific transcriptional regulators. **a** Expression of transcriptional regulators in ectoderm-like and XEN-like cells identified in the SMART-seq2 data set. Genes that were significantly differentially expressed after 48 h of RA exposure are shown in red or pink (overexpressed in ectoderm-like cells) and blue or cyan (overexpressed in XEN-like cells), respectively. The two panels contain genes, which are present in the pluripotent state (early, left panel) or absent in the pluripotent state (late, right panel). A list of all identified genes is given in Supplementary Fig. 9b. **b** Co-expression of transcriptional regulators in the pluripotent state. The gene set comprised the differentially expressed transcriptional regulators identified here (see **a**), as well as pluripotency related transcription factors^51^ (see Supplementary Fig. 9b). Co-expression was calculated using gene expression measured by SMART-seq2. Co-expression of two genes was quantified as the fraction of cells in which the expression of both genes exceeded a certain threshold value (see Methods). **c** Co-expression network in the pluripotent state. Two genes are connected by an edge if their co-expression exceeds 0.8. The gene set comprised XEN specific regulators (cyan nodes) and ectoderm specific regulators (pink nodes) that are expressed in the pluripotent state (early factors), as well as pluripotency factors^51^ (orange nodes). The radius of solid nodes is proportional to the number of connections to other nodes. Nodes without any connections are depicted as open nodes. **d** Pearson correlation between transcriptional regulators after 48 h of RA exposure. The gene set is the same as in **b**. Pearson correlation was calculated using gene expression measured by SMART-seq2

To confirm the sequential expression of early and late regulators, we next focused on four transcription factors, chosen based on their reported function for the specification of ectoderm (*Gbx2* ^34^ (early), *Pax6* ^35^ (late)) and extraembryonic endoderm (*Tbx3* ^36^ (early), *Gata6* ^37^ (late)). Notably, *Tbx3* and likely also *Gbx2* are direct targets of RA^38, 39^. 

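In SCRB-seq cells at 72 h, with 187 ectoderm-like and 24 XEN-like cells, Tbx3 had 0.215 UMIs per 10000 (24 UMIs) in ectoderm-like and 1.41 (13 UMIs) in XEN-like cells, and Gata6 0.439 (49 UMIs) and 1.52 (14 UMIs). Gbx2 had 0.43 (48 UMIs) and 0.326 (3 UMIs), and Pax6 0.744 (83 UMIs) and 0.651 (6 UMIs), differences within the counting error. At 96 h Gata6 had 1.28 in ectoderm-like and 4.06 in XEN-like cells, and Tbx3 0.0523 (2 UMIs) and 0.319 (11 UMIs). Pax6 had 6 and 4 UMIs, and Gbx2 none in either class (0 to 0.0965 UMIs per 10000 in ectoderm-like and 0 to 0.107 in XEN-like cells). None of the 4 genes is among the variable genes by which the classes were formed. With classes on standardized values, a setting chosen after seeing the data, Pax6 at 96 h had 9 UMIs in ectoderm-like cells (0.454 per 10000, 0.207 to 0.861) and 1 in XEN-like cells (0.0189, at most 0.105), and in the sorted bulk libraries it had 117 and 0 UMIs.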

In agreement with their reported roles we found these 4 factors to be differentially expressed in ectoderm-like and XEN-like cells, respectively, in our SCRB-seq data set (Supplementary Fig. 9d). To quantify correlation patterns with high precision we used single-molecule FISH (smFISH^40^) due to its superior sensitivity and precision compared to single-cell RNA-seq (Supplementary Fig. 10a). We measured the expression of the early factors (Fig. 7a, c) or the late factors (Fig. 7b, d) together with the pluripotency factor *Nanog* and quantified co-expression at all time points (Supplementary Fig. 10b–d). In agreement with the SMART-seq2 data, early factors were broadly co-expressed in the pluripotent state and a smaller subpopulation of co-expressing cells persisted during differentiation (Fig. 7c, Supplementary Fig. 10c). Importantly, mESCs expressed the early factors at highly variable ratios: 30% of mESCs did not express the early ectoderm factor *Gbx2* at a significant level, while almost all cells expressed the early XEN factor *Tbx3* (Fig. 7e). smFISH further confirmed that late factors were only sporadically expressed before the exit from pluripotency but strongly up-regulated in separate subpopulations thereafter. These subpopulations likely corresponded to lineage-committed cell states (Fig. 7d and Supplementary Fig. 10d, e). Interestingly, a simultaneous measurement of the early ectoderm factor *Gbx2* and the late ectoderm factor *Pax6* revealed their positive correlation throughout the time course, even before the exit from pluripotency (Fig. 7f). A possible explanation for such a correlation might be a lineage-biasing role for *Gbx2*. All in all, the smFISH measurements clearly confirmed differences in the expression dynamics and correlation patterns of early and late transcriptional regulators.

**Fig. 7:**
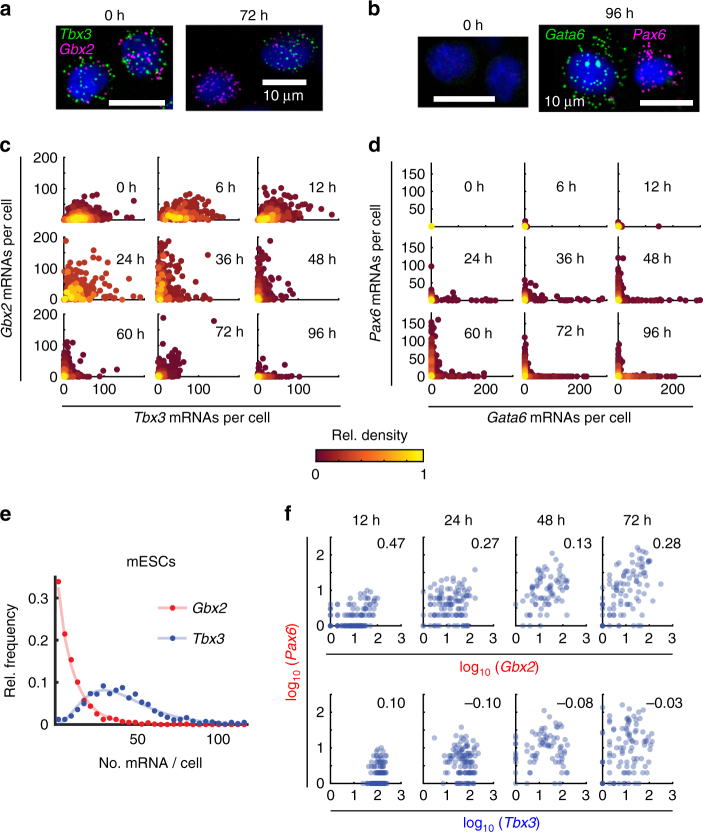
smFISH confirmed distinct expression patterns of exemplary transcription factors. **a** Fluorescence images of smFISH for *Gbx2* and *Tbx3* in mESCs (0 h) and after 72 h RA exposure. Each diffraction limited dot corresponds to a single mRNA molecule. Hoechst staining of nuclei is shown in blue. **b** Fluorescence images of smFISH for *Pax6* and *Gata6* in mESCs (0 h) and after 96 h RA exposure. Each diffraction limited dot corresponds to a single mRNA molecule. Hoechst staining of nuclei is shown in blue. **c** Scatter plots of the number of *Gbx2* and *Tbx3* mRNAs per cell measured by smFISH. Each data point is a single cell. Color indicates the local density of data points. The number of shown cells measured at a certain time point ranges between 224 and 983. **d** Scatter plots of the number of *Pax6* and *Gata6* mRNAs per cell measured by smFISH. Each data point is a single cell. Color indicates the local density of data points. The number of shown cells measured at a certain time point ranges between 293 and 570. **e** Distribution of the *Tbx3* and *Gbx2* transcripts in individual mESCs as measured by smFISH. Both data sets are fit by a Gamma distribution (*Tbx3*, R^2^ = 0.94, solid blue line; *Gbx2*, R^2^ = 0.99, solid red line). **f** Scatter plots of the number of mRNAs per cell for *Gbx2* and *Tbx3* vs *Pax6* measured by smFISH. Each data point is a single cell. Cells were exposed to RA for 12 h, 24 h, 48 h and 72 h, respectively, as indicated above each column of panels. The number in each panel is the Pearson correlation between the genes plotted in the respective panel

## Discussion

In summary, we leveraged a recently developed high-throughput single-cell transcriptomics method to dissect the exit from pluripotency and dynamics of lineage commitment in RA driven differentiation of mESCs with high temporal resolution. We characterized the influence of the external signaling environment and explained the dynamics of the signaling response with a minimal gene regulatory network. We finally identified potential transcriptional regulators of lineage decision and commitment.

In particular, we showed that after 96 h of RA exposure mESCs had differentiated into neuroectoderm-like and XEN-like cells. By purification and continued culture we showed that these cell types are stable and not just transient expression fluctuations. In agreement with previous results^22^ we found mESCs cultured in 2i/L to be transcriptionally most similar to E4.5 epiblast in vivo (Fig. 4a–c). At E4.5 the lineage decision between primitive endoderm and epiblast has already occurred, so a priori it would not be expected that mESCs should be able to generate XEN cells. The potential to create XEN-like cells could be explained by a subpopulation of cells in the pluripotent state that resembles an earlier developmental stage. In our single-cell RNA-seq data set we could not find evidence for such pre-existing heterogeneity (Fig. 4a). Alternatively, RA might have caused the dedifferentiation of the whole mESC population to an earlier developmental stage after which the cells could follow the in vivo bifurcation between E4.5 epiblast and primitive endoderm. While the whole population indeed initially moved closer to the E3.5 inner cell mass during the first 24 h, cells then moved towards E5.5 epiblast before discernible XEN-like cells appeared (Supplementary Fig. 6). Hence, most likely XEN-like cells are created by trans-differentiation from E4.5 or E5.5 epiblast-like cells and mESCs initially decide between progression along the epiblast lineage and the XEN-like cell type right after the exit from pluripotency. The epiblast lineage then further develops to neuroectoderm-like cells by 96 h. A recently published study by Klein et al. used single-cell RNA-seq to characterize mESC differentiation by LIF withdrawal^41^ and also found a small XEN-like subpopulation. That and other studies^42, 27^ show that XEN-like cells occur more generally in in vitro differentiation of mESCs and are not an idiosyncratic artefact of exposure to RA. We also found that mESCs grown in 2i/L (but not in serum and LIF) efficiently generate XEN cells under RA exposure (Supplementary Fig. 7a, b). Similarly, Schröter et al. have observed, for a different differentiation assay, that pre-culture in 2i/L greatly increases the number of XEN-like cells generated from mESCs^27^. Together with those results our observations thus support a model in which mESCs grown in 2i/L functionally correspond to a slightly earlier developmental stage than mESCs grown in serum and LIF^42^.

Despite the artificial nature of the lineage transition described here, we observed several similarities with the epiblast/primitive endoderm bifurcation in vivo. A recent study by Saiz et al. in the mouse embryo^43^ showed that epiblast and primitive endoderm are specified asynchronously from a pool of progenitor cells, which also happened in our experiments (Fig. 2c). Furthermore, in the absence of primitive endoderm inducing signals, all cells of the inner cell mass become epiblast-like in vivo^29, 43–45^. In our experiments the majority of mESCs adopted the epiblast/ectodermal lineage in the absence of RA, in agreement with the literature^31, 46^. Saiz et al. observed that MEKi prevented the specification of primitive endoderm, in agreement with an earlier report by Nichols et al^47^. The experiments by Saiz et al. also revealed that the susceptibility to MEKi disappeared gradually between E3.5 and E4.5. Our experiments with MEKi showed similar dynamics (Fig. 5b). Thus, both in vivo and in vitro, cells seem to gain competence to respond to XEN specifying signals over time. In vitro, the susceptibility to signaling inputs is thought to be contingent on the down-regulation of pluripotency factors and the exit from pluripotency^46, 48^, a notion which is supported by our study (Fig. 5a–c). Our results thus clearly reveal a window of opportunity right after the exit from pluripotency, which might be exploited to guide lineage decisions with maximal efficacy.

Using a minimal GRN to model the lineage decision, we also showed that an inherent epiblast/ectoderm bias can cause the observed asymmetry between an RA delay and an RA pulse (Fig. 5d). A similar GRN has been used successfully before in a report by Schröter et al., studying induction of the XEN lineage by exogenous *Gata4* expression^27^. Importantly, our model does not strictly require an ectoderm bias. An initial bias for progression along the epiblast lineage (and continued differentiation to ectoderm under RA) would be sufficient. This interpretation is in line with previous results that reported expression of non-ectodermal markers during early stages of differentiation in N2B27^49^. Notably, in our model, gene expression noise was able to reduce the asymmetry between the RA regimens, because gene expression trajectories could switch more easily between the basins of attraction of the two lineage attractors (Supplementary Fig. 8b). The impact of noise in the context of lineage decisions was recently addressed in a publication by Marco et al^50^. In that study the authors focused on the ability of noise to destabilize committed cell states. Here we showed that noise can also impact commitment dynamics and even mask an intrinsic lineage bias. This result suggests that gene expression noise could be exploited to influence lineage decision-making in vitro.

Our study further identified early-expressed lineage specific transcriptional regulators that are heterogeneously expressed in the pluripotent state and thus have a potential role in biasing the lineage decision. Importantly, the two factors we studied in detail, *Gbx2* and *Tbx3*, were previously determined to be part of an essential pluripotency network^51–55^. It has been suggested before that some pluripotency genes are also involved in lineage specification^25, 48, 49^. Thomson et al. showed that *Sox2* and *Oct4* promote the neuroectodermal and mesendodermal lineage, respectively^48^. Malleshaiah et al. reported similar functions for *Nac1* and *Tcf3*, respectively^25^. Future research will have to show whether *Gbx2* and *Tbx3* have similar roles for the epiblast/neuroectoderm and XEN lineage, respectively. In fact, for *Tbx3* Lu et al. recently demonstrated a dual function in self-renewal and XEN specification^36^. The observed correlation between *Gbx2* and *Pax6* suggests a function of *Gbx2* in epiblast or neuro-ectoderm specification. The long-tail distribution of *Gbx2* in mESCs hints at infrequent transcriptional bursting and possibly distinct subpopulations^56^. The causal relationship between Gbx2 and *Pax6* and the functional relevance of the *Gbx2* high subpopulations will be explored in a future study. Late-expressed lineage specific transcription factors, like *Pax6* and *Gata6*, which were not expressed in the pluripotent state, have a role in lineage commitment. They can thus serve as bona fide lineage markers.

Transient phases of susceptibility to lineage cues, such as the one characterized in this study, might be valuable windows of opportunity for the control of lineage decisions. We speculate that exit from a pluripotent cell state necessarily coincides with a phase of instability and increased gene expression variability, as demonstrated recently for lineage decisions in the hematopoietic system^57, 58^. Based on our results we would like to propose tentative transcriptional signatures of such phases (Fig. 8): 1. down-regulation of pluripotency factors (Fig. 1c), 2. a sudden increase in single-cell gene expression variability (Fig. 1d), 3. slowly diverging lineage specific expression patterns (Fig. 2d), 4. co-expression of early-expressed (thus potentially lineage-biasing) transcriptional regulators (Fig. 6b), 5. sporadic expression of late-expressed (thus potentially lineage-committing) transcriptional regulators (Fig. 7d). We hope that these results will be a stepping stone towards finding more efficient ways to guide lineage decisions.

**Fig. 8:**
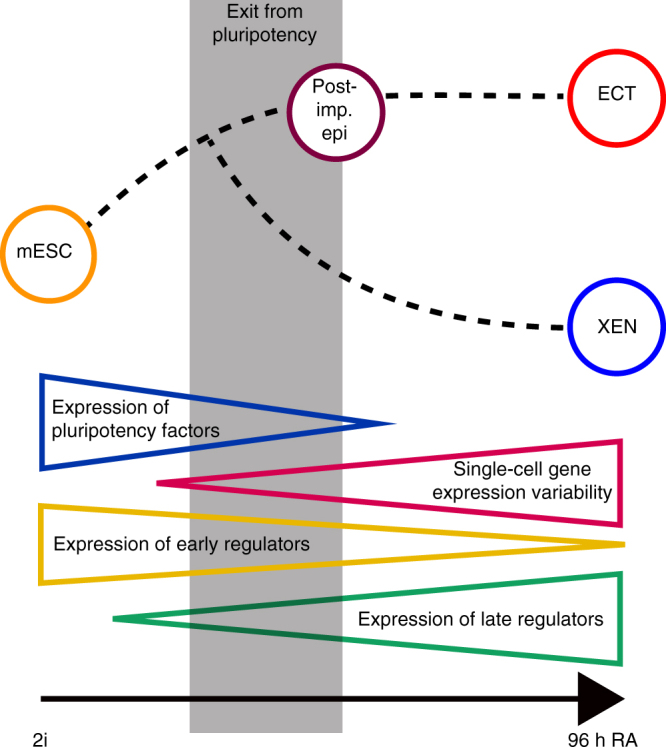
Transcriptional signatures of the lineage decision phase

## Methods

### Cell culture

All cell lines were grown routinely in modified 2i medium^11^ plus LIF (2i/L): DMEM/F12 (Life technologies) supplemented with 0.5x N2 supplement, 0.5x B27 supplement, 0.5mM L-glutamine (Gibco), 20 µg/ml human insulin (Sigma-Aldrich), 1 × 100U/ml penicillin/streptomycin (Gibco), 0.5x MEM Non-Essential Amino Acids (Gibco), 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich), 1 µM MEK inhibitor (PD0325901, Stemgent), 3 µM GSK3 inhibitor (CHIR99021, Stemgent), 1000 U/ml mouse LIF (ESGRO). Cells were passaged every other day with Accutase (Life technologies) and replated on gelatin coated tissue culture plates (Cellstar, Greiner bio-one).

E14 cells were provided by A. van O., V6.5 cells were provided by R.J. Both cell lines were regularly tested for mycoplasma infection.

### Differentiation

Prior to differentiation cells were grown in 2i/L for at least 2 passages, with the exception of the experiment shown in Supplementary Fig. 7a,b: here cells were grown in knockout DMEM (Thermofisher) supplemented with 10% ES cell screened FBS (Sigma), 1 × 100U/ml penicillin/streptomycin (Gibco), 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich) and 1000 U/ml mouse LIF (ESGRO) for 3 passages prior to differentiation. For all differentiation experiments cells were seeded at a density of 2.5 × 10^5^ cells per 10 cm dish and grown over night (12 h). After washing cells twice with PBS, differentiation was carried out in basal N2B27 medium (2i/L medium without the inhibitors, LIF and the additional insulin) supplemented with all-trans retinoic acid (RA, Sigma-Aldrich). RA concentration was 0.25 µM unless stated otherwise. Spent medium was exchanged with fresh medium after 48 h.

For the RA pulse experiments (Fig. 5a) cells were first differentiated with 0.25 µM RA for the indicated amounts of time, washed three times with PBS and cultured in basal medium with 2.5 µM of the RA receptor antagonist AGN 193109 (sc-210768, Santa Cruz Biotechnology). At this concentration this antagonist completely inhibits signaling through all-trans retinoic acid^30^.

For the differentiation under perturbation of various signaling pathways (Supplementary Fig. 7c) we used the MEK inhibitor PD0325901 (Stemgent, standard concentration 1 µM or dilutions thereof), GSK3 inhibitor CHIR99021 (Stemgent, standard concentration 3 µM or dilutions thereof) or mouse LIF (ESGRO, 1000 U/ml). For the experiments with MEK inhibition shown in Fig. 5b and Supplementary Fig. 7d,e we used PD0325901 at a concentration of 0.5 µM. For differentiation under inhibition of FGF signaling, shown in Supplementary Fig. 7g,h we used the FGF receptor inhibitor PD173074 (Sigma-Aldrich) at a concentration of 1 µM.

Multiple biological replicates of the differentiation of E14 cells with RA were performed, where replicates were characterized with different methods to cross-validate the results: SCRB-seq (1 replicate), SMART-seq2 (1 replicate), smFISH (3 replicates where 2 replicates used the same probe set), antibody staining (3 replicates). Morphologies similar to the ones shown in the representative images in Fig. 1a and Supplementary Fig. 5b were observed in at least 5 independent biological replicates of the experiment.

### Long-term culture of differentiated cells

Cells that were differentiated for 96 h with RA were sorted into ectoderm-like (CD24A + /PDGFRA-) and XEN-like (PDGFRA + /CD24-) and replated on poly-D-lysine and laminin coated tissue culture dishes in basal (N2B27) medium complemented with 20 ng/ml mouse EGF (E5160, Sigma) and 10 ng/ml mouse FGF2 (SRP4038-50UG, Sigma). Ectoderm-like cells were propagated by dissociation with Accutase (Life Technologies) and replating under identical conditions every 3–4 days. Floating aggregates of XEN-like cells were propagated in suspension in uncoated plastic petri dishes. Aggregates were not dissociated but the medium was refreshed typically every 4 days. Morphologies similar to the ones shown in the representative images in Supplementary Fig. 4c were observed in 3 independent biological replicates of the experiment.

### Antibody staining and FACS sorting

We used the following antibodies: APC Rat Anti-Mouse CD24 (BD Bioscience, 562349), PE Rat Anti-Mouse CD24 (BD Bioscience, 553262), Anti-Mouse CD140a (PDGFRA) FITC (eBioscience,17-1407), Anti-Mouse CD140a (PDGFRA) APC (eBioscience,17-1401), all at a dilution of 1:1000. Cells growing in 6-well plates were washed once with PBS and then incubated in a volume of 500 µl of basal (N2B27) medium with antibodies for 30 min at 37 °C, in the dark. Subsequently, cells were washed once with PBS, 300 µl Accutase (Life Technologies) was added and cells were gently dissociated by pipetting up and down. After adding 600 µl of basal medium the cell suspension was loaded on a flow cytometer (LSR II, BD Bioscience) or cell sorter (FACSAria III, BD Bioscience). Cells growing in 10 cm dishes were first dissociated and incubated in 1 ml medium with the same incubation conditions and antibody concentrations as for adherent cells. After staining in solution, cells were spun down, the supernatant was removed and cells were resuspended in 1 ml of basal medium before flow cytometry or sorting.

Sorting gates for positive and negative populations were set by comparison to the signal measured in undifferentiated mESCs. For the experiments shown in Fig. 4b, c cells were sorted according to quartiles of CD24 signal at 48 h or terciles of CD24 signal at 72 h.

### Colony formation assay

Cells were differentiated with or without RA as described above for various amounts of time and then replated at a density of 5 × 10^4^ cells/well in a gelatinized 6-well tissue culture plate in 2i/L. Colonies were grown for 2 additional days, washed twice with PBS and then imaged in PBS. Remaining colonies were counted automatically by a custom made image analysis script written in MATLAB. The number of surviving colonies was normalized to the first data point (replating of untreated cells growing in 2i/L).

### Measurement of cell cycle phases

Cells growing on gelatinized tissue culture dishes were washed twice with PBS, detached with Accutase (Life technologies) and resuspended in full medium. Formaldehyde was added to the cell suspension to a final concentration of 4%. Cells were incubated for 12 min at room temperature while being rotated and then spun down for 3 min at 90 x g. Subsequently cells were permeabilized at least over night in 70% ethanol. Cells were stained with Hoechst 33342 in PBS for 1 h and fluorescence measured on a flow cytometer (LSR II, BD Biosciences). The Dean-Jet-Fox model^59^ was fit to histograms of the fluorescence signal to determine the relative lengths of the cell cycle phases reported in Supplementary Fig. 5c.

### Single cell isolation for SCRB-seq

For each differentiation time point cells were harvested and medium removed by spinning for 5 min at 90 x g. RNA was stabilized by immediately resuspending the pelleted cells in RNAprotect Cell Reagent (Qiagen) and RNaseOUT Recombinant Ribonuclease Inhibitor (Life Technologies) at a 1:1000 dilution. Just prior to fluorescence-actived cell sorting (FACS), the cells were diluted in PBS and stained for viability using Hoechst 33342 (Life Technologies). 384-well SBS capture plates were filled with 5 μl of a 1:500 dilution of Phusion HF buffer (New England Biolabs) in water and individual cells were then sorted into each well using a FACSAria II flow cytometer (BD Biosciences) based on Hoechst DNA staining. After sorting, the plates were immediately sealed, spun down, cooled on dry ice and then stored at −80°C.

### SCRB-Seq of isolated single cells

Frozen cells were thawed for 5 min at room temperature and cell lysis was enhanced by a treatment with proteinase K (200 μg/mL;Ambion) followed by RNA desiccation to inactivate the proteinase K and simultaneously reduce the reaction volume (50 °C for 15 min in sealed plate, then 95 °C for 10 min with seal removed).

To start, diluted ERCC RNA Spike-In Mix (1 μl of 1:10^7^; Life Technologies) was added to each well and the template switching reverse transcription reaction was carried out using Maxima H Minus Reverse Transcriptase (Thermo Scientific), our universal adapter E5V6NEXT (1 pmol, Eurogentec):

5′-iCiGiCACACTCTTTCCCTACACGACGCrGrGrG-3′

where iC: iso-dC, iG: iso-dG, rG: RNA G, and our barcoded adapter E3V6NEXT (1 pmol, Integrated DNA Technologies):

5′-/5Biosg/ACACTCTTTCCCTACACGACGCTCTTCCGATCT[BC6]N10T30VN-3′

where 5Biosg = 5′ biotin, [BC6] = 6 bp barcode specific to each cell/well, N10 = Unique Molecular Identifiers. Following the template switching reaction, cDNA from 384 wells was pooled together, and then purified and concentrated using a single DNA Clean & Concentrator-5 column (Zymo Research). Pooled cDNAs were treated with Exonuclease I (New England Biolabs) and then amplified by single primer PCR using the Advantage 2 Polymerase Mix (Clontech) and our SINGV6 primer (10 pmol, Integrated DNA Technologies):

5′-/5Biosg/ACACTCTTTCCCTACACGACGC-3′

Full length cDNAs were purified with Agencourt AMPure XP magnetic beads (0.6x, Beckman Coulter) and quantified on the Qubit 2.0 Flurometer using the dsDNA HS Assay (Life Technologies). Full-length cDNA was then used as input to the Nextera XT library preparation kit (Illumina) according to the manufacturer’s protocol, with the exception that the i5 primer was replaced by our P5NEXTPT5 primer (5 μM, Integrated DNA Technologies):

5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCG *A*T*C*T*-3′

where * = phosphorothioate bonds.

The resulting sequencing library was purified with Agencourt AMPure XP magnetic beads (0.6x, Beckman Coulter), size selected (300–800 bp) on a E-Gel EX Gel, 2% (Life Technologies), purified using the QIAquick Gel Extraction Kit (Qiagen) and quantified on the Qubit 2.0 Flurometer using the dsDNA HS Assay (Life Technologies). Libraries were sequenced on Illumina Hiseq paired-end flow cells with 17 cycles on the first read to decode the well barcode and UMI, a 9 cycle index read to decode the i7 Nextera barcode and finally a 46 cycle second read to sequence the cDNA.

### RNA-seq on bulk samples

Bulk RNA-seq samples comprise complete populations at 10 time points during RA differentiation (Supplementary Fig. 1) as well as various sorted subpopulations (Fig. 4b, c) and long term cultured ectoderm- and XEN-like cells (Supplementary Fig. 4d, e). Cells were collected in RNAprotect, lysed in QIAzol (Qiagen) and total RNA was extracted and purified using Direct-zol RNA MiniPrep (Zymo Research). DGE libraries were prepared from 10 ng of extracted total RNA, using the protocol described above for SCRB-seq with the exception of using more concentrated E3V6NEXT and E5V6NEXT (10 pmol).

### SCRB-seq and bulk RNA-seq read alignment

All second sequence reads were aligned to a reference database consisting of all mouse RefSeq mRNA sequences (obtained from the UCSC Genome Browser mm10 reference set: http://genome.ucsc.edu/), the mouse mm10 mitochondrial reference sequence and the ERCC RNA spike-in reference sequences using bwa version 0.7.4 with non-default parameter “-l 24”. Read pairs for which the second read aligned to a mouse RefSeq gene were kept for further analysis if 1) the initial six bases of the first read all had quality scores of at least 10 and corresponded exactly to a designed well-barcode and 2) the next ten bases of the first read (the UMI) all had quality scores of at least 30. Digital gene expression (DGE) profiles were then generated by counting, for each microplate well and RefSeq gene, the number of unique UMIs associated with that gene in that well. Python scripts implementing the alignment and DGE derivation are available from the authors upon request.

### SMART-seq sample preparation and read alignment

The single-cell SMART-seq2 libraries were prepared according to the SMART-seq2 protocol^33, 60^ with some modifications^61^. Briefly, total RNA from single cells sorted in lysis buffer was purified using RNA-SPRI beads. Poly(A) + mRNA from each single cell was converted to cDNA which was then amplified. cDNA was subjected to transposon-based fragmentation that used dual-indexing to barcode each fragment of each converted transcript with a combination of barcodes specific to each single cell. Barcoded cDNA fragments were then pooled prior to sequencing. Sequencing was carried out as paired-end 2 × 25 bp with 8 additional cycles for each index. Alignment of the reads and calculation of gene expression was done through the Tuxedo pipeline (Tophat, Cuffquand, Cuffnorm)^62^. Gene expression was expressed as reads per kilobase exon model per million mapped reads (RPKM).

### Computational analysis bulk RNA-seq experiments

The bulk RNA-seq results were normalized by the total amount of reads per time point. Only those genes with non-zero mean were considered for further analysis. For k-means clustering of the temporal profiles we first determined the number of robust clusters. Stability analysis^12^ indicated that there were 6 robust clusters (Supplementary Fig. 1a). We then performed gene ontology enrichment analysis using the DAVID bioinformatics resource^63^ the results of which are summarized in Supplementary Fig. 1b. Only the clusters of monotonically upregulated genes (clusters 5 and 6) showed significant enrichment for GO terms related to development, morphogenesis and differentiation. The heat maps of bulk RNA-seq data depict expression relative to *Gapdh* expression (Supplementary Fig. 1c). To quantify global changes in gene expression we calculated the L^2^ norm (Euclidean norm) for individual time points including all genes with non-zero average expression across all time points. Differences in the L^2^ norm between time points are reported in Supplementary Fig. 1e.

To reveal the identity of sorted subpopulations (Fig. 4c) the KeyGenes algorithm^23^ was used with a panel of pre-/peri-implantation tissues^21^ as training set. Since there were 3 replicates per tissue in the training set, leave-one-out cross-validation had to be used instead of 10-fold cross-validation.

Expression in the long term cultured ectoderm- and XEN-like cells was compared to these tissue expression data sets from the literature: neural progenitor cells^64^, neural crest cells^65^, yolk sac^66^ and a XEN cell line^67^.

Differential expression between mESCs and ectoderm-like or XEN-like cells at 96 h (Supplementary Fig. 4e) was identified by an MA-plot based method using biological replicates for all three conditions^68^.

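Of 8947 genes tested, 1711 differed between sorted ectoderm-like cells and mESCs, 881 higher and 830 lower in ectoderm-like cells, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. Between sorted XEN-like cells and mESCs 2042 genes differed, 1103 higher and 939 lower, and between sorted XEN-like and ectoderm-like cells 1139, 625 higher and 514 lower in XEN-like cells. The choice of libraries moved these counts most: without the first ectoderm-like library 296 genes were called in the last comparison. In the first comparison all 12 ectoderm markers were higher and 11 of 12 pluripotency markers lower than in mESCs, and the same numbers resulted when adjusted over the list alone. Crabp1, on chromosome 9 of GRCm38 from 54764748 to 54773110, had a TMM-scaled CPM of 646 ± 107 in ectoderm-like cells and 28.7 ± 17.5 in mESCs (SD, n = 2 libraries each), a log2 fold change of 4.49 (standard error 0.41, adjusted p = 3.48e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zfp42 had 15.5 ± 3.78 against 1073 ± 214 TMM-scaled CPM, a log2 fold change of −6.10 (standard error 0.37, adjusted p = 7.20e-06 by the same edgeR test). Nanog did not differ significantly in these 3′-end counts (log2 fold change −0.49, standard error 0.38, adjusted p = 0.410 by that edgeR test). In this comparison 8 of the 11 XEN markers were also higher than in mESCs, and 10 adjusted over the list alone. Their counts rest largely on the second ectoderm-like library, in which Dab2 had 374 UMIs and Pdgfra 57, against 55 and 6 in the first, and at most 7 and 3 in an mESC library. Without that library Pdgfra had an adjusted p of 0.384 by edgeR's test. Between XEN-like cells and mESCs all 11 XEN markers were higher and all 12 pluripotency markers lower, both over all genes and adjusted over the list alone. Dab2 had a log2 fold change of 8.74 (standard error 0.97, adjusted p = 0.000143) and Gata6, on chromosome 18 from 11052064 to 11085635, one of 7.69 (standard error 0.57, adjusted p = 2.39e-05), by the same edgeR test. Nanog, with −1.31 (standard error 0.39, adjusted p = 0.0323 by edgeR), lost significance when any 1 library of either group was left out, with adjusted p from 0.0549 to 0.181. Prtg, Mdk and Meis1 were the 3 ectoderm markers that were higher in XEN-like cells than in mESCs. Between the sorted groups, all 11 XEN markers were higher in XEN-like cells and 11 of 12 ectoderm markers lower, and again the same numbers were found when adjusted over the list alone. Lama1 differed by 3.93 on the log2 scale (standard error 0.52, adjusted p = 0.00136 by edgeR), and Cd24a, on chromosome 10 from 43578284 to 43584265, by −4.74 (standard error 0.56, adjusted p = 0.000909). Of the pluripotency markers, Zfp42, Pou5f1, Klf4, Dppa5a and Klf2 were higher in XEN-like than in ectoderm-like cells and Sox2 was lower. Among the genes of largest fold change, Ptn was at least 143-fold higher in ectoderm-like cells than in mESCs (against a floor of 3 counts over both mESC libraries, and, as for the next folds, scaled to the library totals without TMM factors), Habp2 at least 82.7-fold higher in XEN-like cells than in mESCs, and Foxb1 at least 45.8-fold lower in XEN-like than in ectoderm-like cells. Bhmt had 336 UMIs in the first mESC library and 34 in the second, so that its bounds rest largely on the first. Adora1 was at least 8.37-fold higher in XEN-like than in ectoderm-like cells. Against mESCs Bhmt was at least 90.1-fold lower in ectoderm-like and at least 82.5-fold lower in XEN-like cells. Neither held throughout: Adora1 had an adjusted p of 0.131 in edgeR's test without the first ectoderm-like library, and Bhmt one of 0.212 and 0.206 by DESeq2.

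**Figure D3:**
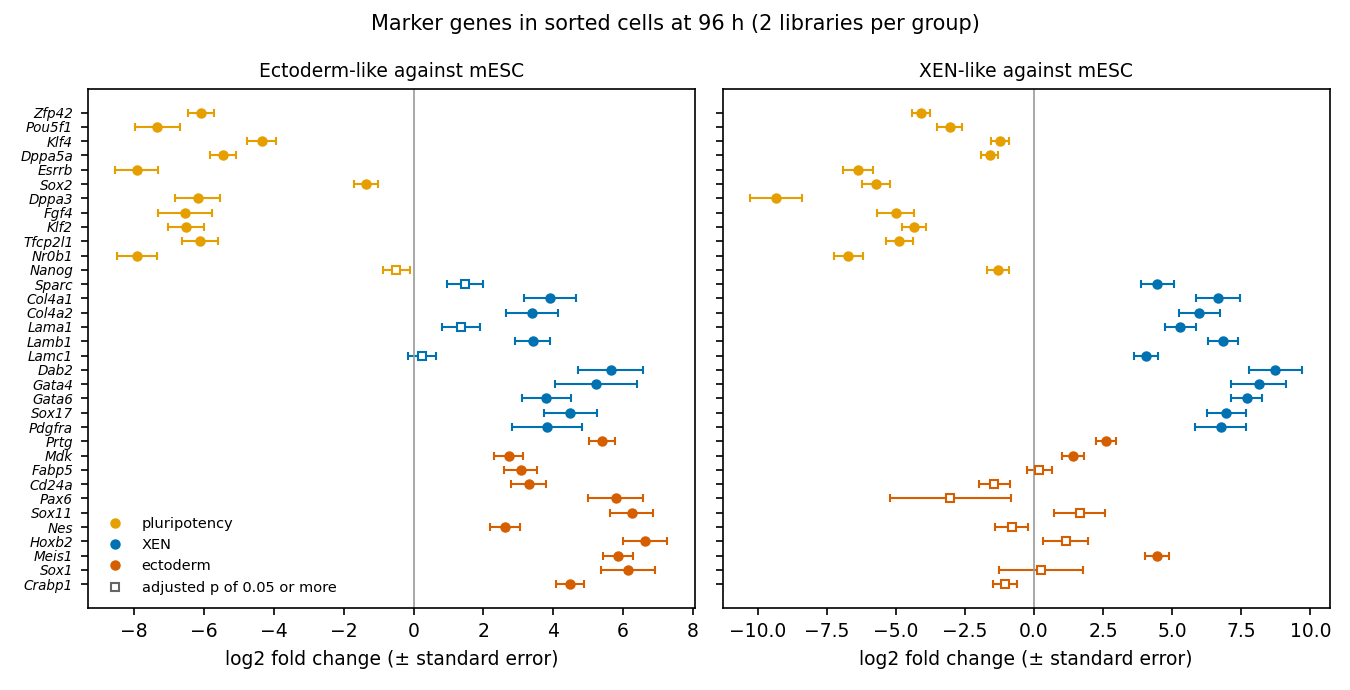
Log2 fold change (horizontal axis) of pluripotency, XEN and ectoderm marker genes in sorted ectoderm-like cells (left) and sorted XEN-like cells (right) at 96 h against mESCs, with 2 libraries per group. Points are estimates of edgeR's quasi-likelihood fit, bars are 1 standard error on each side, and open squares mark an adjusted p of 0.05 or more, such as Nanog in the left panel at −0.49.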

### Computational analysis SCRB-seq experiments

A histogram of the total number of UMIs detected per cell is shown in Supplementary Fig. 2a. To reduce the influence of technical noise we discarded cells with less than 2000 UMIs (red vertical line in Supplementary Fig. 2). This cutoff nearly minimized the upper bound of the counting error per gene (Supplementary Fig. 2b) estimated by

$$\varepsilon = \frac{1}{{\sqrt { < {\rm{UMI}}  >} }} \cdot \frac{1}{{\sqrt {\# {\rm{cells}}} }}$$

while not significantly reducing the number of detected genes (13,720, Supplementary Fig. 2c)—defined as the number of genes, which had more than one UMI in more than one cell. 

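Of the wells, 2448 had more than 2000 UMIs, and 1 more had exactly 2000. In these cells 13721 genes had more than 1 UMI in more than 1 cell. A limit of 1000 UMIs gave 3046 cells and 13808 genes, and one of 4000 UMIs gave 1299 cells and 13341 genes.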

Due to this cutoff 2451 out of 3456 measured cells were used for further analysis (Supplementary Fig. 2e), where these are the numbers of cells analyzed at each time point:

In individual cells with more than 2000 total UMIs 850 genes were detected on average.

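The mean number of genes with more than 1 UMI per cell was 849.9 in the cells kept.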

For all further analyses, except the calculation of Fano factors, the data was normalized in the following way to account for differences in efficiency of transcript recovery between wells: UMI counts were divided by the total number of UMI counts per cell and then multiplied by the median of total UMI counts across all cells growing in 2i/L. For the calculation of Fano factors (Fig. 1d) UMI counts were down-sampled to 2000 UMI counts per cell. This down-sampling procedure ensured that the contribution of counting error to the Fano factors was equal for all cells from all time points. To include only those genes, which exhibited significant, biological variability, we considered the coefficient of variation (CV) of individual genes over all time points with respect to the mean expression level as well as the CVs of ERCC spike-ins with known abundance (Supplementary Fig. 2f). The increase in variability with decreased average expression reflected higher technical and counting noise for lowly expressed genes. We used the 829 genes, which had the 5% highest ratios of CV and the moving average of the CV for principal component analysis, k-means clustering and t-SNE mapping (see below).

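The paper's text does not give the width of the moving average or the genes it ran over. With the 16583 genes that had a UMI in at least 2 cells, a moving average over 100 genes ordered by mean expression and the highest 5% of ratios, 829 genes resulted. This set of genes was chosen because it gives the stated number. It contained 8 of 11 XEN markers, 4 of 12 ectoderm markers, 2 of 12 pluripotency markers and 0 of 7 post-implantation epiblast markers.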

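SCRB-seq values averaged over the cells of a time point were set against the bulk library of the same time point, on log10 values of the genes above 0 in both. Across genes, which are not independent replicates, the Pearson correlation lay between 0.74 at 0 h and 96 h and 0.82 at 6 h. Over all 107021 pairs of values it was 0.78. The scale moved it most, to 0.59 on linear values and 0.89 on log2(value + 1) with zeros kept.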

To further characterize the performance of SCRB-seq we first compared SCRB-seq data averaged over cells for individual time points with bulk RNA-seq and found them to be strongly correlated (Supplementary Fig. 2g, Pearson correlation ρ = 0.75). 

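In 100 random pairs of 0 h cells, the correlation across the genes with a UMI in both cells was 0.65 ± 0.042 on log10 values (SD over pairs, from 0.55 to 0.74). On linear values the mean was 0.91.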

We compared 100 randomly selected pairs of cells growing in 2i/L and found that SCRB-seq measurements of individual cells were strongly correlated (Supplementary Fig. 2h, Pearson correlation ρ = 0.63). By analysis of UMI counts of ERCC spike-in RNA we determined that UMI counts scaled approximately linearly with the spiked-in transcripts—the slope of a linear fit to the log-log plot of spike ins vs. UMI counts was 0.78. The efficiency of transcript recovery as determined from the offset of that linear fit was about 0.9% (Supplementary Fig. 2i).

For principal component analysis (PCA) we considered genes, which belonged to the upregulated clusters (clusters 5 and 6, Supplementary Fig. 1a) and were among the most variable genes (Supplementary Fig. 2f). Prior to PCA expression profiles of individual genes were converted to z-scores using the average expression over all time points and the moving average of the coefficient of variation (Supplementary Fig. 2f) to preserve biological variability. PCA was performed with all cells across all time points and expression profiles of individual cells were then projected on the principal components thusly determined. The genes with the highest loadings in the first two principal components are listed in Supplementary Fig. 3a and their loadings are represented graphically in Supplementary Fig. 3b.

To discover clusters of cells we used k-means clustering including all 829 most variable genes with (1—Pearson correlation) as the distance metric. Cluster-wise assessment of stability^12^ was used to determine the robustness of clusters. In particular, we calculated the Jaccard similarities between clusters found in bootstrapped samples. Clusterings resulting in Jaccard similarities close to 0.5 were considered unstable. In this way two stable clusters were found for the 96 h time point. For earlier time point cells were classified according to similarity with the clusters found at 96 h or mESCs at 0 h. In particular, we first calculated the mean expression profiles of mESCs, as well as the XEN-like and ectoderm-like subpopulations at 96 h. Then Pearson correlation was calculated between those average profiles and expression profiles of individual cells at earlier time points. A cell was classified as a particular cell type when the correlation with this particular cell type exceeded the correlation with all other cell types.

Gene expression of individual genes in the SCRB-seq data set was represented in color by normalizing to the maximum expression per time point, linear histogram stretching (1st to 99th percentile) and subsequent linear mapping to a custom colormap (Supplementary Fig. 9d).

For t-distributed stochastic neighbor embedding (t-SNE) we considered genes, which were among the most variable genes (Supplementary Fig. 2f). Prior to t-SNE mapping profiles of individual genes were converted to z-scores using the average expression over all time points and the moving average of the coefficient of variation (Supplementary Fig. 2f) to preserve biological variability. One-dimensional t-SNE maps were computed using the MATLAB Toolbox for Dimensionality Reduction (v0.8.1—March 2013) (^18^, L.J.P. van der Maaten, http://lvdmaaten.github.io/drtoolbox/). Expression of *Rex1* was represented in color by normalizing to the maximum expression, linear histogram stretching (0th to 95th percentile) and subsequent linear mapping to a custom colormap.

The Fano factor reported in Fig. 1d is the Fano factor of individual genes averaged over all significantly variable genes. For this calculation down-sampled SCRB-seq data was used (see above). To determine the Fano factor of possible subpopulations, cells were first clustered by k-means clustering. Then the Fano factor was calculated separately for each cluster and averaged over all clusters. This procedure was carried out repeatedly and the resulting Fano factors were again averaged.

Hierarchical clustering of the SCRB-seq data (Supplementary Fig. 3) was performed using standard MATLAB routines. The particular clustering method was complete-linkage clustering using (1—Pearson correlation) as the distance metric.

For pseudotime ordering of cells a correlation-based pseudotime was defined by τ = R_pluri_—0.5*(R_ect_ + R_xen_), where are R_pluri_, R_ect_ and R_xen_ are the Pearson correlations of an individual expression profile with the average expression of mESCs, ectoderm-like cells at 96 h and XEN-like cells at 96 h, respectively.

For comparison with expression in in vivo tissue^21^ we performed PCA on standardized in vivo data using the 829 most variable genes defined above. We then projected our standardized SCRB-seq data on the plane spanned by the first two principal components.

### Computational analysis SMART-seq2 experiments

Only cells with at least 200000 reads per cell were used, resulting in the following numbers of cells analyzed at the respective time points:

For all further analyses the data was normalized in the following way to account for differences in the total number of reads between samples: RPKM for individual genes were divided by the total number of RPKM per cell and then multiplied by the median of total RPKM across all cells growing in 2i/L. Cells with high expression of *Cd24* or *Pdgfra* were classified as shown in Supplementary Fig. 9a. Out of the 82 cells measured by SMART-seq2 at 48 h, 10 were considered XEN-like (*Pdgfra* high) and 29 ectoderm-like (*Cd24* high). To compute p-values for gene expression differences in these subpopulations we used a null model that assumes that all cells were essentially identical and gene expression differences were only due to biological and technical noise. We repeatedly sampled 10 or 29 cells, respectively, with replacement from the pool of cells which did not express *Pdgfra* or *Cd24* and calculated the average expression level for each gene. The distribution of average expression levels for each gene thusly obtained was then fit with a normal distribution. The p-value was then calculated using this normal distribution and the average expression level observed in the *Cd24* or *Pdgfra* high cells.

To account for multiple hypothesis testing we used the Benjamini-Hochberg procedure and set the false discovery rate to 0.05. Additionally, we required a minimal fold-change of 2 and an absolute expression level bigger than 1 normalized RPKM for a gene to be accepted as differentially expressed Finally, we considered only genes which were defined as transcriptional regulators by gene ontology (GO) term annotation (GO:0003700, GO:0044212, GO:0045944, GO:0006355, GO:0000981). We considered a gene to be expressed / not expressed in the pluripotent state when it was robustly expressed (normalized RPKM > 5) in at least 50% / less than 5% of the cells at 0 h.

We combined the transcriptional regulators identified in this way with pluripotency network factors^51^ to arrive at a set of transcription factors which are likely relevant for the lineage decision studied here. For the calculation of co-expression (Fig. 6b, c) we considered a gene to be expressed at normalized RPKM values over 1.

### Single-molecule FISH

Cells growing in gelatinized tissue culture dishes were washed twice with PBS, detached with Accutase (Life technologies) and resuspended in full medium. Formaldehyde was added to the cell suspension to a final concentration of 4%. Cells were incubated for 12 min at room temperature while being rotated and then spun down for 3 min at 90 x g. Subsequently cells were permeabilized at least over night in 70% ethanol. For hybridization and imaging cells were attached to chambered cover slides (Nunc Lab-Tek) coated with poly-l-lysine.

In the case of intact colonies, adherent cells were fixed for 15 min with 4% formaldehyde by adding formaldehyde to the growth medium and subsequently permeabilized in 70% ethanol.

Oligonucleotide libraries with 20-nt probes for *Nanog*, *Gbx2, Tbx3, Gata6* and *Pax6* were designed and fluorescently labeled as previously described^40^. Briefly, a home-made MATLAB script was used to design probes with close to 45% GC content. The probes were then checked for low-complexity sequences and binding to other than the desired transcript by BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi). Suitable probes were ordered from Biosearch Technologies and fluorescently labeled using a 3’-amine modification of the oligos and amine reactive dyes (GE healthcare). The hybridization buffer used for smFISH contained 2 × SSC buffer, 25 or 40% formamide, 10% Dextran Sulphate (Sigma), E. coli tRNA (Sigma), Bovine Serum Albumin (Ambion) and Ribonucleoside Vanadyl Complex (New England biolabs). 50–75 ng of the desired probes were used per 100 µl of hybridization buffer. (The mass refers only to pooled oligonucleotides, excluding fluorophores, and is based on absorbance measurements at 260 nm). Probes were hybridized for 16–18 h at 30 °C, after which we washed cells twice for 30 min at 30 °C in wash buffer (2 × SSC, 25% formamide (for all probes except *Gbx2* and *Tbx3*) or 40% formamide (for *Gbx2* and *Tbx3*)), supplemented with Hoechst 33,342. For microscopy, we filled the hybridization chamber with a mounting solution containing 1 x PBS, 0.4% Glucose, 100 μg/ml Catalase, 37 μg/ml Glucose Oxidase, and 2 mM Trolox. Imaging was done exactly as described previously^69^. Images were taken on a NIKON Ti-E inverted fluorescence microscope equipped with a Roper scientific PIXIS 1024B camera and a 100x oil immersion objective (numerical aperture 1.49). Custom filters (Omega Optical) were used for imaging TMR and Alexa 594 and a standard filter (Chroma) for Cy5. Exposure times ranges between 1 and 3 s and the distance between planes in a z-stack was 0.3 μm Home-made MATLAB scripts were used for image analysis. Cells positive for one of the assayed genes were classified as shown in Supplementary Fig. 10b.

### Quantification of the flow cytometry experiments

The distribution of cells in the space of CD24 and PDGFRA expression was modeled by the sum of 4 bivariate normal distributions. This model has in principle 19 free parameters (8 for the means, 8 for the standard deviations and 3 for the size of the relative contributions). To ensure robust fitting to the date we reduced the number of parameters to 9 by keeping the standard deviations constant and only allowing 4 different values for the means.

$$\begin{array}{l}\\ 	p\left( {x,y;{f_1},{f_2},{f_3},\mu _x^{low},\mu _y^{low},\mu _x^{high},\mu _y^{high},{\sigma _x},{\sigma _y}} \right)\\ 	= {f_1} \cdot N\left( {x,y;\mu _x^{low},\mu _y^{low},{\sigma _x},{\sigma _y}} \right) + {f_2} \cdot N\left( {x,y;\mu _x^{low},\mu _y^{high},{\sigma _x},{\sigma _y}} \right)\\ 	+ {f_3} \cdot N\left( {x,y;\mu _x^{high},\mu _y^{low},{\sigma _x},{\sigma _y}} \right) + \left( {1 - \mathop {\sum }\limits_{i = 1}^3 {f_i}} \right) \cdot N\left( {x,y;\mu _x^{high},\mu _y^{high},{\sigma _x},{\sigma _y}} \right)\\ \end{array}$$

N(*x*, *y*, *µ*_x_, *µ*_y_, *σ*_x_, *σ*_y_) is a bivariate normal distribution in x and y (PDGFRA and CD24 expression, respectively) with mean (*µ*_x_, *µ*_y_) and standard deviation (*σ*_x_, *σ*_y_). This model was fit to a reference data set (typically untreated control cells after 96 h of RA exposure) by maximizing the log-likelihood −log(p). To subsequently calculate the size of the fractions f_i_ for a particular sample we first calculated the probabilities that the expression values (*x*, *y*) found in a particular cell were drawn from one the 4 normal distributions N(*x*, *y*, *µ*_x_, *µ*_y_, *σ*_x_, *σ*_y_). The cell was then ascribed to the distribution from which it was most likely drawn.

### Stochastic simulation of the lineage transition

We simulated the differentiation process using a discretized version of the Langevin equation describing the system (Euler method):

$$\begin{array}{l}\\ 	dX = \left( {{a_X}\frac{{{X^n}}}{{{\theta ^n} + {X^n}}} + b\frac{{{\theta ^n}}}{{{\theta ^n} + {E^n}}} - kX} \right){\rm{\Delta }} + \sqrt {D{\rm{\Delta }}} \,{\cal N}\left( {0,1} \right)\\ 	dE = \left( {{a_E}\frac{{{E^n}}}{{{\theta ^n} + {E^n}}} + b\frac{{{\theta ^n}}}{{{\theta ^n} + {X^n}}} - kE} \right){\rm{\Delta }} + \sqrt {D{\rm{\Delta }}} \,{\cal N}\left( {0,1} \right)\\ \end{array}$$

*X* and *E* indicate the expression levels of the XEN and ectoderm programs respectively. N(0, 1) indicates a Wiener process with mean 0 and standard deviation 1. D sets the strength of gene expression noise and Δ determines the size of the time step. After initializing X and E randomly between 0 and 0.1 we first equilibrated the system for 100 iterations. Subsequently, we propagated the system for 200 additional iterations. To relate the simulation to experimental time scales, the end point of the simulation was taken to be at 96 h. To model the exit from pluripotency the degradation parameter k was switched from a high value (*k* = 10) to a low value (*k* = 1) after 12 h (25 iterations), which allowed X and E to increase. To model timed application of RA the auto-activation parameter for the XEN program a_X_ was switched at various points in time (no RA: *a*_X_ = 0; RA: *a*_X_ = 0.5). For each condition we generated 10,000 trajectories and counted the number of trajectories that ended at the XEN or ectoderm attractor (see Supplementary Fig. 8b). The relative frequency of trajectories ending at the XEN attractor is reported in Fig. 5e.

### Used parameters

*n* = 4

θ = 0.5

Δ = 0.05

pluripotency: *k* = 10

differentiation: *k* = 1

*a*_E_ = 0.5

no RA:, *a*_X_ = 0

RA: *a*_X_ = 0.5

In Supplementary Fig. 8b

low noise: D = 0.0001

high noise: D = 0.01

### Code availability

The MATLAB scripts used for data analysis and simulations are freely available on request from the corresponding author.

### Data availability

All raw and processed data is freely available from the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE79578.

## Electronic supplementary material

Supplementary Information

Peer Review file

# Supplementary material for: Dynamics of lineage commitment revealed by single-cell transcriptomics of differentiating embryonic stem cells
**Source:** Nat Commun. 2017 Oct 23;8:1096. doi: 10.1038/s41467-017-01076-4
**Supplement:** Supplementary file 1 — Supplementary Information

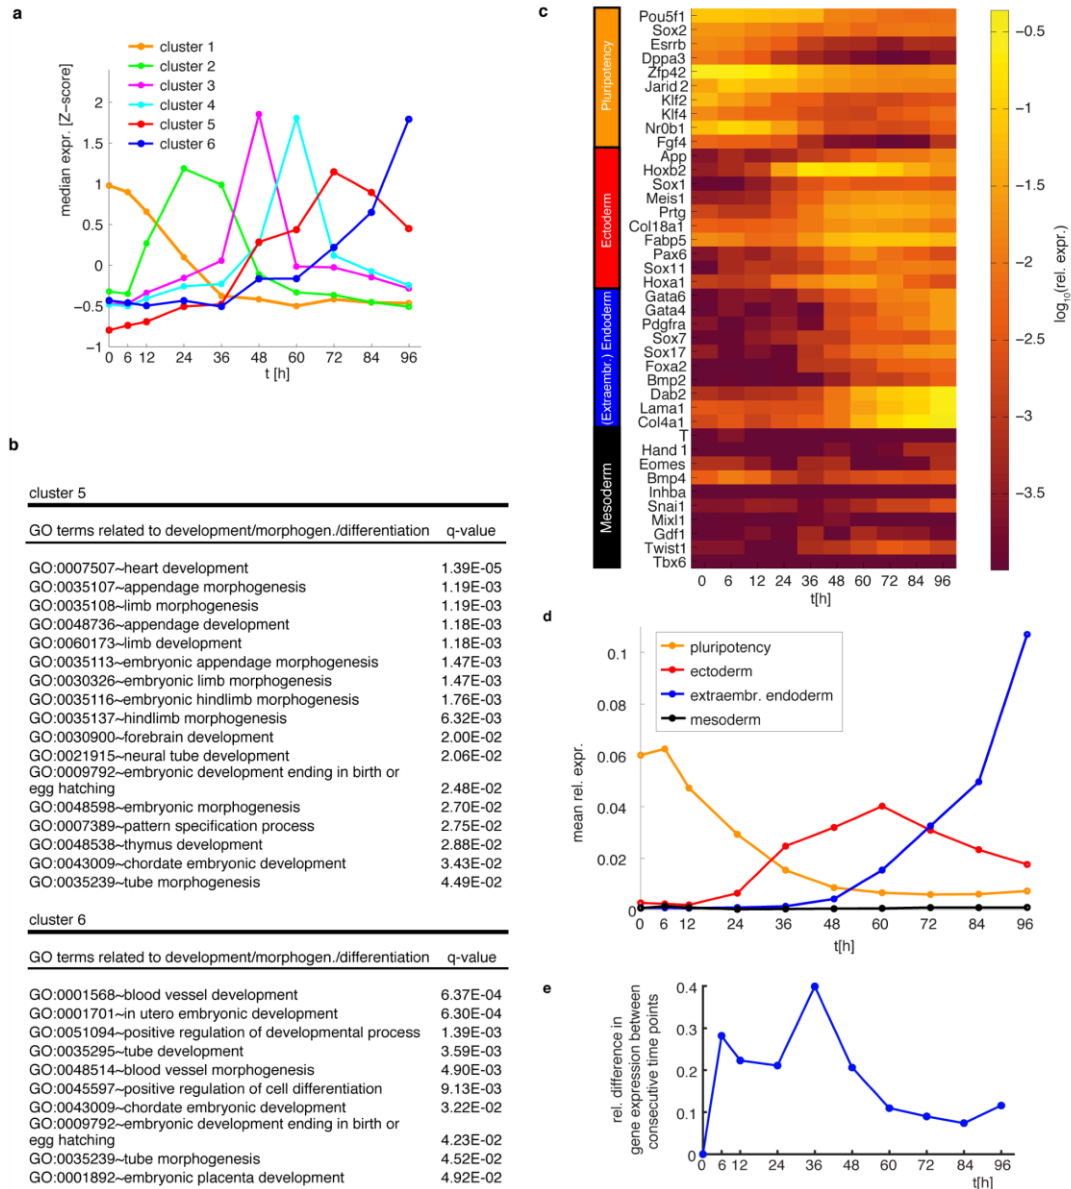

### Supplementary figure 1 | Bulk RNA-seq of differentiating mESCs shows downregulation of pluripotency factors and upregulation of germ layer markers

**a**, Expression profiles measured by bulk RNA-seq were clustered by k-means clustering and 6 robust temporal gene clusters were identified. The median of the expression profiles in each gene cluster is shown. Gene clusters were ordered by the position of the expression maximum. **b**, GO terms which were significantly enriched in clusters 5 and 6 (q-value < 5%). q-values were calculated using the Benjamini-Hochberg procedure from p-values determined by Fisher's exact test. **c**, Gene expression of marker genes for pluripotency and the three germ layers measured by bulk RNA-seq. Expression was normalized to *Gapdh* expression at each time point. **d**, Average expression profiles (relative to *Gapdh*) of marker genes shown in **c**. **e**, Global gene expression dynamics as measured by bulk RNA-seq. A data point at a certain time point represents the 2-norm of the difference between the gene expression vector at that time point and the previous time point. All differences are normalized to expression at 0 h, which corresponds to cells growing in ground state conditions (2i/L medium)

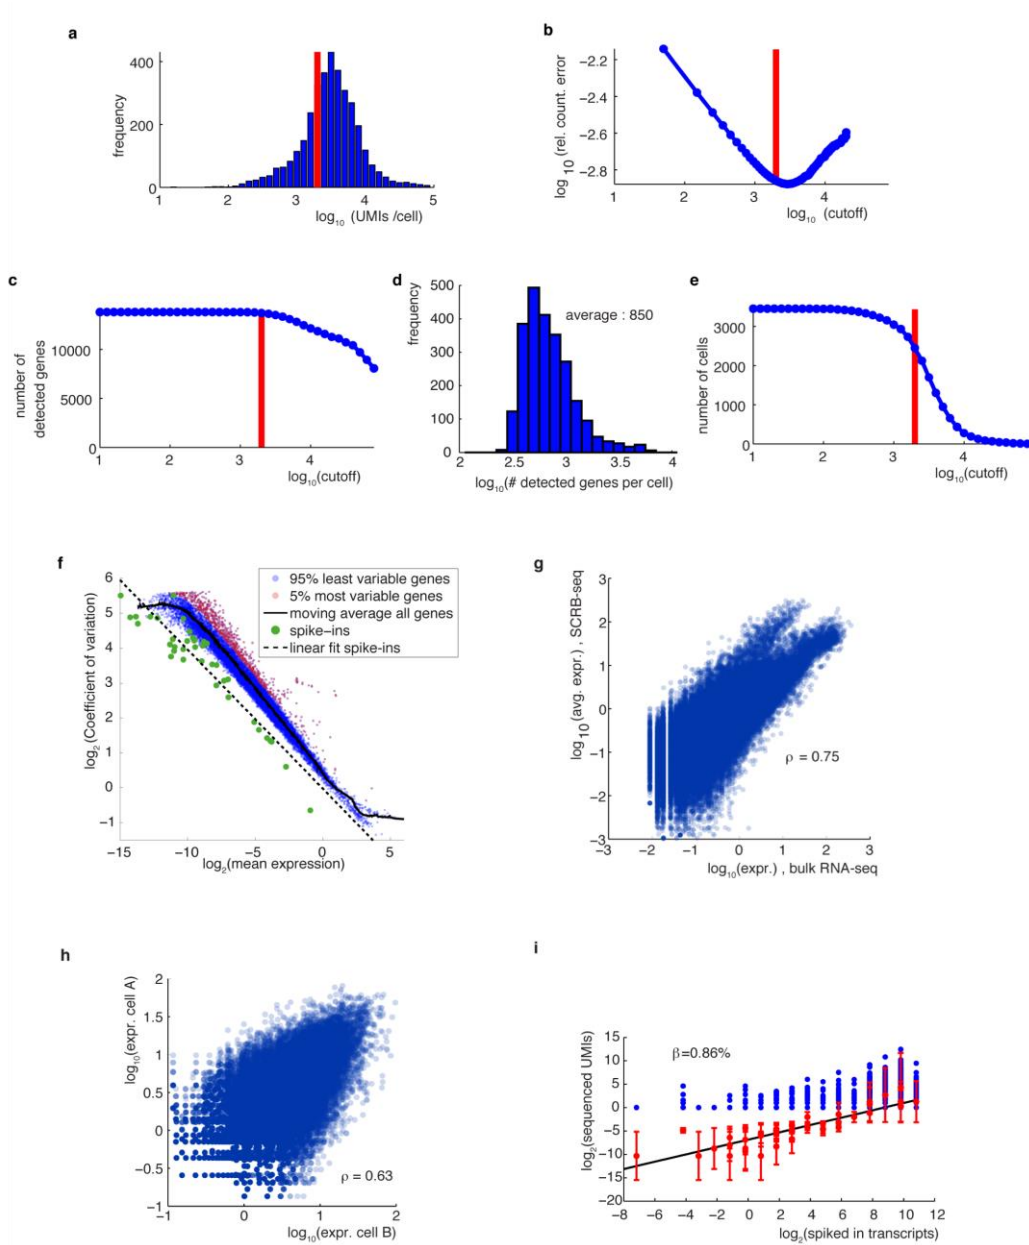

## Supplementary figure 2 | Characterization of the SCRiB-seq method

**a**, Frequency of total number of UMIs detected per cell. The red line indicates the cutoff (total UMIs > 2000) above which cells were used for further analysis. **b**, Estimated upper bound for the relative counting error of UMIs with respect to the UMI cutoff. **c**, Number of genes detected across all cells (UMI > 1 in more than 1 cells) with respect to total UMI cutoff. **d**, Distribution of number of detected genes (UMI > 1) per cell for cells with at least 2000 UMIs in total. The average is 850. **e**, Number of cells used for further analysis with respect to total UMI cutoff. **f**, Coefficient of variation (CV) of individual genes with respect to mean expression level across all time points. The solid line is a moving average. Indicated in red are the genes, which are considered the 5% most variable taking into consideration the general trend. For comparison, the CVs of spiked in ERCC transcripts are shown in green and a linear fit to these data points is shown as a dashed, black line. **g**, Comparison of bulk RNA-seq measurements and SCRiB-seq measurements averaged over cells for individual time points. Pearson correlation  $\rho = 0.75$ . **h**, Comparison of expression levels measured by SCRiB-seq in 100 randomly selected pairs of single cells in 2i/L conditions. Pearson correlation  $\rho = 0.63$ . **i**, Number of spiked in ERCC transcripts with respect to sequenced spike-in UMIs. The blue symbols show the measurements while red symbols indicate the mean; whiskers indicate standard deviations. From a linear fit of the data the recovery efficiency is determined to be 0.9%. The slope of the linear fit is 0.78.

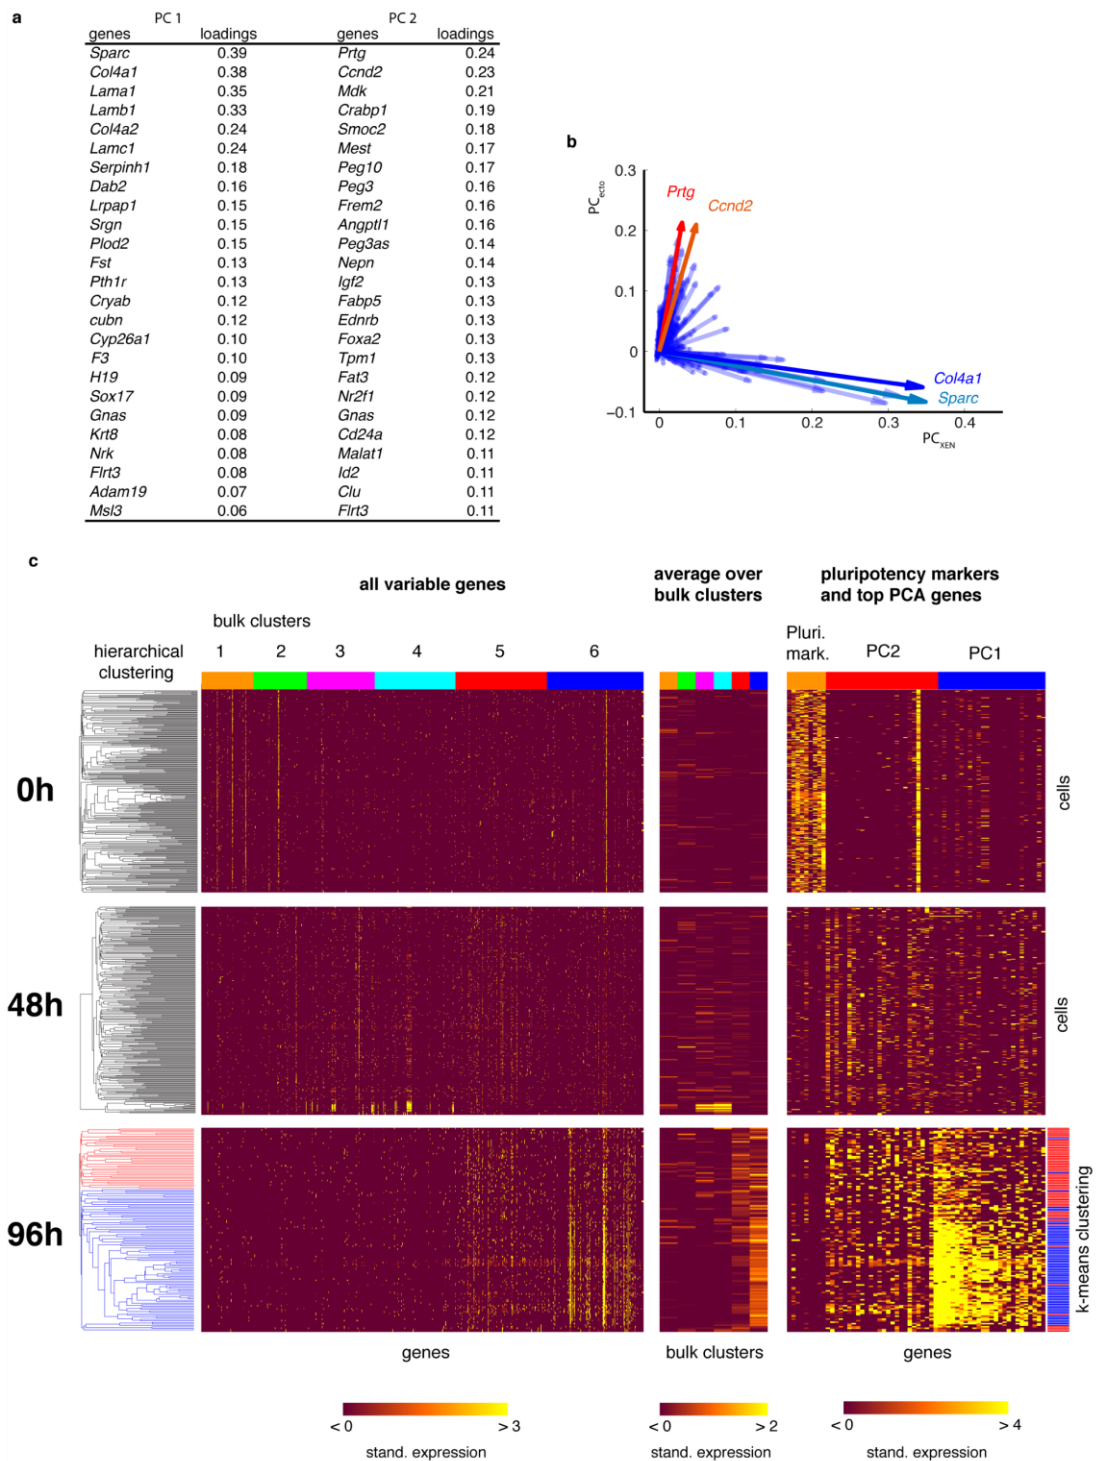

### Supplementary figure 3 | Principal component analysis and hierarchical clustering of the SCR-seq data

**a**, Loadings of the 25 genes with the highest loadings in the first two principal components (PC 1 and PC 2). Principal components were calculated across all cells and time points. **b**, Graphical representation of the data in **a**. Each arrow represents the loading of a gene. The elements of the vector defining the arrow are the gene's loadings. **c**, Expression levels of the 829 most variable genes at 0 h, 48 h and 96 h of RA exposure. Cells were clustered by complete-linkage clustering using one minus the Pearson correlation as distance metric (dendrograms on the left). The colored lines on the right for the 96h time point indicate k-means clustering, where red corresponds to the ectoderm-like cluster and blue to the XEN-like cluster (see Fig. 1b). The colored bars on top indicate the 6 temporal gene clusters found by bulk RNA-seq (see Supplementary Fig. 1a). In the middle column gene expression was averaged over the genes in the 6 temporal gene clusters. In the rightmost column only the 25 top genes in PC1 and PC2 are shown (see panel **a**) as well as 10 pluripotency markers (*Zfp42*, *Pou5f1*, *Klf4*, *Dppa5a*, *Esrrb*, *Sox2*, *Dppa3*, *Fgf4*, *Klf2*, *Tfcp2l1*). Expression was standardized as described in Methods.

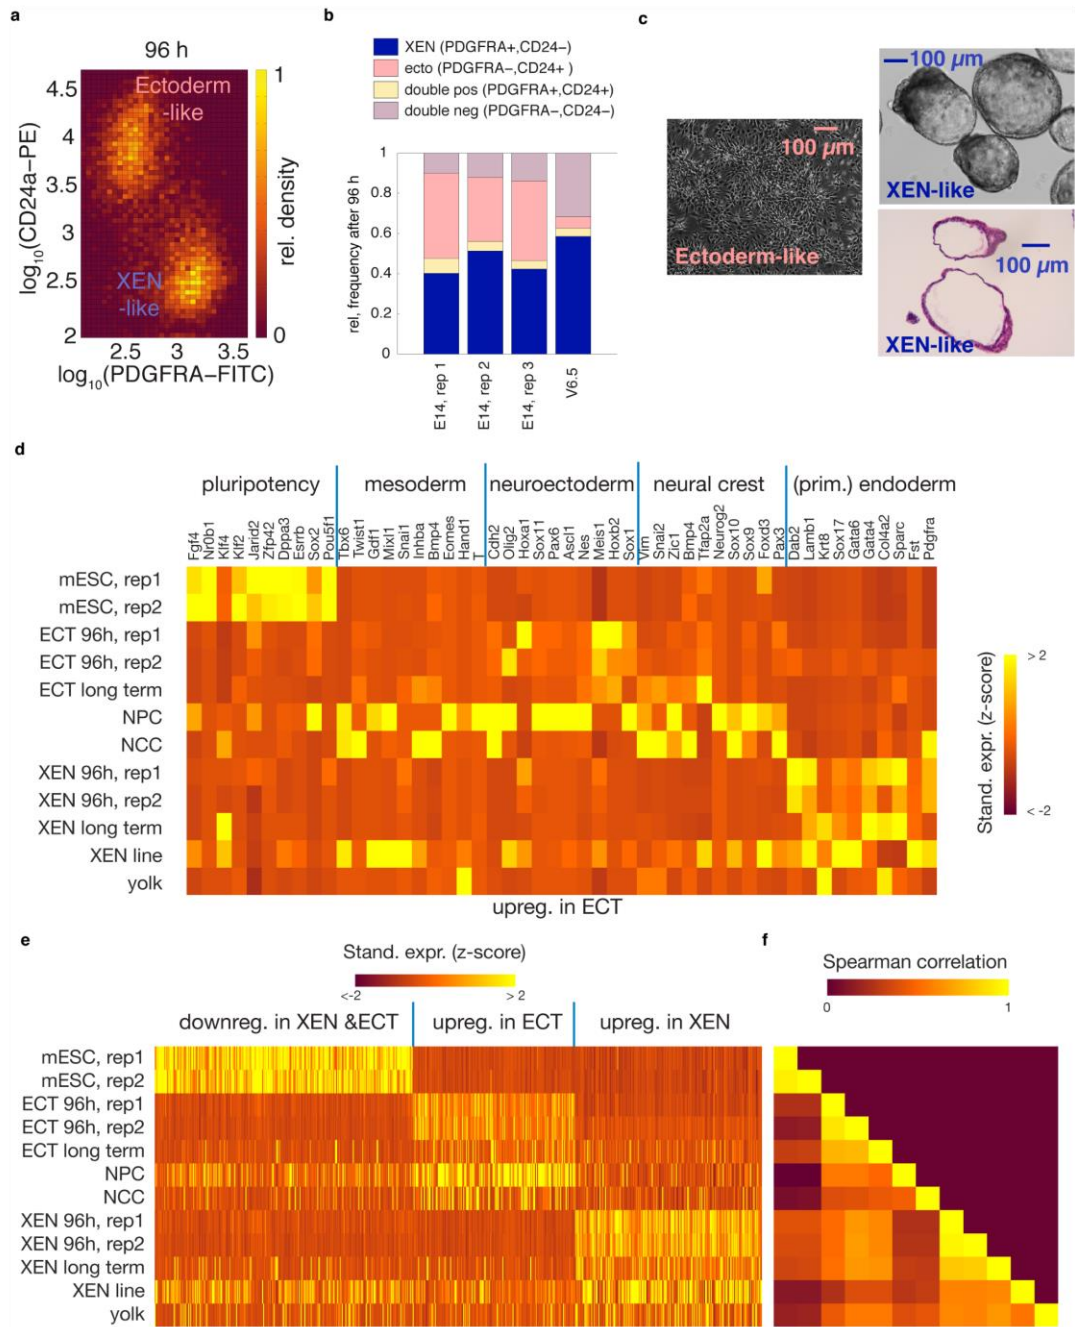

**Supplementary figure 4 | Revealing the identity of the differentiated cell clusters by FACS purification and bulk RNA-seq** **a**, Flow cytometry measurement of cells stained with CD24 and PDGFR $\alpha$  antibodies after 96 h of RA exposure. The heatmap represents the relative density of cells. **b**, Frequency of XEN-like and ectoderm-like cells after 96 h exposure to RA. Cells were classified based on CD24 and PDGFR $\alpha$  expression measured by antibody staining and flow cytometry. Shown are results for 3 biological replicates with E14 mESCs as well as V6.5 mESCs. **c**, Left panel: ectoderm-like cells (CD24+/PDGFR $\alpha$ -) sorted after 96 h of RA exposure and grown for 5 passages on laminin in N2B27 basal medium complemented with EGF and FGF2. Panels on the right: XEN-like cells (CD24-/PDGFR $\alpha$ +) sorted after 96 h of RA exposure and replated in N2B27 + EGF + FGF2. The top panel shows a phase contrast image of the floating aggregates, which formed quickly after replating. The cyst-like, hollow aggregates shown here were in culture for 3 weeks after sorting. The lower panel is a brightfield image of an H&E stained section of similar floating aggregates, also 3 weeks after sorting. **d,e** Comparison of bulk RNA-seq expression profiles of mESCs, differentiated cells (ECT: ectoderm-like, CD24+/PDGFR $\alpha$ - at 96h; XEN: XEN-like, PDGFR $\alpha$ +/CD24- at

96h), long term cultured purified ECT and XEN cells (see **c**) measured here as well as literature expression data for relevant cell types or tissues (NPC: neural progenitor cells <sup>1</sup>, NCC: neural crest cells <sup>2</sup>, yolk: yolk sac <sup>3</sup>, XEN line: XEN cell line<sup>4</sup>). In panel **d** a set of marker genes is shown, while panel **e** shows all genes that are differentially expressed between mESCs and XEN and/or ECT. Expression is given as a gene wise z-score to accentuate differences between samples. **f**, Spearman correlation between the expression profiles shown in **e**.

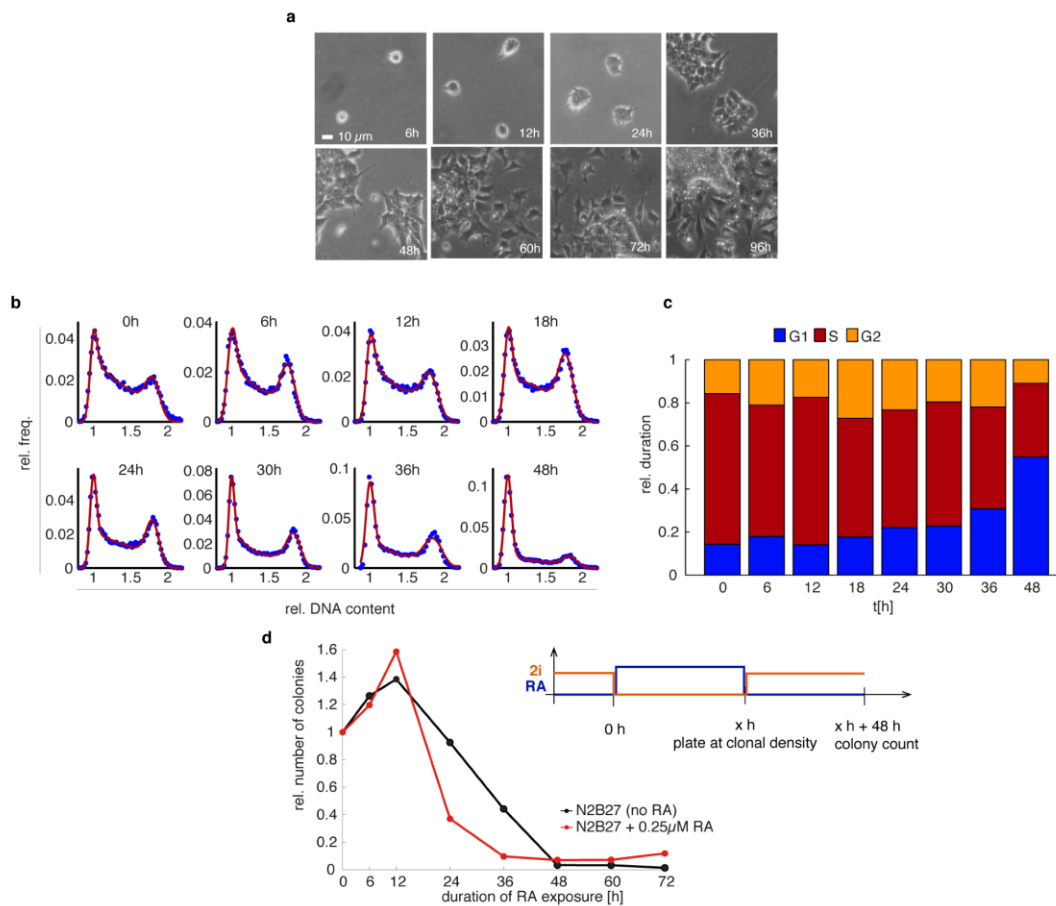

### Supplementary figure 5 | Phenotypic characterization of the exit from pluripotency

**a**, Cell morphology throughout the differentiation time course. Cells were continuously exposed to 0.25  $\mu$ M RA.

Shown are representative phase contrast images. **b**, Histograms of the relative DNA content measured by Hoechst 33342 staining and flow cytometry (blue symbols) after the indicated periods of exposure to RA. The red solid lines are fits of the Dean-Jet-Fox model<sup>5</sup> to the data for individual time points.

**c**, Relative lengths of cell cycle phases throughout the time course as determined from fits of the Dean-Jet-Fox model to the measured DNA content.

**d**, Clonogenicity after exposure to RA (red data points) or N2B27 basal medium (black data points). After differentiation for the indicated amounts of time cells were replated at a defined, clonal density in 2i/L. After culture for two additional days in 2i/L colonies were counted. The reported values are relative to the number of colonies obtained without differentiation prior to culture in 2i/L. The inset shows a schematic of this experiment.

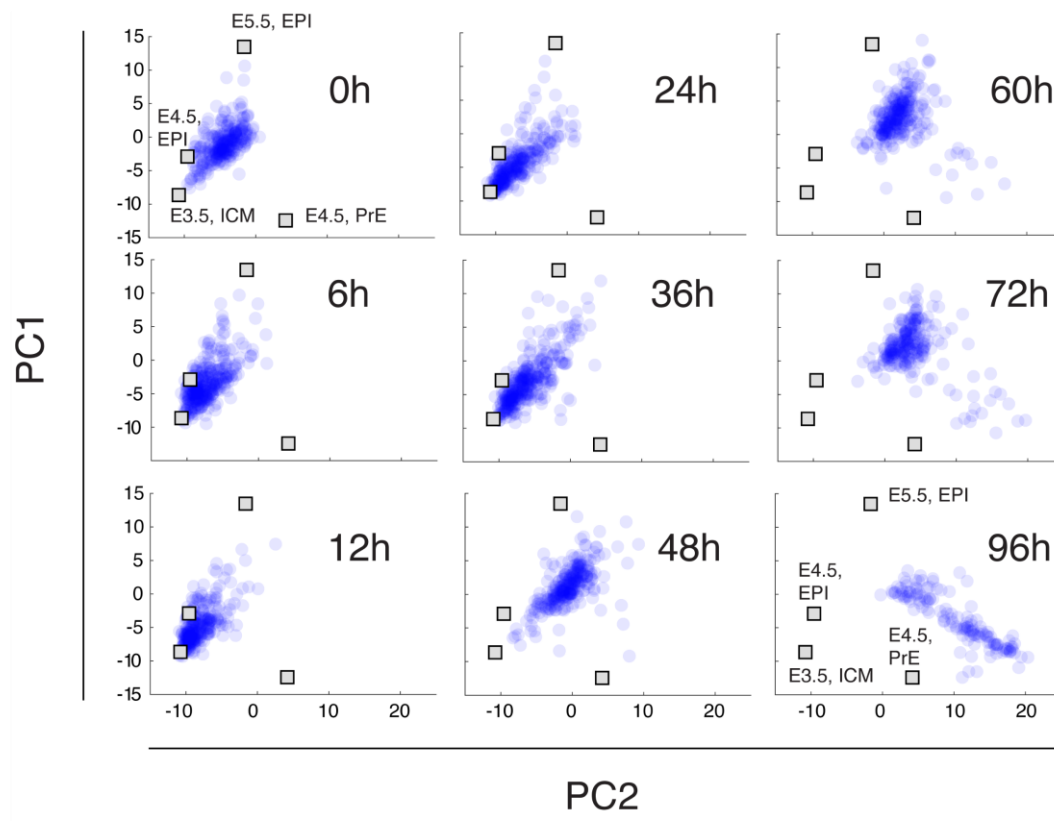

#### Supplementary figure 6 | Comparison of SCR-seq data to expression in *in vivo* tissues

Principal component analysis of a panel of pre- / peri-implantation tissues <sup>6</sup>. The SCR-seq gene expression profiles obtained during RA differentiation were placed in the space of the first two principal components. Each data point represents an individual cell. ICM: inner cell mass, EPI: epiblast, PrE: primitive endoderm

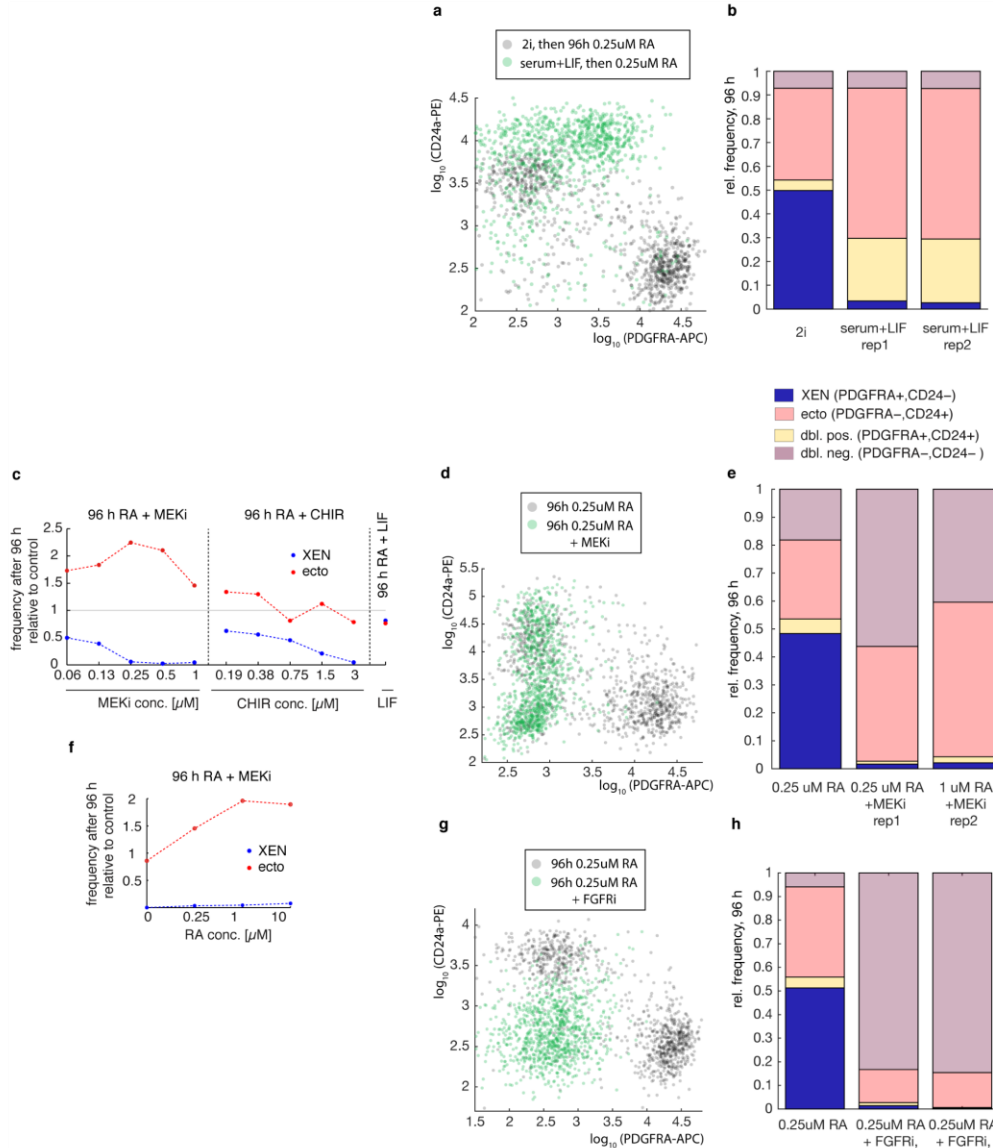

**Supplementary figure 7 | Influence of culture conditions, MEK inhibition and FGF receptor inhibition on the lineage decision.**

**a-h**, To determine the frequencies of the various cell types, cells were classified after 96 h of RA exposure based on CD24 and PDGFR $\alpha$  expression measured by antibody staining and flow cytometry. Expression was measured by antibody staining and flow cytometry. **a**, Scatter plot of CD24 and PDGFR $\alpha$  expression after 96 h of RA exposure of cells that were cultured in 2i/L or serum + LIF conditions for 3 passages prior to the start of the differentiation. **b**, Quantification of the experiment shown in **a**. **c**, Frequency of XEN-like and ectoderm-like cells after 96 h differentiation in N2B27 plus RA and MEK inhibitor PD0325901 (MEKi, 0.06 -1  $\mu\text{M}$ ), RA and GSK3 inhibitor CHIR99021 (CHIR, 0.19 - 3  $\mu\text{M}$ ) or RA and LIF relative to the control (RA only). **d**, Scatter plot of CD24 and PDGFR $\alpha$  expression after 96 h of RA exposure with or without addition of the MEK inhibitor (MEKi) PD0325901. **e**, Quantification of the experiment shown in **d**. **f**, Frequency of XEN-like and ectoderm-like cells after 96 h exposure to various concentrations of RA and 0.5  $\mu\text{M}$  MEK inhibitor PD0325901 (MEKi) relative to the control (0.25  $\mu\text{M}$  RA only). **g**, Scatter plot of CD24 and PDGFR $\alpha$  expression after 96h of RA exposure with or without addition of the FGF receptor inhibitor (FGFRi) PD173074. **h**, Quantification of the experiment shown in **g**.

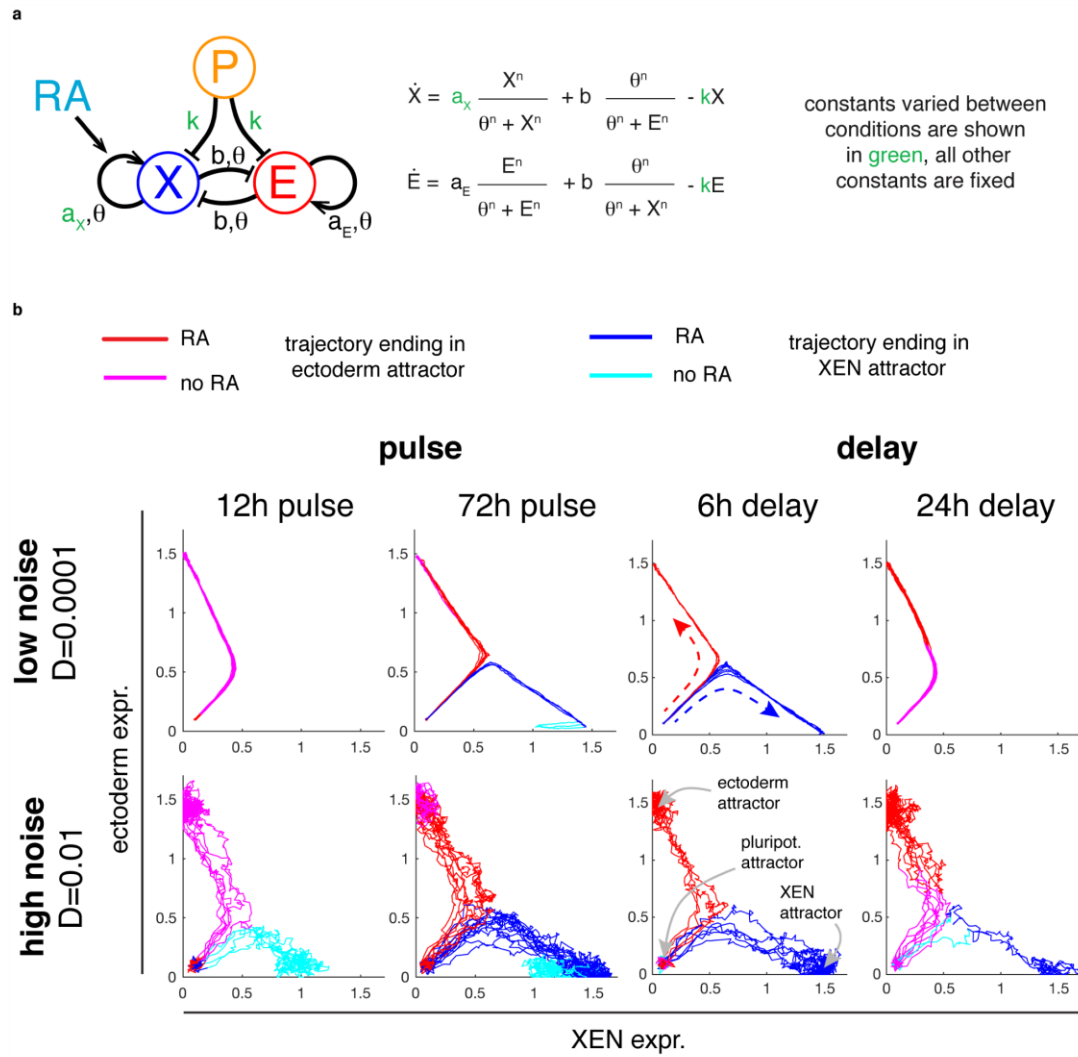

**Supplementary figure 8 | Stochastic simulation of the bifurcation process**

**a**, Schematic representation and equations defining a minimal gene regulatory network that can produce a lineage bifurcation<sup>7</sup>. Pointy arrows indicate (auto)activation; blunted arrows indicate repression. E and X represent expression of ectoderm-like and XEN-like transcriptional programs, respectively. P stands for the pluripotency network. Parameters which are changed between conditions are shown in green. All other parameters are fixed. **b**, Exemplary trajectories for the RA pulses or a delay of RA exposure of different lengths. Each panel shows 10 trajectories simulated under the condition indicated at each row and column. All trajectories start at the pluripotency attractor and end either at the XEN or ectoderm attractor (indicated by grey arrows in the “6h delay, high noise” panel). Dashed arrows indicate their overall direction (see the “6h delay, low noise” panel). Trajectories are colored according to their endpoint and the presence of RA. Red-violet trajectories end at the ectoderm attractor, cyan-blue trajectories end at the XEN attractor. During the red and blue parts of trajectories RA is present, during the violet and cyan parts of the trajectories there is no RA.

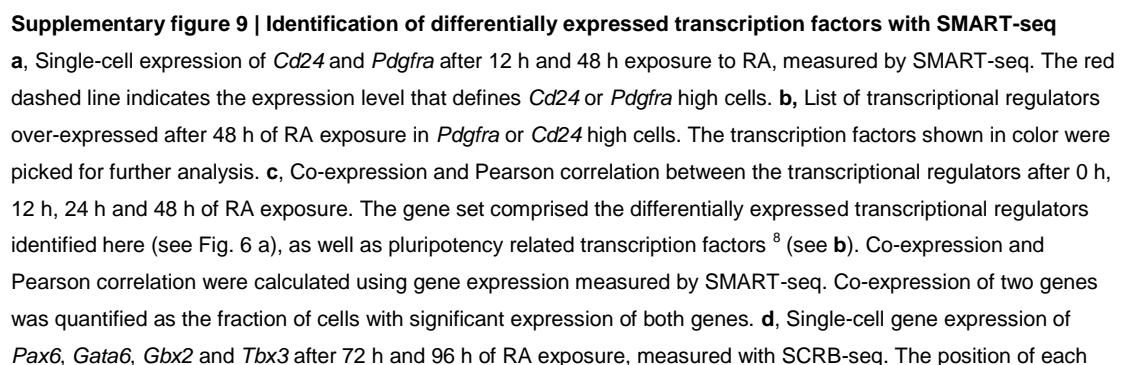

data point represents the expression profile of a cell in the space of the first two principal components (PC1 and PC2). The color of a data point reflects the expression of the indicated gene, relative to the maximal expression across all cells and the two time points. Cells belonging to the ectoderm-like and an XEN-like cluster after 96 h of RA exposure are indicated by red or blue edges, respectively.

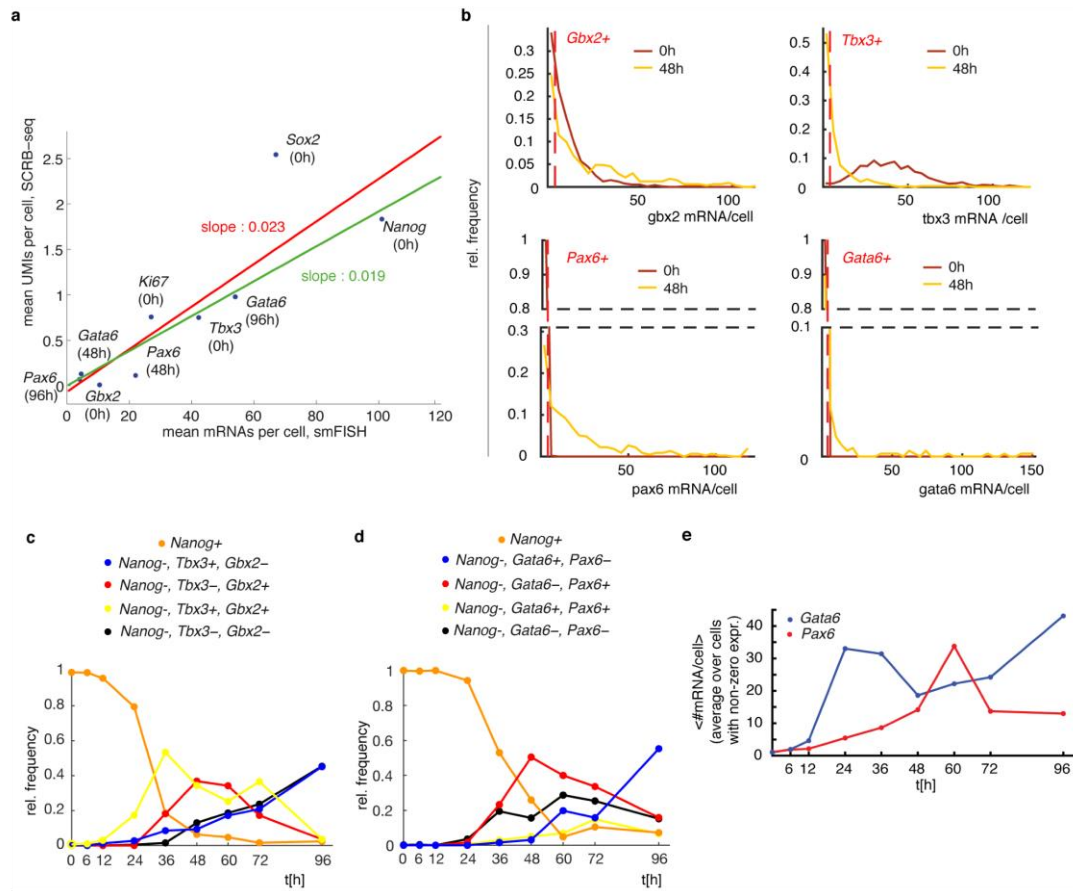

**Supplementary figure 10 | Expression dynamics of transcription factors measured by smFISH**

**a**, Sensitivity of smFISH compared to SCRB-seq. Each data point is the single-cell expression level of the indicated gene (at the indicated time point) averaged over all measured cells. The solid lines are linear fits, where the red model had an arbitrary intercept and the green model was forced to go through the origin. smFISH detected approximately 40 times more transcripts than SCRB-seq. **b**, Abundances of *Pax6*, *Gata6*, *Gbx2* and *Tbx3* mRNAs after 0 h and 48 h of RA exposure measured with smFISH. The red dashed line indicates the expression levels that demarcates cells, which are considered positive (“+”) for the indicated gene. **c**, Fractions of cells which either expressed *Nanog* or (co)expressed *Gbx2* and *Tbx3* in the absence of *Nanog* throughout the differentiation time course, based on smFISH measurements. Thresholds for significant expression are indicated in **b**. **d**, Fractions of cells which either expressed *Nanog* or (co)expressed *Pax6* and *Gata6* in the absence of *Nanog* throughout the differentiation time course, based on smFISH measurements. Thresholds for significant expression are indicated in **b**. **e**, Number of *Pax6* or *Gata6* transcripts per cell averaged over cells that have at least one *Pax6* or one *Gata6* transcript, respectively. Transcript abundance was measured by smFISH. Cells were exposed to RA for the indicated periods of time.

## Supplementary references

1. Wang, J. *et al.* Transcriptome Analysis of Neural Progenitor Cells by a Genetic Dual Reporter Strategy. *STEM CELLS* **29**, 1589–1600 (2011).
2. Hagiwara, K. *et al.* Molecular and cellular features of murine craniofacial and trunk neural crest cells as stem cell-like cells. *PLoS ONE* **9**, e84072 (2014).
3. Stumpo, D. J. *et al.* Deficiency of the placenta- and yolk sac-specific tristetraprolin family member ZFP36L3 identifies likely mRNA targets and an unexpected link to placental iron metabolism. *Development* **143**, 1424–1433 (2016).
4. Julio, M. K.-D. *et al.* Regulation of extra-embryonic endoderm stem cell differentiation by Nodal and Cripto signaling. *Development* **138**, 3885–3895 (2011).
5. Fox, M. H. A model for the computer analysis of synchronous DNA distributions obtained by flow cytometry. *Cytometry* **1**, 71–77 (1980).
6. Boroviak, T. *et al.* Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. *Developmental cell* **35**, 366–382 (2015).
7. Huang, S., Guo, Y.-P., May, G. & Enver, T. Bifurcation dynamics in lineage-commitment in bipotent progenitor cells. *Developmental biology* **305**, 695–713 (2007).
8. Dunn, S. J., Martello, G., Yordanov, B., Emmott, S. & Smith, A. G. Defining an essential transcription factor program for naive pluripotency. *Science* **344**, 1156–1160 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

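The bulk values are UMI counts: the authors aligned the reads with bwa 0.7.4 to mouse RefSeq mRNAs, the mitochondrial genome and spike-in sequences, counted each UMI once per gene and library, and deposited the counts without normalization. The SCRB-seq values are counts made by the authors in the same way for each well of a plate. The SMART-seq2 values are RPKM, which the authors made with Tophat, Cuffquant and Cuffnorm for cells above a minimum number of reads and deposited as such, so that read depth can no longer be read from them. No step before these values was repeated.

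In the bulk table 3 values of 2 genes are text in place of a count, 1 of Gkn2 in the XEN-like culture and 2 of Rn45s at 6 h and 24 h. Both genes were left out of every library, so that all totals cover the same genes. The largest intact value is 94349. Where Rn45s was restored, its text was read as a rounded number whose decimal point had been lost. In the SMART-seq2 values, between 0.127% and 0.14% per time point are text with a decimal comma, all below 1, and were read as 0. The 4 entries there with a repeated gene name were left out. The deposited tables hold no entries for spike-in RNA and none for mitochondrially encoded genes.

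Bulk counts were scaled to the library total (CPM). Differences between sorted ectoderm-like cells, sorted XEN-like cells and mESCs, with 2 libraries each, were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, the default low-count filter, quasi-likelihood fit of all 6 libraries, Benjamini-Hochberg adjustment over 8947 genes), and DESeq2 1.42.0 was run as an alternative. Permutation of 2 libraries against 2 gives no p below 0.333. Between replicates, the biological coefficient of variation was 0.247, and the Pearson correlation of log2 values was 0.957 for mESCs, 0.949 for ectoderm-like and 0.952 for XEN-like cells. The other 19 bulk conditions have 1 library each and were described by values with exact Poisson intervals, or by ratios with exact intervals conditional on the sum of the counts. Both cover counting error only.

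For SCRB-seq, wells with more than 2000 UMIs were kept, values were scaled to the median total of the 0 h cells, and the variable genes were the 5% with the highest coefficient of variation over its moving average, with a window of 100 genes. The genes over which the average ran, those with a UMI in at least 2 cells, were chosen because they give the number of variable genes that the paper states. Cells were clustered by k-means on 1 minus the Pearson correlation of linear values, and classed by their highest correlation with the average 0 h, ectoderm-like and XEN-like profiles. For Fano factors and shares of cells with a UMI, cells were thinned to 2000 UMIs at random without replacement. Pseudotime was ordered from high to low values of the difference defined by the paper, since that difference falls as cells differentiate. SMART-seq2 cells were scaled to the median total of the 0 h cells, and the classes at 48 h were given the paper's numbers of cells.

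Marker sets were set in advance. The XEN set is Sparc, Col4a1, Col4a2, Lama1, Lamb1, Lamc1, Dab2, Gata4, Gata6, Sox17 and Pdgfra. The ectoderm set has 12 genes, among them Prtg, Mdk, Fabp5, Cd24a, Pax6, Sox11, Nes, Hoxb2, Meis1, Sox1 and Crabp1. The pluripotency set is Zfp42, Pou5f1, Klf4, Dppa5a, Esrrb, Sox2, Dppa3, Fgf4, Klf2, Tfcp2l1, Nr0b1 and Nanog. The post-implantation epiblast set is Pou3f1, Fgf5, Cer1, Cd40, Dnmt3a, Dnmt3b and Wnt8a, the mesoderm set T, Mixl1, Eomes, Tbx6, Hand1 and Twist1, and the RA targets include Hoxb1, Cyp26a1, Rarb and Stra8. Beyond these and genes named in the paper, a gene is named by a rule set at the same time: the 5 genes with the largest change in each direction, among those past the threshold, with at least 10 counts in every library of a group and the same direction in every pair of libraries, where a test was run, or among those with at least 50 counts in the larger library where none was. Tff1, Gkn1, Rn45s, Malat1, Ftl1, Rps14, the Y chromosome genes and Xist were singled out after their values were seen. Folds against a count of 0 are lower bounds from a floor of 3 counts over the group, scaled to the library totals. Coordinates are those of the GENCODE M21 annotation of GRCm38.

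The differential expression step was tested on simulated data, in which 200 genes were changed: it recovered 81% of them for ectoderm-like cells against mESCs (8540 genes run), 76% for XEN-like cells against mESCs (8579 genes) and 80.5% for XEN-like against ectoderm-like cells (8514 genes), all in the right direction, and called 6, 14 and 8 unchanged genes in the same order. Clustering of cells was tested on simulated data with 130 cells in 2 groups that differed 8-fold in 60 of 829 genes, and placed 100% of the cells in the right group. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and BLAST 2.17.0 for sequence comparison.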

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

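Both tests in this part, on the low counts of Tff1 and Gkn1 outside the XEN-like culture, were chosen only after those counts had been seen.

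The XEN-like long-term culture held 56574 CPM of Tff1 (82016 UMIs) and 54073 CPM of Gkn1 (78390 UMIs), genes outside those the paper discusses, at levels far above those in the mESC libraries, with 29.8 and 23.5 CPM of Tff1 and 33.7 and 29.2 CPM of Gkn1. The highest levels in any other library were 60.6 and 62.9 CPM, both in CD24 tercile 3 at 72 h. With 1 library of this culture, whether other cultures of XEN-like cells hold these transcripts is not known. A mislabelled library or RNA of cells from outside the experiment was not tested for the level in the culture itself, and no biological explanation was tested for it.

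The low counts elsewhere were tested in 2 ways. Of the 26 genes that are abundant in the culture and far above every other library there, which make up 15.1% of its UMIs, all had counts elsewhere. Taken together, the other 24 libraries held them at a median of 0.0771% of the culture's level, from 0.05% to 0.127%, so that a transfer of reads between libraries of 1 pool is a candidate explanation. By gene the share had a median of 0.061% and lay between 0.0342% and 1.21%, with a Spearman correlation of 0.45 between a gene's level in the culture and elsewhere, so it does not account for every gene to the same extent. Gastric-like cells in every RA culture are argued against by the SCRB-seq cells, in which Tff1 and Gkn1 had 1 UMI together in 2448 cells, and by the mESC libraries, which held the transcripts without exposure to RA. Expression of these genes at these low levels was therefore not read as expression in the other samples.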

How the results depend on the processing

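The settings with Rn45s restored, with standardized values and, for the gates, with the geometric mean of CPM + 1 over the genes were chosen only after the data had been seen, and all other alternatives, the marker sets and the comparisons were set before the data were examined. A pair of planned settings was not run: totals without mitochondrially encoded genes, since the bulk table holds no such genes, and totals with spike-ins, since no spike-in entries are held. The planned classes of SCRB-seq cells without Gbx2, Tbx3, Pax6 and Gata6 are left out as void, since none of these is a variable gene. In all, 147 results were recomputed under 796 alternatives. Of these 605 stayed on the same side of their threshold or within their spread, 29 lost and 5 gained significance and 157 moved by more than their spread. No result past a threshold, or with an interval clear of no change, changed direction, but 13 other ratios and log2 values went to the other side of no change. They are 6 ratios given below, Gata6 in the SMART-seq2 classes at 48 h (log2 of ectoderm-like over XEN-like cells 0.49, and −1.19 and −0.41 with thresholds at the 99th and 95th percentile of the 12 h cells) and 5 log2 values of Gbx2 and Pax6 in the SCRB-seq classes with thinning or standardized values. Where a value moved, the cause was not tested unless stated.

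For the numbers of differentially expressed genes, DESeq2 gave 1085 in place of 1711 for ectoderm-like cells against mESCs, 479 higher and 606 lower in place of 881 and 830, so that the larger direction changed. It gave 705 in place of 1139 for XEN-like against ectoderm-like cells, 462 higher and 243 lower in place of 625 and 514, and 1418 in place of 2042 for XEN-like cells against mESCs. Of the genes called by DESeq2, 1050, 693 and 1387 were also called in edgeR's test. Without a low-count filter the counts were 2547, 1667 and 2709, and with size factors of the relative log expression kind 1701, 1131 and 2020. With an absolute log2 fold change of at least 1 in addition they were 1644, 1102 and 1935. With only the compared groups in the fit they were 1724, 1261 and 1978. Without the filter the larger direction changed for XEN-like cells against mESCs, with 1326 higher and 1383 lower in place of 1103 and 939. It also changed for both comparisons with mESCs in some of the fits without 1 library. With the replicate number as a block, 2167 genes were called for ectoderm-like cells against mESCs, 2515 for XEN-like cells against mESCs and 1515 between the sorted groups. The correlation of replicate differences between groups was 0.422 for ectoderm-like with XEN-like cells, 0.13 for mESCs with ectoderm-like cells and 0.013 for mESCs with XEN-like cells. Since the last is not above 0.1, the numbers were not read as pairs and the fit without a replicate block was kept. That value concerns mESCs and does not decide the sorted groups, whose 0.422 leaves open that they are pairs. A fit with pairs in the sorted groups alone was not run.

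Leaving out 1 library at a time, with the lone library assumed to vary like the other groups, gave 876 to 1750 genes for ectoderm-like cells against mESCs, 1267 to 1962 for XEN-like cells against mESCs and 296 to 1371 for XEN-like against ectoderm-like cells. The counts moved by more than 1.5 times without ectoderm-like replicate 1 (1029) or 2 (876) in the first, without XEN-like replicate 1 (1267) in the second, and in the third without ectoderm-like replicate 1 (296) or 2 (667) or XEN-like replicate 1 (478) or 2 (556). The difference between the values for replicates 1 and 2 was not tested.

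Of the 67 results for single genes, 532 alternatives gave 498 in the same state. DESeq2 left 8 without significance: Pdgfra against mESCs and between the sorted groups in ectoderm-like cells, Nepn, Bhmt against mESCs in both sorted groups, Dab2 and Twist1 between the sorted groups and A730017C20Rik. Leaving out a library took significance in 21 cases, among them Nanog in XEN-like cells against mESCs without any of the 4 libraries in turn, Pdgfra in ectoderm-like cells against mESCs without mESC replicate 1 (adjusted p 0.0597) or ectoderm-like replicate 2 (0.384), Twist1 in ectoderm-like cells against mESCs without ectoderm-like replicate 1 (0.0755), Adora1, Ankrd33b, Tmem116, Plxna2 and A730017C20Rik. Sparc in ectoderm-like cells against mESCs gained it without ectoderm-like replicate 1 (log2 fold change 2.21, adjusted p 0.00414), and Dnmt3b and Cd24a each gained it with the replicate block (adjusted p 0.0447 and 0.0223) and without an mESC library.

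For the marker sets in the bulk time course, relative to Actb the log2 change from 0 h to 96 h was 4.96 in place of 5.53 for the XEN set, 2.48 in place of 3.05 for ectoderm, −2.77 in place of −2.2 for pluripotency, 0.25 in place of 0.83 for the post-implantation epiblast and 0.66 in place of 1.23 for mesoderm, a shift by the same amount in every set, since only the reference gene differs. As the mean of log2 values it was 6.23 for the XEN set, −3.02 for pluripotency and 0.43 for mesoderm. The directions were the same throughout. With 5 or 7 clusters of genes, 2 in place of 1 post-implantation epiblast marker fell in the rising clusters, while the 11 XEN markers did so under all 4 alternatives.

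The global change from 24 h to 36 h over the mean of the steps beside it, 0.885, was 0.954 on log2 values, 0.744 without the highest 1% of genes and 1.91 with Rn45s restored, and only the last puts this step above its neighbours.

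For the gates, the pluripotency set in quartile 4 over quartile 1, 0.644, was 0.519 relative to Gapdh, 0.613 with TMM factors and 0.675 as the geometric mean. The XEN set in PDGFRA-positive cells over the terciles, 8.05, was 7.34, 9.11 and 9.54 in the same order. The post-implantation epiblast set in quartile 4 over quartile 1, 0.823, was 0.664, 0.783 and 1.22, the last on the other side of 1, and its level in quartile 4 over sorted ectoderm-like cells, 1.58, was 1.62, 1.94 and 1.94.

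For SCRB-seq, more than 4000 UMIs kept 1299 cells in place of 2448, by construction. The XEN-like cluster at 96 h, 46.7% of cells, held 64.3% with 4000 UMIs, 56.2% with the top 10% of variable genes, 60.6% on log2 values and 65.0% on standardized values. The lower Jaccard similarity of the 2 clusters, 0.88, was 0.87 with 4000 UMIs, 0.89 with the top 2.5% of variable genes, 0.94 with the top 10%, 0.92 on log2 values, 0.89 with another seed and 0.54 on standardized values. With all variable genes in the principal component analysis, 0 in place of 4 named XEN markers were among the 25 highest loadings of the first component and 0 in place of 2 named ectoderm markers among those of the second.

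The shares of the cell classes depended most on the processing. The mESC-like share at 24 h, 99.7%, was 75.2% with 4000 UMIs, 88.6% with the top 2.5% of variable genes, 86.9% with the top 10%, 14.5% with all detected genes, 100.0% on log2 values and 94.5% on standardized values. At 36 h, 99.1% became 80.6%, 80.2%, 78.7% and 17.4% in the same order, and 83.2% on standardized values. At 48 h, 79.4% became 32.1% with 4000 UMIs, 33.2% with the top 10% of variable genes, 9.75% with all detected genes and 31.4% on standardized values, and the ectoderm-like share, 19.1%, became 67.9%, 66.4%, 85.6% and 51.6%. The XEN-like share at 48 h, 1.44%, was 0.0% with 4000 UMIs, 0.361% with the top 10% of variable genes, 4.69% with all detected genes and 17.0% on standardized values. At 96 h, 48.2% became 62.9% with 4000 UMIs, 57.7% both with the top 10% of variable genes and with all detected genes, 60.6% on log2 values and 66.4% on standardized values.

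The Fano factor at 24 h over 12 h, 1.53, was 1.27 in cells thinned to 1000 UMIs, 1.45 with the top 10% of variable genes, 1.55 without the 5% of cells of highest UMIs and 1.52 without the 5 genes of highest Fano factor. At 96 h over 0 h, 1.53 became 1.24, 1.43 and 1.54 under the first 3 of these. Within 2 clusters, the ratio to the whole time point at 24 h, 0.905, was 0.929 with clusters on separate genes and 0.94 at 1000 UMIs, that at 36 h, 0.898, was 1.34 and 0.928, that at 48 h, 0.95, was 0.961 and 0.986, that at 60 h, 1.04, was 0.867 and 1.04, that at 72 h, 1.02, was 0.856 and 1.06, and that at 96 h, 0.905, was 0.948 and 0.96. Thinning to fewer UMIs brings a Fano factor nearer to 1 by construction. For Rex1 over 0 h, as the mean over cells, thinning gave 1.7 in place of 1.68 at 12 h, 1.06 in place of 1.08 at 24 h and 0.137 in place of 0.135 at 48 h.

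In pseudotime, the pluripotency set in later over earlier cells before the branch point, 0.646, was 0.734 with all detected genes, 0.599 with windows of 100 cells and 0.763 without the highest gene. The post-implantation epiblast set, 0.935, was 1.61 with all detected genes, on the other side of 1, and 0.923 and 0.97 under the others. The ectoderm set, 8.47 in ectoderm-like cells after the branch point over the earlier 850 cells before it, was 3.82 with all detected genes and 12.4 without its highest gene, and the XEN set in XEN-like over ectoderm-like cells, 6.55, was 5.51 and 6.16.

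The correlation of SCRB-seq averages with bulk libraries, 0.78, was 0.59 on linear values and 0.89 on log2 values with zeros, and that of pairs of cells, 0.65, was 0.91 and 0.59.

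Depth limits the results for rare transcripts. Mesoderm markers, Fgf5, Cer1 and Cd40 had counts near 0 in most libraries, and Hoxb1 and Rarb had few counts at 0 h and 6 h. In SCRB-seq, with a median of 4204.5 UMIs per cell, Gbx2, Tbx3, Pax6 and Pou3f1 were read only as sums over many cells. For SMART-seq2 the depth is unknown, and the share of 0 h cells with Gbx2 and Tbx3, 92.7%, was 91.5% at a threshold of 5 and 92.2% without the 5% of cells with the most genes, while at 48 h 26.8% was 26.8% and 23.4%.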

Differences from the paper's values

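The settings with Rn45s restored and with standardized values, named below, were chosen after seeing the values. Shares and global changes are said to differ where one value is more than 1.5 times the other, and correlations where they are further apart than the SD given.

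The Pearson correlation of SCRB-seq averages with bulk libraries was 0.78 over all time points, with an SD of 0.029 over them, against the paper's 0.75. The alternatives set before the data were examined also differ, with 0.59 on linear and 0.89 on log2 values. The correlation of pairs of cells, 0.65 with an SD of 0.042 over pairs, lies within that SD of the paper's 0.63.

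For the share of mESC-like cells at 48 h, the value was 79.4% against the paper's, about 28% in Fig. 2c, read by eye. Of the alternatives set before the data were examined, 4000 UMIs (32.1%) and the top 10% of variable genes (33.2%) do not differ from it by the same measure, and the top 2.5% (82.7%), all detected genes (9.75%) and log2 values (82.3%) do. Standardized values, chosen after seeing the values, gave 31.4%. The ectoderm-like share at 48 h was 19.1% against the paper's, about 59% in Fig. 2c, read by eye. There 4000 UMIs (67.9%), the top 10% (66.4%) and all detected genes (85.6%, with a 95% interval of 80.9% to 89.5%) do not differ by that factor, the top 2.5% (15.5%) and log2 values (17.0%) do, and standardized values, chosen after seeing the values, gave 51.6%. The XEN-like share at 48 h was 1.44% against the paper's, about 13% in Fig. 2c, read by eye, and all alternatives set before the data were examined differ too (0.0% with 4000 UMIs, 1.81% with the top 2.5%, 0.361% with the top 10%, 4.69% with all detected genes and 0.722% on log2 values). At 60 h it was 3.66% against about 26% in the paper's Fig. 2c, read by eye, and 3.87%, 3.66%, 2.2%, 11.0% and 4.76% in the same order, all of which differ. At 72 h it was 10.2% against about 20% in the paper's Fig. 2c, read by eye, and 8.65%, 12.3%, 8.51%, 7.23% and 8.09% in that order, which differ as well. Standardized values, chosen after seeing the values, gave 17.0% at 48 h, 31.9% at 60 h and 28.9% at 72 h, none of which differs by this measure.

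For the global change between consecutive time points, the value from 0 h to 6 h was 0.111 against the paper's, about 0.28 in Supplementary Fig. 1e, read by eye. Log2 values (0.159) differ and values without the highest 1% of genes (0.199) do not. From 6 h to 12 h it was 0.105 against the paper's, about 0.22 read by eye in the same figure, where neither log2 values (0.149) nor those without the highest 1% (0.194) differ. From 12 h to 24 h it was 0.127 against the paper's, about 0.21 read by eye, where again neither differs (0.157 and 0.245). From 24 h to 36 h it was 0.123 against the paper's, about 0.40 read by eye, and both alternatives (0.167 and 0.185) differ. With Rn45s restored, a setting chosen after seeing the values, the 4 steps were 0.283, 0.224, 0.213 and 0.401.

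The paper states that the second peak of change lies between 24 h and 36 h; without Rn45s the largest step was that from 36 h to 48 h (0.151). The paper describes the population at 0 h as homogeneous. On linear values the Jaccard similarities of 2 clusters were 0.88 to 0.95 there, against 0.88 to 0.89 at 96 h. On log2 values they were 0.64 to 0.81 at 0 h against 0.91 to 0.95. On standardized values, chosen after seeing the values, they were 0.46 to 0.63 against 0.51 to 0.77. A high similarity does not by itself tell separate groups from a gradient cut in 2. The paper names Mdk and Cd24a among the markers of the second principal component; Mdk was not among the variable genes, and Cd24a ranked 28th, or 18th with each gene standardized by its own SD. The paper states that mesoderm markers did not rise. Of 5 detected, 2 fell in rising clusters, Hand1, with counts near 0, and Twist1. Twist1 was higher in sorted ectoderm-like cells than in mESCs (log2 fold change 3.99, adjusted p 0.00403 by edgeR). In the SCRB-seq clusters at 96 h it had 29 UMIs in ectoderm-like and 2 in XEN-like cells. A rise of this single gene in ectoderm-like cells does not by itself show mesoderm.

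The paper states that variability within clusters falls from 48 h on. With 2 clusters the ratio to the whole time point was 0.995, 0.969 and 0.974 at 0 h, 6 h and 12 h. It was 0.905 at 24 h and 0.898 at 36 h, then 0.95 at 48 h, 1.04 at 60 h, 1.02 at 72 h and 0.905 at 96 h. At 24 h random groups also lay below the whole time point (1.81 against 1.95, and 1.76 within the clusters). A ratio below 1 thus does not by itself mark an onset. With clusters made on separate genes the ratio was 0.929 at 24 h and 1.34 at 36 h. From 48 h on it was below 1 (0.961, 0.867, 0.856 and 0.948). Random groups were not run for this setting. In the main setting they also lay below the whole time point at 96 h (1.92 against 2.03). Whether the values on separate genes lie below those of a random split is therefore not known. The paper states that post-implantation epiblast markers rise with CD24 at 48 h. The sum over the set in quartile 4 was 0.823 times that in quartile 1. Dnmt3a (67 against 93 UMIs) and Dnmt3b (60 against 62) made up most of this sum. Pou3f1 had 12 against 9 UMIs, Fgf5 and Cer1 2 against 0 each, Cd40 2 against 1 and Wnt8a 5 against 7. For these rarer genes the counts can neither show nor exclude the rise that the paper describes. The geometric mean of CPM + 1 over the genes, an alternative chosen after seeing the values, gave 1.22. The paper states that XEN markers are found only in PDGFRA-positive cells; the PDGFRA-negative terciles held each of the 11 markers at between 1.98% and 40.2% of the PDGFRA-positive level. The paper names Fgf5 among genes that rise before the branch point. Its level was 0.0438 UMIs per 10000 in both the earlier and the later cells before it, groups that mix time points. By time point it had 0.0478 at 0 h and 0.0312 at 48 h, a difference within counting error.

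The paper lists Pax6 among factors with robust expression in few cells at 0 h; with 6.1% of cells it lies above the paper's limit for late factors, and with a threshold of 10 it lies below, with 4.88%. The paper places Gata6 with the XEN-like cells. In the SMART-seq2 classes its mean was 9.60 in ectoderm-like and 6.53 in XEN-like cells, means that rest on few cells above 1. The log2 of ectoderm-like over XEN-like cells, 0.49, became −1.19 and −0.41 with thresholds at the 99th and 95th percentile of the 12 h cells. In SCRB-seq at 96 h Gata6 was higher in XEN-like cells (4.06 against 1.28 UMIs per 10000). The paper describes correlation of factors of the same lineage and anti-correlation of opposing ones at 48 h. The Pearson correlations of the 4 named factors lay between −0.15 and 0.11 on linear values. On log2 values they lay between −0.09 and 0.2, with 0.2 for Gbx2 with Pax6 and 0.19 for the opposing Gbx2 and Gata6. The paper reports Gbx2 and Pax6 as higher in ectoderm-like cells; in SCRB-seq at 72 h they had 0.43 against 0.326 and 0.744 against 0.651 UMIs per 10000, differences within counting error, and at 96 h Gbx2 had no UMIs and Pax6 6 against 4. With classes on standardized values, chosen after seeing the values, Pax6 at 96 h had 9 UMIs in ectoderm-like and 1 in XEN-like cells (0.454 against 0.0189 per 10000), beyond counting error, and in the sorted bulk libraries it had 117 against 0 UMIs.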

Other observations

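The tests in this part on the share of Rn45s in the global change, on the Y chromosome genes and on XEN-like cells in a sort were chosen only after the result was seen, and those on Rn45s in single cells and on a repeat in Nanog were set before their results.

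The peak of global change between 24 h and 36 h may come from a single gene: with the damaged values of Rn45s restored, it made up 92.5% of the squared difference of that step. Rn45s is a ribosomal RNA precursor, and with restored values its share of UMIs was 4.84% at 24 h and 2.56% at 36 h, a fall of 47.0%, followed by a rise of 37.3% to 48 h. If the cells held less Rn45s RNA at 36 h, the SCRB-seq cells are predicted to show a like fall. They showed one of 10.1%, from 553 to 497 UMIs per 10000, followed by a rise of 1.01%, within a range of 460 to 793 over the time points. The direction was the same and the size was not, so a change in the cells and a difference between libraries cannot be told apart with 1 library per time point.

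The ectoderm-like long-term culture held 4 UMIs of the 4 Y chromosome genes examined (95% interval 1.09 to 10.2), or 2.14 CPM, where the other libraries held 31.8 to 107 CPM. Low depth is argued against, since the depth of the library would give 142 UMIs. Cells of a female line with an inactive X chromosome are argued against by Xist, with 0.535 CPM against 1.82 to 11.3 CPM in the other libraries. Loss of the Y chromosome in culture and a line of another origin were not tested, and no biological explanation was tested.

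Nanog rose between 0 h and 24 h in the 3′-end counts, from 373 to 766 UMIs (2.34 times, 2.06 to 2.65), and in the SCRB-seq cells from 3.37 to 7.48 UMIs per 10000. In the same cells Pou5f1 rose as well, from 1.76 to 3.26, and Sox2 and Dppa5a fell, from 7.0 to 1.86 and from 46.5 to 30.3. In the full-length SMART-seq2 values, from other cells, Nanog fell, with a mean of 267 normalized RPKM at 0 h, 152 at 12 h and 142 at 24 h. At 48 h its mean was lower still in each SMART-seq2 class, while the SCRB-seq cells had 6.74 UMIs per 10000. A repeat in the 3′ end of Nanog that other transcripts share was tested with the last 500 bases of 21883 genes. A first search among protein-coding transcripts found no gene that shares at least 50 bases at 80% identity, and the search was then widened to all transcripts. It found a single gene, Ccdc15, with 51 bases at 80.4% identity, whose counts went from 12 to 6 (0.569 times, 0.175 to 1.64). With fewer than 20 counts this gene is too rare to decide, and the fall in SMART-seq2 comes from other cells, with 1 culture per time point in each assay, so reads from other transcripts and a rise of Nanog itself cannot be told apart here.

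Sorted ectoderm-like replicate 2 held XEN markers at a median of 25.7% of their level in XEN-like replicate 2, from 12.1% to 67.1%, against 4.14% in replicate 1 (2.32% to 7.79%). The replicate numbers were not read as pairs, and part of the gap lies in the XEN-like library set beside each; between the ectoderm-like libraries themselves the set was 3.67 times (3.4 to 3.96) as high in replicate 2, from 1.41 times for Lamc1 to 11 times for Pdgfra. If XEN-like cells had entered that sort, all XEN transcripts are predicted at a like share. Over the 93 genes at least 10-fold higher in XEN-like replicate 1 than in ectoderm-like replicate 1 the median was 18.0% (quartiles 12.6% and 25.4%), and over the 47 genes at least 20-fold higher it was 15.9% (12.3% and 22.8%), with all of them detected. The folds that define these lists were chosen after the values were seen. The shares differ between genes, but the levels in any XEN-like cells of that sort are not known, so impurity of the sort and expression of XEN genes in CD24-positive cells cannot be told apart with 2 libraries.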
